# Histone methyltransferase Ezh2 coordinates mammalian axon regeneration via regulation of key regenerative pathways

**DOI:** 10.1172/JCI163145

**Published:** 2024-02-01

**Authors:** Xue-Wei Wang, Shu-Guang Yang, Ming-Wen Hu, Rui-Ying Wang, Chi Zhang, Anish R. Kosanam, Arinze J. Ochuba, Jing-Jing Jiang, Ximei Luo, Yun Guan, Jiang Qian, Chang-Mei Liu, Feng-Quan Zhou

**Keywords:** Neuroscience, Ophthalmology, Epigenetics, Neurodegeneration, Neurodevelopment

## Abstract

Current treatments for neurodegenerative diseases and neural injuries face major challenges, primarily due to the diminished regenerative capacity of neurons in the mammalian CNS as they mature. Here, we investigated the role of Ezh2, a histone methyltransferase, in regulating mammalian axon regeneration. We found that Ezh2 declined in the mouse nervous system during maturation but was upregulated in adult dorsal root ganglion neurons following peripheral nerve injury to facilitate spontaneous axon regeneration. In addition, overexpression of *Ezh2* in retinal ganglion cells in the CNS promoted optic nerve regeneration via both histone methylation–dependent and –independent mechanisms. Further investigation revealed that Ezh2 fostered axon regeneration by orchestrating the transcriptional silencing of genes governing synaptic function and those inhibiting axon regeneration, while concurrently activating various factors that support axon regeneration. Notably, we demonstrated that GABA transporter 2, encoded by *Slc6a13,* acted downstream of Ezh2 to control axon regeneration. Overall, our study underscores the potential of modulating chromatin accessibility as a promising strategy for promoting CNS axon regeneration.

## Abstract 2

<p>Ezh2 fosters optic nerve regeneration by regulating multiple categories of target genes in retinal ganglion cells.</p>

## Introduction

Axon degeneration and neuronal cell death are common consequences of neurodegenerative diseases and neural injuries. Unfortunately, current clinical therapeutics for neural injuries and neurodegenerative diseases still fall short of success. In the mammalian CNS, the inability of mature neurons to regenerate axons after injury or neurodegeneration results in poor functional recovery and permanent disabilities. Therefore, understanding why mature neurons in the mammalian CNS cannot regrow axons has been a longstanding challenge for the field. Research over the past decades has revealed that the low intrinsic axon growth competency of mature CNS neurons (1–3), together with extrinsic inhibitory molecules (4–6), are the major contributors to unsatisfactory regenerative outcomes. During development, young neurons are intrinsically competent in axon growth to establish neural circuits, whereas adult neurons possess poor axon growth ability to maintain circuit stability. Moreover, the inhibitory extracellular environment also limits unnecessary axon sprouting, acting as another factor to stabilize the neural circuits (7).

During maturation, the cellular state of neurons changes from favoring to limiting axon growth, likely regulated by modifications of the epigenomic and subsequent transcriptomic landscapes in neurons. Unlike CNS neurons, the axon regeneration ability of neurons in the peripheral nervous system (PNS) can be reactivated upon peripheral nerve injury by initiating a transcription-dependent regenerative response (8, 9). Recent studies demonstrated that such a response also involves massive changes in the epigenome and transcriptome of PNS neurons (10–12). It has been revealed that nerve injuries induce a common developmental-like transcriptional program in sensory neurons (12–14). Similar reversal to an embryonic transcriptomic state also occurs in mature corticospinal neurons at an early stage following spinal cord injury, although it cannot be sustained (15). Thus, it is vital to unveil the epigenomic changes that occur during neuronal maturation and PNS axon regeneration. The knowledge gained may be useful for epigenetically remodeling the transcriptomic landscape of mature CNS neurons and enhancing their axon regeneration ability.

In this study, we investigated the role of enhancer of zeste homolog 2 (Ezh2) histone methyltransferase in mammalian axon regeneration. Ezh2 is the catalytic core of the polycomb repressive complex 2 (PRC2), which catalyzes trimethylation of lysine 27 on histone H3 (H3K27me3). H3K27me3 condenses nearby chromatin to downregulate transcription (16). Although most studies focus on the role of Ezh2 as a histone methyltransferase, a number of studies clearly showed that Ezh2 can also methylate nonhistone substrates (17, 18) or exert methylation-independent functions (19–21), suggesting its versatility.

Here, we showed that *Ezh2* loss-of-function impaired spontaneous axon regeneration of dorsal root ganglion (DRG) neurons. In addition, overexpression of *Ezh2* in retinal ganglion cells (RGCs) promoted optic nerve regeneration in both histone methylation-dependent and -independent manners. Mechanistic exploration revealed that Ezh2 orchestrated mammalian axon regeneration by targeting both the intrinsic regenerative ability and the extrinsic hostile environment.

## Results

### Ezh2 is developmentally downregulated in the nervous system and upregulated in adult DRG neurons following peripheral nerve injury.

To evaluate how Ezh2 expression was regulated during neural development, we first examined Ezh2 protein levels in the mouse DRG and cerebral cortex at different developmental stages. We found that Ezh2 was abundantly expressed in DRGs and the cortex at the late embryonic stage, remained high during the first several postnatal days, and then gradually declined to become hardly detectable at 3 to 4 weeks after birth (Figure 1, A, B, D, and E). DRG neurons extend a single axon that bifurcates into 2 branches, a peripheral branch that readily regenerates upon injury in a transcription-dependent manner (8), and a central branch lacking the spontaneous regenerative ability. Sensory axons in the mouse sciatic nerve are primarily comprised of peripheral branches of lumbar 4 and 5 (L4/5) DRG neurons. A sharp increase of Ezh2 in L4/5 DRGs was detected 3 days after sciatic nerve transection (Figure 1, C and F). Other PRC2 subunits were not discernibly altered (Supplemental Figure 1, A–E; supplemental material available online with this article; https://doi.org/10.1172/JCI163145DS1). Immunofluorescence of DRG sections showed significantly increased neuronal H3K27me3 following the injury (Figure 1, G and H), suggesting cell-autonomous upregulation of Ezh2 in DRG neurons. These results were consistent with a previous study showing increased Ezh2 and H3K27me3 in the DRG after spinal nerve ligation (22), which also injures peripheral axons of DRG neurons. During development, neurons lose axon growth capacities after reaching their targets, correlating with the decline of Ezh2. On the other hand, the upregulation of Ezh2 in DRG neurons after peripheral nerve injury accompanies the robust regenerative response, suggesting that Ezh2 might facilitate axon regeneration.

### Upregulation of Ezh2 contributes to spontaneous axon regeneration of DRG neurons in vitro and in vivo.

To test our hypothesis, we first investigated if *Ezh2* loss-of-function would impair regenerative axon growth of cultured DRG neurons. Using in vitro electroporation (23), siRNAs targeting *Ezh2* mRNA (si*Ezh2*) were transfected into DRG neurons. Control neurons were electroporated with nontargeting siRNAs (siNT). Immunoblotting confirmed that *Ezh2* was efficiently knocked down 3 days after the electroporation (Supplemental Figure 1, F and H). Thus, on the fourth day, we replated the neurons and cultured them for another 24 hours, as described in our earlier study (9). The results showed that *Ezh2* knockdown significantly reduced regenerative axon growth by approximately 25% (Supplemental Figure 1, J and L). To rule out the possibility that the phenotype was caused by off-target effects of the siRNAs, we crossed *Ezh2^fl/fl^* mice with *Advillin-Cre* mice (24) to generate *Advillin-Cre;Ezh2^fl/fl^* mice, in which *Ezh2* was specifically deleted in sensory neurons. We performed a peripheral nerve conditioning lesion in *Advillin-Cre;Ezh2^fl/fl^* and *Ezh2^fl/fl^* (control) mice and waited for 3 days, and then cultured L4/5 DRG neurons for 24 hours. Successful knockout of *Ezh2* was confirmed by immunoblotting of protein extracted from the cultured cells (Supplemental Figure 1, G and I). The remaining Ezh2 signal likely came from nonneuronal cells in the culture. We found that *Ezh2* deletion significantly impaired regenerative axon growth of conditioning lesioned DRG neurons by approximately 20% (Supplemental Figure 1, K and M). These results demonstrated that Ezh2 supported regenerative axon growth of sensory neurons in vitro.

To further explore if Ezh2 was also required for axon regeneration of DRG neurons in vivo, we knocked down *Ezh2* in L4/5 DRGs by in vivo electroporation of si*Ezh2*, a technique widely used in our previous studies (25, 26). *CMV-GFP* plasmid was simultaneously electroporated to label the axons. Control mice were electroporated solely with the *CMV-GFP* plasmid, as our previous study demonstrated that electroporation of siNT had no impact on axon regeneration of sensory neurons (26). Two days after the electroporation, the sciatic nerve was crushed. After 3 days, we found that *Ezh2* knockdown in DRGs significantly impaired axon regeneration of sensory neurons in vivo by approximately 20% (Figure 2, A and D). To rule out off-target effects of the siRNAs, we electroporated *CMV-Cre* and *CMV-GFP* plasmids into L4/5 DRGs of *Ezh2^fl/fl^* mice to knockout *Ezh2*. *Ezh2^fl/fl^* mice electroporated with the *CMV-GFP* plasmid only were the control group. To allow sufficient time for Cre-mediated recombination, the sciatic nerve was crushed 3 days later. Five days after the crush, we found that axon regeneration was significantly impaired by *Ezh2* knockout (Figure 2, B and E). To further rule out the possibility that the observed phenotype resulted from *Ezh2* loss-of-function in nonneuronal cells in the DRG, we electroporated the *CMV-GFP* plasmid in *Advillin-Cre;Ezh2^fl/fl^* and *Ezh2^fl/fl^* (control) mice; 2 days later, we crushed the sciatic nerve. Three days after the crush, we found that specific deletion of *Ezh2* in sensory neurons significantly reduced axon regeneration in vivo by approximately 20% (Figure 2, C and F). Successful knockout of *Ezh2* and decrease of H3K27me3 in DRG neurons of *Advillin-Cre;Ezh2^fl/fl^* mice were confirmed by immunoblotting (Figure 2, G–I). Collectively, these results demonstrated that Ezh2 upregulation contributed to spontaneous axon regeneration of DRG neurons triggered by peripheral nerve injury both in vitro and in vivo.

### Ezh2 overexpression enhances optic nerve regeneration via both histone methylation–dependent and –independent mechanisms.

Since upregulation of Ezh2 contributed to axon regeneration of regenerative DRG neurons, we questioned whether forced overexpression of *Ezh2* would similarly promote axon regeneration in nonregenerative adult RGCs. We first examined if Ezh2 and other PRC2 subunits in RGCs were changed by optic nerve crush (ONC). By analyzing a single-cell RNA-Seq data set of RGCs (27), we found that their mRNA levels remained relatively stable (Supplemental Figure 2, A and B), consistent with the nonregenerative characteristic of RGCs. We then overexpressed *Ezh2* in RGCs by intravitreal injection of AAV2-*Ezh2*. Control mice were injected with AAV2-*GFP*. Previously, we showed that this approach could successfully transduce approximately 90% of RGCs (26, 28). Successful overexpression of *Ezh2* 2 weeks after virus injection was confirmed by immunoblotting of whole retinas or RGCs enriched from dissociated retinal cells by FACS (Supplemental Figure 3, A–D). In addition, immunofluorescence of retinal sections showed that H3K27me3 levels in RGCs consequently increased (Figure 3, A and B). Therefore, the optic nerve was crushed 2 weeks after virus injection. *Ezh2* overexpression improved RGC survival by approximately 50% 2 weeks after the ONC (Figure 3, C and D and Supplemental Figure 3E). In a different retinal injury model induced by intravitreal injection of N-methyl-D-aspartate (NMDA) (29), *Ezh2* overexpression almost doubled RGC survival 1 week after the excitotoxic injury to the retina (Figure 3, E and F), suggesting that Ezh2 could protect RGCs against various types of injury.

Optic nerve regeneration was also assessed 2 weeks after the ONC. Regenerating axons were labeled by Alexa Fluor–conjugated cholera toxin subunit B (CTB) intravitreally injected 2 days before tissue harvesting. Optic nerves were tissue-cleared and imaged as previously described (26, 28). Compared to the control group, where only a limited number of axons crossed the crush site, overexpression of *Ezh2* induced markedly enhanced optic nerve regeneration (Figure 4, A and C). Some axons grew over 1,250 μm in 2 weeks.

To investigate if the histone methyltransferase activity of Ezh2 was required for promoting optic nerve regeneration and RGC survival, we overexpressed a mutant form of Ezh2 with the 726th amino acid mutated from a tyrosine to an aspartic acid (Ezh2-Y726D) in RGCs (Supplemental Figure 3, A and C). Previous studies reported that this single amino acid mutation eliminated the methyltransferase activity of human and mouse Ezh2 (30, 31). Immunostaining of retinal sections confirmed that overexpression of *Ezh2-Y726D* did not increase H3K27me3 levels in RGCs (Figure 3, A and B). Surprisingly, this catalytically dead Ezh2 mutant exhibited comparable ability to enhance RGC survival as WT Ezh2 at 2 weeks after the ONC (Figure 3, C and D and Supplemental Figure 3E), suggesting a histone methylation–independent neuroprotective role of Ezh2. Moreover, Ezh2-Y726D also induced optic nerve regeneration, albeit to a much lesser extent (Figure 4, A and C), indicating that both histone methylation–dependent and –independent mechanisms contributed to promoting axon regeneration.

To explore the translational potential of *Ezh2* gain-of-function in CNS axon regeneration, we tested if postinjury overexpression of *Ezh2* in RGCs could also promote optic nerve regeneration. AAV2-*GFP* or AAV2-*Ezh2* was intravitreally injected 1 day after the ONC. 3 weeks later, we found that postinjury *Ezh2* overexpression still evidently promoted optic nerve regeneration (Figure 4, B and D), albeit weaker than that induced by preinjury overexpression of *Ezh2*. Specifically, more regenerating axons could be observed at 500–1,250 μm from the crush site after *Ezh2* overexpression. However, the numbers of regenerating axons at 250 μm from the crush site were equivalent between the 2 conditions. This was likely caused by the extended regeneration period in the control group (3 weeks in Figure 4, B and D versus 2 weeks in Figure 4, A and C) and delayed *Ezh2* expression in RGCs. These results demonstrated the translational potential of *Ezh2* gain-of-function for enhancing axon regeneration in the CNS.

### Ezh2 modifies the RGC transcriptome to regulate multiple categories of target genes.

To gain mechanistic insights into how Ezh2 supports RGC axon regeneration, we profiled the transcriptomic and epigenomic changes in RGCs induced by *Ezh2* or *Ezh2-Y726D* overexpression with RNA-Seq and assay for transposase-accessible chromatin with sequencing (ATAC-Seq). We intravitreally injected AAV2-*GFP* (control), AAV2-*Ezh2*, or AAV2-*Ezh2-Y726D* and crushed the optic nerve after 2 weeks. 3 days after the ONC, RGCs were enriched from dissociated retinal cells by FACS to construct RNA-Seq and ATAC-Seq libraries. 

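The RNA-Seq of Ezh2-Y726D, a catalytically dead form of Ezh2, comprised 6 libraries, 3 from mice injected with AAV2-GFP and 3 from mice injected with AAV2-Ezh2-Y726D. Cells were sorted for CD90.2, the product of Thy1, and the libraries were made with a stranded total RNA kit. The paper's main text does not state whether retinas of several mice were combined in a library. The RNA-Seq of Ezh2 overexpression was made separately with its own GFP libraries and was not analysed here. The authors deposited the number of reads counted on each of 32371 mouse genes, listed by Ensembl identifier, without normalization. The paper's main text does not name the aligner, the counting tool, the annotation or whether counting used the strand. Counts of genes that overlap another gene on either strand, or that have near-identical copies, are therefore uncertain. A symbol was found for 32325 of the identifiers, and coordinates are those of GENCODE vM21 on GRCm38.

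Total counts were 22370285, 11695718 and 9333244 in GFP replicates 1, 2 and 3, and 20353509, 18215734 and 23782520 in Ezh2-Y726D replicates 1, 2 and 3. A single gene, CT010467.1, which is annotated as rRNA on chromosome 17 from 39846353 to 39848827, took 6.59%, 50.9% and 52.2% of the counts in GFP replicates 1, 2 and 3. Its share was 2.55%, 16.1% and 7.39% in the Ezh2-Y726D replicates. Without this gene, GFP replicates 2 and 3 kept 5745352 and 4460732 counts and the other 4 libraries between 15280377 and 22024582, so that genes with few counts were measured with the least precision in these GFP libraries.

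**Figure D1:**
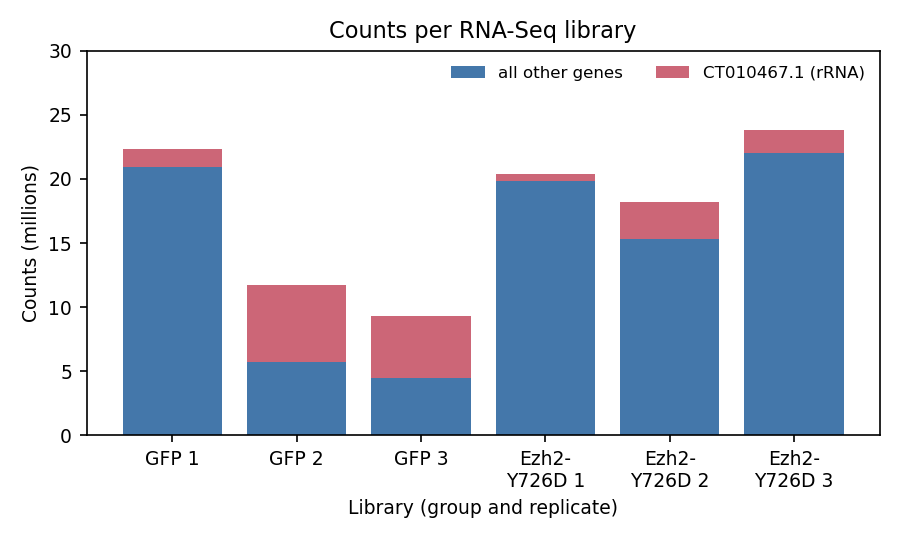
Total counts of each RNA-Seq library, by group and replicate. Each bar is divided into counts of CT010467.1 and counts of all other genes, and in GFP replicates 2 and 3 CT010467.1 made up 50.9% and 52.2% of the bar.

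The counts were scaled with edgeR's TMM method and compared with its quasi-likelihood test over the 18138 genes that passed edgeR's filter on low counts. DEGs were called at the paper's thresholds, an adjusted P under 0.05 and a fold change over 1.5. Mean values of a group are edgeR's CPM values of the TMM-scaled library. For a single gene, 3 libraries against 3 cannot give a 2-sided P under 0.1 in an exact permutation test, so the calls rest on variances that edgeR moderates across genes. The scaling was the choice that moved the values most. With library totals in place of TMM, the median log2 fold change of all genes was 0.49, and with library totals that leave out CT010467.1, an alternative added after the data were seen, it was -0.02.

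Ezh2 itself (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341) was at 22.7, 23.9 and 26.4 CPM in the GFP libraries and at 65.3, 65.6 and 65.2 CPM in the Ezh2-Y726D libraries. Its log2 fold change was 1.46 (standard error 0.061, adjusted P = 3.01e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts do not separate transcripts of the vector from those of the endogenous gene.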

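The 6 RNA-Seq libraries of GFP and Ezh2-Y726D were compared pair by pair over genes other than CT010467.1. Every pair differed by more than the counting noise, so that no library was a copy of another. This does not show whether the libraries of a group came from different mice, and they were treated as replicates as the labels number them. The chi-square statistic per degree of freedom lay between 1.53 and 3.23 for the 6 pairs within a group and between 8.16 and 15.4 for the 9 pairs between groups. Pearson's correlation of log2(CPM + 1) across genes, which are not independent replicates, was 0.992 to 0.997 within groups and 0.985 to 0.991 between groups. Between 22809 genes in GFP replicate 3 and 27737 genes in Ezh2-Y726D replicate 3 had at least 1 count.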

All sequencing libraries exhibited high quality (Supplemental Figure 4, A–F and Supplemental Figure 5, A–S), except for 1 RNA-Seq library from the *Ezh2* overexpression condition, which was excluded from subsequent data analysis based on results of principle component analysis (PCA) and hierarchical clustering (Supplemental Figure 4, B and C). Chromatin accessibility at the promoter region moderately correlated with RNA expression within each condition (Supplemental Figure 6, A–D), suggesting consistency between the RNA-Seq and ATAC-Seq.

We identified 669 differentially expressed genes (DEGs) in the RNA-Seq between control and *Ezh2* overexpression conditions at the threshold of adjusted *P* less than 0.05 and fold change greater than 1.5 (Figure 5A, Supplemental Figure 4G, and Supplemental Table 1). Surprisingly, despite being a catalytically dead form of *Ezh2*, *Ezh2-Y726D* overexpression resulted in more DEGs (1,103, Figure 5B and Supplemental Table 1). This was consistent with our ATAC-Seq results, in which considerably more differentially accessible regions were found after *Ezh2-Y726D* overexpression (Supplemental Table 2), suggesting that unknown transcriptional regulatory activities of Ezh2, independent of the methyltransferase function, remain to be discovered. 

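In the edgeR fit, 1455 of 18138 genes were DEGs between GFP and Ezh2-Y726D, 457 of them higher and 998 (68.6%) lower after Ezh2-Y726D overexpression. In 1349 of these DEGs, all Ezh2-Y726D libraries lay on one side of all GFP libraries. The same held for 38.6% of all genes tested, against the 10% that chance gives for 3 libraries against 3. Among the alternatives at the same thresholds, scaling by library totals moved the count most and left 65 DEGs, of which 46 were higher and 19 (29.2%) lower. DESeq2 called 1048 DEGs, of which 282 were higher and 73.1% lower, and 1029 of them were also called by edgeR.

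Of the DEGs without overlap between the groups and with a mean of at least 50 normalized counts in the higher group, Tac2, Vip, Ighv1-42, Igkv17-121 and Cbln4 had the largest rises and Igkv14-126, Arg1, Gpnmb, Saa3 and Ighv1-66 the largest falls. Tac2 (ENSMUSG00000025400, chromosome 10, 127724478 to 127731768) rose from 0.68 ± 0.656 to 4.77 ± 0.494 CPM (SD, n = 3 libraries each), a log2 fold change of 2.99 (standard error 0.28, adjusted P = 1.89e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its GFP libraries held only 13, 11 and 1 counts, and its log2 fold change was 2.45 to 3.55 with 1 library left out. Vip (ENSMUSG00000019772, chromosome 10, 5639218 to 5647617) had a log2 fold change of 2.70 (standard error 0.15), and Cbln4 one of 1.70 (standard error 0.15). Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) was the most strongly expressed of the genes with the largest falls. It went from 158 ± 14.4 to 31.4 ± 0.821 CPM (SD, n = 3 libraries each), a log2 fold change of -2.31 (standard error 0.055, adjusted P = 5.47e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Arg1 and Saa3 were -3.16 and -2.29. Igkv14-126 had 0 counts in every Ezh2-Y726D library and was at least 29-fold lower than in GFP, with a limit of 3 counts per library. Ighv1-42, Igkv17-121, Igkv14-126 and Ighv1-66 are immunoglobulin variable genes with near-identical family members, and their counts are uncertain.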

We then examined how the 669 DEGs induced by *Ezh2* overexpression were regulated by *Ezh2-Y726D* overexpression. 

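The paper's table of DEGs after Ezh2 overexpression (Supplemental Table 1) lists genes that rose and genes that fell, of which 448 and 217 were found among the gene identifiers. Those fold changes are the paper's and come from libraries with GFP controls of their own, so that no control library is shared with the Ezh2-Y726D comparison. Of these genes, 429 that rose and 197 that fell after Ezh2 were among the genes tested here. After Ezh2-Y726D overexpression, 346 of the 429 were lower and 134 of the 197 were higher than in GFP, so that 480 of 626 (76.7%) had the opposite sign. Not all of these differences were larger than the spread between libraries. Of the 429 genes, 255 were lower and 43 higher at an adjusted P under 0.05 over all genes tested, and 274 and 46 when adjusted over the list alone. Of the 197 genes, 80 were higher and 29 lower over all genes tested, and 86 and 30 when adjusted over the list alone.

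As a list, the 429 genes had a median log2 fold change of -0.56 (interquartile range -0.99 to -0.10, adjusted P = 1.88e-32 from limma's camera on the edgeR object with a preset inter-gene correlation of 0.01). The 197 genes had a median of 0.22 (interquartile range -0.12 to 0.47, adjusted P = 4.28e-07 from the same limma test). Camera was run on 9 gene lists with adjustment over the 9. The other lists, which are sets of gene ontology terms and the genes of Figure 5, F to H, were mostly drawn from the paper's Ezh2 table. The lists thus share genes, and their results are not independent. Camera gave 8 of the 9 lists an adjusted P under 0.05, and fry, another limma test, gave all 9. With a correlation estimated from the libraries, the list of genes that fell after Ezh2 (adjusted P = 0.055 from limma's camera) and the axon regeneration positive regulators of Figure 5H (adjusted P = 0.119) no longer passed. The other 6 did, with adjusted P values from 0.0177 to 0.0499 from the same limma test. The far smaller values thus depend on the preset correlation.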

Although not all of them were significantly regulated by Ezh2-Y726D, most showed opposite patterns of regulation after *Ezh2* or *Ezh2-Y726D* overexpression (Supplemental Figure 4G). Indeed, among the 236 common DEGs regulated by both Ezh2 and Ezh2-Y726D, 203 (86%) changed in opposite directions (Supplemental Figure 4H and Supplemental Table 1). 

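Of the 1455 DEGs called by edgeR, 268 were also in the paper's table of DEGs after Ezh2 overexpression, and 229 of these (85.4%) changed in the opposite direction. Among them, 202 were up in the paper's Ezh2 table and lower after Ezh2-Y726D, and 27 were down in that table and higher after Ezh2-Y726D. The remaining common DEGs changed in the same direction, with 19 up and 20 down in both comparisons. The paper's own tables share 234 of the 268 genes as common DEGs. With 1 library left out, 235 to 265 common DEGs were found, of which 203 to 229 were opposite in direction. With library totals as the scaling only 16 common DEGs were left, of which 10 were opposite.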

Gene ontology (GO) analysis of the DEGs further revealed that Ezh2 and Ezh2-Y726D inversely modified the RGC transcriptome (Figure 5C and Supplemental Table 3). Specifically, *Ezh2* overexpression downregulated a series of ion transport and synaptic transmission-related genes and upregulated many immune response programs, both of which were oppositely regulated by *Ezh2-Y726D* overexpression (Figure 5, C–E). Similarly, in the ATAC-Seq, a large number of GO terms (immune response genes) were shared between genes whose promoter regions became more open after *Ezh2* overexpression and those whose promoter regions became more closed after *Ezh2-Y726D* overexpression (Supplemental Figure 6E and Supplemental Table 4). These results implied that Ezh2-Y726D might inhibit functions of endogenous Ezh2 in a dominant-negative manner.

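The genes that the paper's GO analysis assigns to 4 terms (Supplemental Table 3) were followed as sets in the Ezh2-Y726D libraries. Of the 21 tested genes of the ion transport term downregulated by Ezh2, 17 were higher than in GFP, with a median log2 fold change of 0.47 (range -0.61 to 0.99, adjusted P = 9.07e-15 from limma's camera). At an adjusted P under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 15 genes of this set were higher and 2 lower, and the numbers were the same when adjusted over the list alone. Of the 12 genes of the chemical synaptic transmission term, 9 were higher, with a median of 0.33 (adjusted P = 1.13e-04 from limma's camera). This set also holds Slc6a13, whose log2 fold change of -1.17 was its lowest. Markers of amacrine cells rose as well (median 0.65), while those of retinal ganglion cells did not (median -0.07). A change in the make-up of the sorted cells may therefore account for part of the rise of the ion transport and synaptic genes.

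The sets of the terms upregulated by Ezh2 moved the other way and by more. All 30 tested genes of the inflammatory response term were lower after Ezh2-Y726D, with a median of -1.03 (range -2.03 to -0.01, adjusted P = 4.48e-38 from limma's camera), and 26 of them were lower at an adjusted P under 0.05. Of the 31 genes of the innate immune response term, 29 were lower, with a median of -0.91 (adjusted P = 5.7e-31 from limma's camera). With a correlation estimated from the libraries, limma's camera gave weaker results for the 4 sets. Their adjusted P values from this test were 0.0339 (ion transport), 0.0499 (chemical synaptic transmission), 0.0177 (inflammatory response) and 0.0304 (innate immune response). The direction of each of these sets was the same with library totals, which moved the medians of the 4 sets to 0.97, 0.84, -0.54 and -0.42 in this order, relative to a median of 0.49 over all genes.

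**Figure D2:**
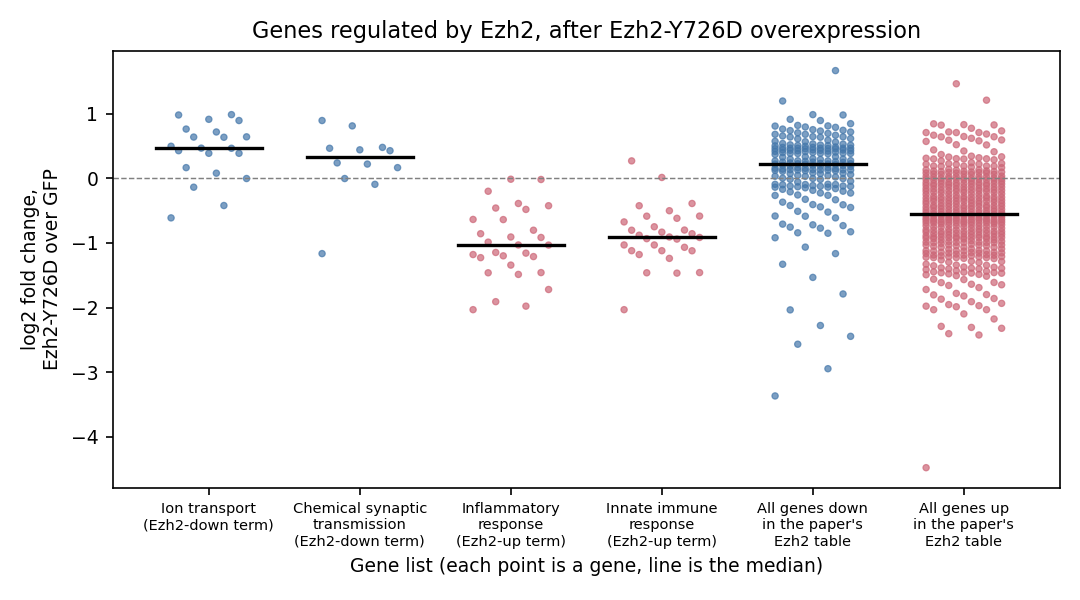
Log2 fold change of Ezh2-Y726D over GFP for each tested gene of 4 GO term sets and of the lists of all genes down or up in the paper's Ezh2 table. Each point is a gene and each line a median, and the medians of the ion transport and inflammatory response sets lie at 0.47 and -1.03.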

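The opposite direction of the genes in the paper's Ezh2 table was not set by a single library. With 1 library left out, 465 to 491 of the genes tested in each fit had the opposite sign, and with library totals as the scaling 401 did. From the RNA-Seq pattern, in which genes upregulated by Ezh2 were lower and genes downregulated by Ezh2 were higher after Ezh2-Y726D overexpression, and from the shared GO terms of the ATAC-Seq, the paper proposes that Ezh2-Y726D might inhibit endogenous Ezh2 in a dominant-negative manner.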

Because Ezh2 primarily functions to repress gene transcription through H3K27me3, we first focused on genes downregulated by *Ezh2* overexpression. GO analysis showed that *Ezh2* overexpression decreased transcription of many genes coding for ion channels and transporters as well as neurotransmitter receptors and transporters (Figure 5, C, D, and F), which are all important regulators of neuronal excitability and synaptic transmission. 

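Of the 22 neuronal excitability and synaptic genes of Figure 5F, all of which were tested, 18 were higher and 4 lower after Ezh2-Y726D overexpression. At an adjusted P under 0.05 over all genes tested, 15 were higher and 3 lower, and when adjusted over the list alone 17 were higher and 3 lower. The paper picked these genes from the separate Ezh2 libraries. The list had a median of 0.47 on the log2 scale and was higher as a set (adjusted P = 1.53e-13 from limma's camera). With a correlation estimated from the libraries, its adjusted P was 0.0347 from the same limma test. As for the ion transport set, a change in the sorted cells may account for part of this rise. Glra3 (ENSMUSG00000038257, chromosome 8, 55940460 to 56130070), which encodes a glycine receptor subunit, rose from 49.7 ± 6.57 to 98.0 ± 5.5 CPM (SD, n = 3 libraries each). Its log2 fold change of 0.99 (standard error 0.061, adjusted P = 6.52e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was the largest of the list. Kcnj5, Kcnh1 and Grin2b followed with 0.98, 0.91 and 0.89. In all, 9 of the genes that were higher passed the fold change threshold of a DEG.

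The genes lower at an adjusted P under 0.05 were Slc6a13, Kcng4 and Kcnh6. The log2 fold change of Kcng4 was -0.61 (standard error 0.056, adjusted P = 1.21e-09) and that of Kcnh6 was -0.58 (standard error 0.063, adjusted P = 2.66e-08), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Kcnma1 was at 209 ± 6.63 CPM in GFP and 208 ± 10.7 CPM after Ezh2-Y726D (SD, n = 3 libraries each), which is within the spread of the libraries. Grin3a, Gabrd and Slc24a2 were higher without passing an adjusted P of 0.05. Slc24a2 passed it in several alternatives, among them the filter of at least 10 counts in every library (adjusted P = 0.0366, against 0.0456 without a filter, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Parts of the exons of Atp1b1, Cacnb4 and Grin1 overlap other genes, over 18.7%, 16.0% and 13.5% of their exonic bases, and their counts are uncertain.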

Except for a few genes, most of them were upregulated by Ezh2-Y726D (Figure 5F), consistent with its dominant-negative role. Because neuronal excitability and synaptic transmission are fundamental biological functions of mature neurons, these results suggested that Ezh2 might turn mature RGCs to a developmental-like state at the transcriptomic level, favoring axon regeneration.

Close examination of the downregulated genes further revealed that Ezh2 suppressed transcription of multiple axon regeneration inhibitory factors or their receptors, including ephrin receptors (encoded by *Epha4*, *6*, *7*, and *8*; note that *Epha4* was not among the 669 DEGs but had an adjusted *P* value under 0.05), tenascin-R (encoded by *Tnr*), Lingo3, and oligodendrocyte myelin glycoprotein (OMgp; encoded by *Omg*) (Figure 5G). The available single-cell RNA-Seq data set of RGCs (27) or immunostaining of retinal sections confirmed their expression in RGCs (Supplemental Figure 7, A–H). Moreover, Ezh2-Y726D did not transcriptionally downregulate these genes (Figure 5G), suggesting H3K27me3-dependent regulation.

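Of the 7 genes of Figure 5G, 4 were higher and 3 lower after Ezh2-Y726D overexpression, and the list as a set was not different from other genes (median log2 fold change 0.16, adjusted P = 0.259 from limma's camera). Epha6, Epha8, Tnr and Omg were higher at an adjusted P under 0.05, and these and Epha7 were also the genes that passed when adjusted over the list alone. Omg (ENSMUSG00000049612, chromosome 11, 79500982 to 79504084) rose from 16.7 ± 1.95 to 21.2 ± 0.83 CPM (SD, n = 3 libraries each), a log2 fold change of 0.33 (standard error 0.078, adjusted P = 0.00187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Epha6, Tnr and Epha8 were 0.46, 0.22 and 0.16. Without GFP replicate 1, the log2 fold change of Epha6 was 0.31 (adjusted P = 0.112 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Epha8, at an adjusted P of 0.0498 with all libraries, passed in only 1 of the 6 fits that left out a library. Epha4 and Lingo3 changed by -0.07 (standard error 0.048) and -0.01 (standard error 0.057) and did not pass the threshold.

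Epha7 (ENSMUSG00000028289, chromosome 4, 28813131 to 28967499) was at 76.0, 77.1 and 79.1 CPM in the GFP libraries and at 60.2, 69.2 and 68.3 CPM in the Ezh2-Y726D libraries. Its log2 fold change was -0.23 (standard error 0.054, adjusted P = 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed the threshold with each library left out in turn. In DESeq2's Wald test with Benjamini-Hochberg adjustment, its adjusted P was 0.00651. With library totals its log2 fold change was 0.27, which is still below the median of all genes with that scaling. None of the 7 genes reached the fold change of a DEG.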

In addition to suppressing the above genes, *Ezh2* overexpression also upregulated many positive regulators of axon regeneration (Figure 5H). Among them, *Atf3*, *Jun*, *Npy*, *Sprr1a*, *Gadd45g*, and *Sox11* are well-known regeneration-associated genes (32–37). Others, including *Myc*, *Spp1* (which codes for osteopontin), *Igf1*, and *Thbs1* (which codes for thrombospondin-1), have been well documented to promote CNS axon regeneration (38–42). In contrast, *Ezh2-Y726D* overexpression downregulated many of these genes (Figure 5H), indicating that their upregulation by *Ezh2* overexpression was largely H3K27me3 dependent. 

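Of the 10 positive regulators of axon regeneration in Figure 5H, 6 were lower and 4 higher after Ezh2-Y726D overexpression, with a median log2 fold change of -0.11 (adjusted P = 8.36e-04 from limma's camera). With a correlation estimated from the libraries, the adjusted P was 0.119 from the same limma test. Of the 10 splits of the 6 libraries into 3 and 3, 3 gave a median as large, the real one among them. With library totals, the median was 0.39, which is below the median of 0.49 over all genes. Thbs1, Spp1, Myc and Atf3 were lower and Npy, Jun and Igf1 higher at an adjusted P under 0.05, and the same genes passed when adjusted over the list alone. Thbs1 (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133) fell from 49.0 ± 2.39 to 14.6 ± 1.58 CPM (SD, n = 3 libraries each), a log2 fold change of -1.72 (standard error 0.071, adjusted P = 2e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Spp1 fell from 36.0 ± 5.86 to 12.2 ± 0.334 CPM (SD, n = 3 libraries each), a log2 fold change of -1.49 (standard error 0.089), and shares 18.8% of its exonic bases with Gm42793, which makes its count uncertain. Myc had a log2 fold change of -0.87 (standard error 0.15, adjusted P = 5.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference in Atf3 was smaller, with a log2 fold change of -0.22 (standard error 0.053, adjusted P = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library totals it was 0.285, which is also below the median of 0.49 over all genes. Sox11, Gadd45g and Sprr1a changed by -0.10, -0.11 and 0.14, with adjusted P values of 0.141, 0.497 and 0.427 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library's trend with transcript length removed, an alternative added after the data were seen, Sox11 was at -0.17 (adjusted P = 0.0104 from the same edgeR test), while its adjusted P lay above 0.05 in the other alternatives.

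**Figure D3:**
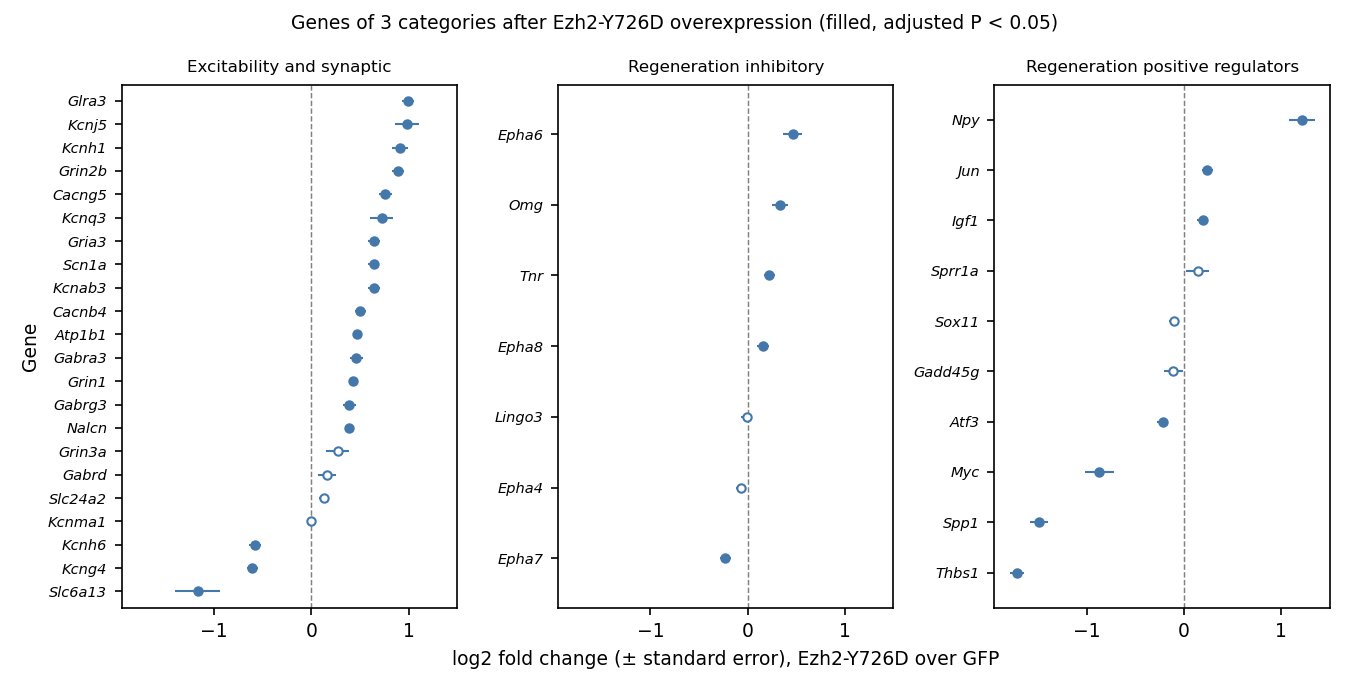
Log2 fold change of Ezh2-Y726D over GFP, with its standard error as a bar, for the genes of the 3 categories of Figure 5, F to H. Filled points have an adjusted P under 0.05, and the values of the positive regulators run from -1.72 for Thbs1 to 1.21 for Npy.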

Since H3K27me3 is associated with transcriptional suppression of its targets, these changes were likely secondary to increased H3K27me3.

### Ezh2 overexpression enhances optic nerve regeneration by downregulating GABA transporter 2.

To determine if genes regulated by Ezh2 functionally acted downstream to regulate axon regeneration, we first examined the function of *Slc6a13* (which codes for GABA transporter 2 [Gat2]), one of the most significantly downregulated genes after *Ezh2* overexpression (see Figure 5F and Supplemental Table 1). We verified that *Slc6a13* was broadly expressed by RGCs (Supplemental Figure 7, I and J). Additionally, employing the cleavage under targets and tagmentation (CUTTag) method (43) followed by quantitative PCR (qPCR), we showed H3K27me3 enrichment at *Slc6a13* promoter region (Figure 6A), indicating its transcription could be directly regulated by Ezh2 via H3K27me3. Functionally, when *Slc6a13* was overexpressed along with *Ezh2* in RGCs by intravitreal injection of AAV2-*Slc6a13*, the strong optic nerve regeneration stimulated by *Ezh2* overexpression was partially blocked, whereas *Slc6a13* overexpression per se had no effect (Figure 6, B and C). These results demonstrated that *Slc6a13* downregulation was required, at least in part, by Ezh2 to enhance optic nerve regeneration, and suggested a pivotal role of extracellular GABA levels in regulating axon regeneration, in line with insights from several prior studies (44–46). *Slc6a13* overexpression also had a mild but significant inhibitory effect on regenerative axon growth of DRG neurons (Supplemental Figure 8, A and B), indicating its broadly consistent role in inhibiting axon regeneration.

Based on these results, we wondered if downregulation of *Slc6a13* could sufficiently induce optic nerve regeneration. We knocked down *Slc6a13* in RGCs by intravitreal injection of AAV2 vectors encoding an shRNA against *Slc6a13* mRNA. The transduction efficiency in RGCs was 92.65% ± 2.743% (Figure 7, A and C). We found that *Slc6a13* loss-of-function effectively induced optic nerve regeneration (Figure 7, B and D). Together, these results demonstrated that *Slc6a13* was a key downstream target of Ezh2 that mediates axon regeneration.

### Ezh2 overexpression enhances optic nerve regeneration by suppressing major axon regeneration inhibitory signaling.

Next, we tested if downregulation of axon regeneration inhibitory signaling contributed to *Ezh2* overexpression–induced optic nerve regeneration. Overexpression of *Omg* or *Lingo3*, per se, had no effect on optic nerve regeneration, but almost completely blocked *Ezh2* overexpression–induced regeneration (Figure 8, A and B). Only at 250 μm from the crush site were more axons observed in the cooverexpression groups than in the control group. CUTTag followed by qPCR revealed H3K27me3 binding at the *Lingo3* promoter region (Figure 8C), suggesting H3K27me3-mediated transcriptional repression of *Lingo3*. Unlike *Slc6a13*, *Lingo3* loss-of-function did not promote optic nerve regeneration (Figure 7, B and D). In contrast, no binding of the *Omg* promoter region by H3K27me3 was detected (Figure 8C), suggesting that *Omg* downregulation might be a secondary effect of elevated H3K27me3. Collectively, these results suggested that downregulation of *Lingo3* and *Omg* contributed to optic nerve regeneration induced by *Ezh2* overexpression, and that Ezh2 might be a key suppressor of signaling pathways that impede CNS axon regeneration (see Discussion).

### Ezh2 activates multiple axon regeneration enhancing pathways.

*Ezh2* overexpression in RGCs resulted in upregulation of osteopontin (encoded by *Spp1*, see Figure 5H and Supplemental Table 1), which selectively promotes axon regeneration of αRGCs (40). In addition to retinal repair, increased osteopontin expression was also shown to underlie the enhanced tissue repair induced by knocking out *Wfdc1* (47), known as a tumor suppressor (48) and a wound repair inhibitor (47). Interestingly, mRNA levels of *Wfdc1* in RGCs were also reduced by Ezh2 in our RNA-Seq (see Supplemental Table 1), suggesting that it might regulate Ezh2-induced optic nerve regeneration via osteopontin. Indeed, overexpression of *Wfdc1* completely blocked the optic nerve regeneration induced by *Ezh2* overexpression (Figure 9, A and B), suggesting that Wfdc1 was a strong axon regeneration inhibitor transcriptionally suppressed by Ezh2. CUTTag followed by qPCR showed that the *Wfdc1* promoter region was bound by H3K27me3 (Figure 9C), again suggesting histone methylation–dependent regulation by Ezh2. These results provided a potential mechanism of how Ezh2 indirectly upregulated axon regeneration–enhancing factors.

Among other upregulated genes (Supplemental Table 1), *Ascl1* and *Neurog2* are important regulators of neurogenesis and axon guidance during development and direct reprogramming factors converting glial cells into neurons (49). Moreover, Ascl1, Neurog2, and Ezh2 were identified as key factors driving neuronal differentiation in a Crispr-based screening (50), suggesting similar or cooperative functions. Interestingly, Ascl1 was shown to support PNS axon regeneration in mice (51) and CNS axon regeneration in zebrafish and rats (52). We therefore investigated if Neurog2 could also regulate optic nerve regeneration. Overexpression of *Neurog2* in RGCs had little effect on optic nerve regeneration (Supplemental Figure 9, A and B), suggesting that distinct mechanisms mediate neurogenesis and axon regeneration.

### Ezh2 overexpression does not alter the epigenetic aging clock of RGCs.

A recent study discovered that ONC increased the DNA methylation age of RGCs, and that polycistronic expression of reprogramming factors Oct4, Sox2, and Klf4 counteracted the aging effect of ONC and promoted optic nerve regeneration (53). Ezh2 is also critical for efficient cellular reprogramming (54, 55) and was shown to participate in shaping the aging epigenome (56). Moreover, we showed that *Ezh2* overexpression specifically silenced transcription of many genes functionally involved in synaptic activities of mature neurons, in some way turning adult RGCs to a developmental-like state at the transcriptomic level. We thus wondered if *Ezh2* overexpression could also reverse the aging effect of ONC on the RGC epigenome. We intravitreally injected AAV2-*GFP*, AAV2-*Ezh2*, or AAV2-*Ezh2-Y726D* into mice of exactly the same age, performed ONC 2 weeks after the injection, and extracted DNA from FACS-enriched RGCs 3 days after the ONC. Uninjured groups only received AAV2 injection but did not undergo ONC. Reduced representation bisulfite sequencing (RRBS) libraries were constructed from RGC DNA and sequenced to obtain the DNA methylation landscape. A predictive PCA model (53) was used to estimate changes in the DNA methylation age of RGCs. The results confirmed that ONC accelerated epigenetic aging of RGCs, but neither WT Ezh2 nor Ezh2-Y726D could reverse the changes (Supplemental Figure 10A). 

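In the RNA-Seq of Ezh2-Y726D, Dnmt1, Dnmt3a, Dnmt3b, Tet2 and Tet3 did not differ from GFP at an adjusted P under 0.05 over all genes tested or over these genes with Tet1 alone. Dnmt1 was at 125 ± 3.35 CPM in GFP and 117 ± 2.41 CPM after Ezh2-Y726D (SD, n = 3 libraries each), with a log2 fold change of -0.10 (standard error 0.041, adjusted P = 0.0893 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 3 alternatives added after the data were seen, with adjusted P values from 0.0201 to 0.0418 from the same edgeR test. Dnmt3a and Dnmt3b changed by -0.02 and -0.12 (standard errors 0.04 and 0.15), and Tet2 and Tet3 by 0.09 and -0.08 (standard errors 0.054 and 0.049). Tet3 passed only when each library's trend with transcript length was removed (adjusted P = 0.0043 from edgeR's quasi-likelihood test). Tet1 (ENSMUSG00000047146, chromosome 10, 62804570 to 62908996) rose from 44.8 ± 1.02 to 54.0 ± 1.94 CPM (SD, n = 3 libraries each), a log2 fold change of 0.28 (standard error 0.055, adjusted P = 2.33e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library's trend with transcript length removed, the adjusted P of Tet1 was 0.0524 in the same edgeR test.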

Consistently, our RNA-Seq did not detect significant changes in mRNA levels of most 5mC DNA methyltransferases or demethylases (Supplemental Figure 10, B and C). These results indicated that *Ezh2* overexpression was not able to rejuvenate mature RGCs epigenetically.

Collectively, our study not only revealed a role of Ezh2 in coordinating axon regeneration via regulation of multiple key regenerative pathways, but also identified chromatin accessibility as a promising target to promote CNS axon regeneration.

## Discussion

### Developmental decline of axon regeneration ability with transcriptomic changes regulated by Ezh2.

Axon regeneration ability of mammalian neurons declines as they mature. While PNS neurons can reactivate their regenerative ability upon peripheral axonal injury, most adult CNS neurons permanently lose their ability to regenerate axons. Given that every single cell in an organism has completely the same genome, and so does a neuron in different states (e.g., developmental versus mature or healthy versus injured), it is conceivable that the tuning of the axon regeneration ability in neurons is largely regulated by changes in the epigenomic and transcriptomic landscapes. Here we found that Ezh2, an epigenetic regulator that controls chromatin accessibility and gene transcription via histone methylation, was developmentally downregulated in both the PNS and CNS and could be upregulated in PNS neurons by peripheral nerve injury. Thus, Ezh2 levels in the nervous system and the axon growth and regeneration potential of neurons rise and fall in parallel. Indeed, we found that *Ezh2* loss-of-function impaired spontaneous axon regeneration of mature PNS neurons, while *Ezh2* gain-of-function promoted axon regeneration in nonregenerative adult CNS neurons. Mechanistic exploration revealed that *Ezh2* overexpression in RGCs suppressed transcription of a large number of genes regulating synaptic transmission and neuronal excitability, which are housekeeping functions of mature neurons. Therefore, our study suggested that Ezh2 upregulation might turn mature neurons into a developmental-like cellular state at the transcriptomic level to empower them with stronger axon regeneration ability. In support of this, several previous studies also found a negative correlation between synaptic functions and axon regeneration ability (44, 57–59). On the other hand, *Ezh2* overexpression also resulted in upregulation of many factors known to enhance axon regeneration, some of which are highly expressed in developing neurons (60–62).

When the epigenetic aging biomarker, the DNA methylation clock, was examined in RGCs (53), we confirmed that optic nerve injury significantly accelerated RGC epigenetic aging. However, *Ezh2* overexpression was not able to reverse it. These results indicated that physiological aging at the transcriptomic level could be uncoupled from the DNA methylation aging clock. The discrepancy between DNA methylation–based aging clock and transcriptomic landscape–based cellular state was not surprising. A recent study (63) of naked mole rats (NMRs), which live an exceptionally long life and are considered a nonaging mammal, showed a normal aging progress in many tissues at the epigenetic level without significant overlap with age-related transcriptomic changes. Interestingly, cell reprogramming was able to rejuvenate the DNA methylation clock of NMR cells, consistent with a recent study in which partial reprogramming of RGCs with 3 reprogramming factors, Oct4, Sox2, and Klf4, reversed the DNA methylation aging induced by optic nerve injury (53). Collectively, we think that *Ezh2* overexpression in mature RGCs switched their transcriptomic landscape to a developmental-like state with stronger axon growth ability.

### Ezh2 is a master suppressor of CNS axon regeneration inhibitory signaling.

Here, we demonstrated that *Ezh2* overexpression transcriptionally silenced OMgp (1 of the 3 major MAIs), Lingo3, tenascin-R, and several ephrin receptors. OMgp and other MAIs (MAG and Nogo) act through the Nogo receptor 1 (NgR1) complex or PirB to inhibit axon growth (64–66). *Lingo3* is a paralog of *Lingo1* that codes for a critical component of the NgR1 complex (67), which blocks axon regeneration via RhoA when activated by MAIs and CSPGs (68). *Lingo1* loss-of-function also promotes axon regeneration and neuronal survival in various CNS injury and disease models (69–71). Additionally, Lingo family receptors can form heteromers with one another in the mouse brain (72), strongly suggesting functional overlap between the paralogs. Tenascin-R, an extracellular matrix molecule, is a repulsive guidance cue in zebrafish during development (73) and an inhibitor of mouse optic nerve regeneration (74). Ephrin receptors are chemorepellent axon guidance molecules that can cause growth cone collapse when activated by their ligands, ephrins (75). MAIs, CSPGs, and repulsive axon guidance cues are 3 major classes of extracellular axon regeneration inhibitors in the mature CNS (76). Ezh2 downregulated transcription of regeneration inhibitors or their receptors associated with all 3 classes. Functionally, we found that overexpression of *Omg* or *Lingo3* blocked optic nerve regeneration induced by *Ezh2* overexpression to a great extent. Thus, Ezh2 might be a master suppressor of CNS axon regeneration inhibitory signaling pathways. Notably, our study indicated that, besides glial cells, neurons per se could also contribute to the production of extracellular CNS regeneration inhibitors, such as OMgp and tenascin-R. It would be interesting for future studies to investigate the mechanisms of neuron-secreted axon regeneration inhibitors.

### Ezh2 enhances optic nerve regeneration via both methylation-dependent and -independent pathways.

Most previous studies of Ezh2 focused on H3K27me3-mediated transcriptional repression in various biological processes. Evidence has been emerging, however, to suggest that Ezh2 also has activities unrelated to protein methylation. For example, Ezh2 can transactivate the androgen receptor by directly binding to its promoter region (20). Similarly, a ternary complex of Ezh2, RelA, and RelB bind to promoters of *Il6* and *Tnf* to enhance their transcription (19). Furthermore, Ezh2 can even regulate protein translation via interacting with fibrillarin and controlling rRNA methylation, completely independent of its methyltransferase function (77). In our study, an Ezh2 mutant lacking the methyltransferase activity, Ezh2-Y726D, was still able to modestly promote optic nerve regeneration, clearly indicating that methyltransferase-independent activities of Ezh2 also contributed to the enhanced axon regeneration.

In the current study, we did not further investigate these methyltransferase-independent mechanisms. Our RNA-Seq results implied that Ezh2-Y726D acted in a dominant-negative manner of WT Ezh2 to control gene transcription. Such results appeared perplexing, as Ezh2-Y726D still promoted RGC survival and optic nerve regeneration. A likely explanation is that the overall effect of Ezh2-Y726D overexpression was to enhance the maturation state of RGCs, which was unlikely to further reduce the already very low intrinsic axon growth ability. However, Ezh2-Y726D did regulate some genes in the same way as Ezh2. For example, both *Ezh2* and *Ezh2-Y726D* overexpression significantly upregulated *Jun*, *Npy*, and *Igf1*, all of which have been shown to support axon regeneration (78–80). Likewise, both Ezh2 and Ezh2-Y726D downregulated mRNA levels of corticotropin releasing hormone binding protein (encoded by *Crhbp*) and *Slc6a13* (see Figure 5F and Supplemental Table 1). 

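Npy (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507) was at 5.33, 8.26 and 4.98 CPM in the GFP libraries and at 14.9, 13.2 and 12.7 CPM in the Ezh2-Y726D libraries. Its log2 fold change was 1.21 (standard error 0.13, adjusted P = 1.29e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Jun and Igf1 changed by less than the fold change of a DEG. Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) was at 171 ± 6.84 CPM in GFP and 204 ± 27.9 CPM after Ezh2-Y726D (SD, n = 3 libraries each), where the replicates were at 236, 187 and 189 CPM. The log2 fold change of Jun was 0.24 (standard error 0.06, adjusted P = 0.00273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 7.28% of its exonic bases overlap Junos. Without Ezh2-Y726D replicate 1, the log2 fold change of Jun was 0.12 (adjusted P = 0.0449 from the same edgeR test), and it was 0.22 to 0.30 with any other library left out. Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) was at 31.3 ± 0.448 CPM in GFP and 35.7 ± 1.35 CPM after Ezh2-Y726D (SD, n = 3 libraries each), with a log2 fold change of 0.19 (standard error 0.06, adjusted P = 0.0186 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Igf1 passed the threshold in 3 of the 6 fits that each left out 1 library, where its adjusted P from edgeR ran from 0.0185 to 0.0942. In DESeq2's Wald test with Benjamini-Hochberg adjustment, the adjusted P was 0.125 for Jun and 0.101 for Igf1.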

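Crhbp (ENSMUSG00000021680, chromosome 13, 95431371 to 95444924) fell from 13.3 ± 0.583 CPM in GFP to 7.45 ± 0.641 CPM after Ezh2-Y726D overexpression (SD, n = 3 libraries each), a log2 fold change of -0.85 (standard error 0.1, adjusted P = 1.29e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc6a13 (ENSMUSG00000030108, chromosome 6, 121300227 to 121337733) was one of the weakest genes considered. It had 75, 27 and 13 counts in the GFP libraries and 35, 26 and 32 in the Ezh2-Y726D libraries. It fell from 2.76 ± 0.672 to 1.22 ± 0.123 CPM (SD, n = 3 libraries each, standard error of the log2 fold change 0.23, adjusted P = 2.29e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both genes stayed below an adjusted P of 0.05 with each library left out in turn, with log2 fold changes from -0.914 to -0.814 for Crhbp and from -1.24 to -1.04 for Slc6a13.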

*Crhbp* is selectively expressed in RGC subtypes susceptible to ONC, and its loss-of-function significantly promotes RGC survival and optic nerve regeneration (27). Similarly, our current study showed that knocking down *Slc6a13* induced optic nerve regeneration (see Figure 7, B and D). Upregulation of axon regeneration enhancers and downregulation of *Crhbp* and *Slc6a13* might be methylation-independent mechanisms by which Ezh2-Y726D modestly promoted optic nerve regeneration. Future studies are needed to further explore the roles noncanonical pathways of Ezh2 play in mammalian axon regeneration.

Although AAV2 also transduces other retinal cells besides RGCs, our data indicated that *Ezh2* overexpression–induced increase of H3K27me3 was mostly observed in cells within the ganglion cell layer of the retina (see Figure 3A), which contains mainly RGCs and some displaced amacrine cells. However, we cannot exclude the possibility that non-RGC-autonomous factors also contributed to the optic nerve regeneration observed here (80). Future studies using *Vglut2-Cre* mice to restrict *Ezh2* expression in RGCs would provide a clearer answer.

## Methods

### Mice.

Adult C57BL/6J mice (6–10 weeks old) of both sexes were used unless otherwise stated. The *Ezh2^fl/fl^* (stock no. 015499-UNC) mouse strain was obtained from the Mutant Mouse Resource and Research Center (MMRRC) at University of North Carolina at Chapel Hill, an NIH-funded strain repository, and was donated to the MMRRC by Alexander Tarakhovsky (the Rockefeller University [New York, New York, USA]). The *Advillin-Cre* mouse line (the Jackson Laboratory) stock no. 032536) was a gift from Fan Wang at Duke University in Durham, North Carolina, and was crossed with *Ezh2^fl/fl^* to obtain *Advillin-Cre;Ezh2^fl/fl^* conditional knockout mice. Because female *Advillin-Cre* mice have weak Cre expression in oocytes, only male *Advillin-Cre^tg/+^;Ezh2^fl/fl^* mice and female *Ezh2^fl/fl^* mice were used for breeding. Therefore, the resulting offspring was either heterozygous or negative for *Advillin-Cre*. Both male and female *Advillin-Cre^tg/+^;Ezh2^fl/fl^* mice were used for experiments. Genotypes of the mice were determined by PCR using primers and programs provided by the MMRRC and the Jackson Laboratory. All mouse surgeries were performed under anesthesia induced by i.p. injection of ketamine (100 mg/kg) and xylazine (10 mg/kg) diluted in sterile saline. Details of surgeries are described below.

### Immunoblotting.

Total protein was extracted from mouse DRGs, cultured DRG cells, retinas, or FACS-enriched RGCs using the RIPA buffer (Sigma-Aldrich) containing the protease inhibitor cocktail (Sigma-Aldrich) and phosphatase inhibitor cocktail (Sigma-Aldrich). Identical amounts of total protein from each condition were separated by SDS-PAGE on 4-to-12% Bis-Tris gels and transferred onto polyvinylidene difluoride membranes. Membranes were blocked with TBST containing 5% blotting-grade blocker (Bio-Rad), incubated in primary antibodies against target molecules overnight at 4°C, washed 4 times (5, 5, 10, and 10 minutes) with TBST, incubated in corresponding HRP-linked secondary antibodies (1:2,000; Cell Signaling Technology 7074 or 7076) for 1 hour at room temperature, and washed 4 times (5, 5, 10, and 10 minutes) again with TBST. All antibodies were diluted with TBST containing 5% blotting-grade blocker. Primary antibodies used for immunoblotting in this study include rabbit anti-Ezh2 (1:1,000, Cell Signaling Technology 5246), rabbit anti-H3 (1:1,000, Cell Signaling Technology 9715), mouse anti-H3K27me3 (1:10,000, Sigma-Aldrich 05-1951), rabbit anti-Ezh1 (1:2,000, Sigma-Aldrich ABE281), rabbit anti-Suz12 (1:1,000, Cell Signaling Technology 3737), rabbit anti-Eed (1: 1,000, Sigma-Aldrich 09-774), rabbit anti-Rbap46/48 (1:1,000, Active Motif 39199), mouse anti-β-actin (1:10,000, Sigma-Aldrich A1978), and mouse anti-Gapdh (1:20,000, Sigma-Aldrich G8795). See complete unedited blots in the supplemental material.

### In vivo DRG electroporation.

Under anesthesia, a small dorsolateral laminectomy was performed on the left side to expose left L4/5 DRGs. Using a pulled glass micropipette (World Precision Instruments) connected to a Picospritzer III (pressure: 20 psi, pulse duration: 6 ms, Parker Hannifin), 1 μL plasmid vectors (2 μg/μL) and/or si*Ezh2* (100 μM, Horizon Discovery, see Supplemental Table 5 for target sequences) containing 0.05% fast green FCF (Sigma-Aldrich) were injected into each DRG. After injection, in vivo electroporation was performed by applying 5 electric pulses (voltage: 35 V, pulse duration: 15 ms, pulse interval: 950 ms) using a platinum tweezertrode (BTX) powered by an ECM 830 Electro Square Porator (BTX). The wound was then closed with sutures.

### Sciatic nerve crush or transection.

Under anesthesia, sciatic nerves were exposed right below the pelvis and crushed with Dumont #5 forceps (Fine Science Tools) for 15 seconds or cut with scissors, and the wound was closed by sutures. In sham surgeries, sciatic nerves were only exposed but not injured. Both sciatic nerve transection and sciatic nerve crush result in axotomy of all axons in the sciatic nerve. Sciatic nerve crush was performed in in vivo DRG neuron axon regeneration experiments and was only done on the left side. The crush site was marked with 10-0 nylon epineural sutures that are identifiable during dissection and imaging data analysis. Sciatic nerve transection was performed in other experiments to ensure completeness of the axotomy and was done bilaterally.

### Analysis of in vivo DRG neuron axon regeneration.

Three or 5 days after sciatic nerve crush, mice were anesthetized and transcardially perfused with PBS followed by 4% PFA. Sciatic nerve segments (proximal end: 5 mm proximal to the crush site; distal end: the point where the sciatic nerve branches into 3 nerves) were dissected and postfixed in 4% PFA overnight at 4°C. The next day, nerve segments were mounted in Fluoroshield (Sigma-Aldrich) onto microscope slides, covered with coverslips, and flattened by applying a heavy weight on coverslips. Tiled fluorescent images of whole-mount nerve segments were obtained with a Zeiss inverted fluorescence microscope controlled by the AxioVision software using a 5× objective. Nerve segments were imaged from approximately 1 mm proximal to the crush site to approximately 0.5 mm distal to the end of the longest axon. Using the built-in “measure/curve spline” function of the AxioVision software, GFP-labeled axons were manually traced from the crush site to axonal tips to determine the lengths. The mean length of all axons traced in 1 nerve segment was used as the average axon length of this nerve. Nerves whose epineural sutures were missing or with less than 10 identifiable GFP-labeled axons were excluded from data analysis. Measurement was done by experimenters blinded to experimental conditions. Nerve images were put on a black background when figures were generated.

### ONC and regeneration.

Intravitreal virus injection, ONC, and RGC axon labeling were performed as previously described (28). Briefly, under anesthesia, 1.5 μL AAV2 virus (approximately 1 × 10^13^ genome copies/mL) was injected into the vitreous humor with a Hamilton syringe (33-gauge needle). The position and direction of the needle were well controlled to avoid injury to the lens. Two weeks after the virus injection, under anesthesia, a small incision was made in the skin right behind the eye and the conjunctiva was incised to expose the extraocular muscles. The muscles were pushed aside with forceps to expose the optic nerve, and the optic nerve was crushed with Dumont #5 forceps (Fine Science Tools) for 5 seconds at approximately 0.5 mm behind the optic disc. Care was taken to avoid damage to the ophthalmic artery. For the postinjury treatment model, ONC was done 1 day before virus injection. To label RGC axons in the optic nerve, under anesthesia, 1.5 μL Alexa Fluor 555 or 647–conjugated CTB (1 μg/μL, Thermo Fisher Scientific C22843 or C34778) was injected into the vitreous humor with a Hamilton syringe (33-gauge needle) 2 days before tissue harvesting. Mice with lens injury, hemorrhage, or incomplete crush evidenced by continuous CTB labeling through the chiasm were excluded from data analysis.

### Analysis of optic nerve regeneration.

Z-stacked (step size: 2 μm) and tiled fluorescent images of tissue-cleared whole-mount optic nerves were obtained with a Zeiss LSM 800 confocal microscope using a 20× objective. Optic nerves were imaged from approximately 0.5 mm proximal to the crush site to approximately 0.5 mm distal to the end of the longest axon. To quantify the number of regenerating axons in each optic nerve, every 8 consecutive planes were Z-projected in maximum intensity to generate a series of Z-projection images of 16-μm-thick optical sections. At each 250-μm interval from the crush site, the number of CTB-labeled axons was counted in each Z-projection image and summed over all optical sections. Nerve images were put on a black background when figures were generated.

### NMDA-induced excitotoxicity model.

Under anesthesia, 1.5 μL AAV2 virus (approximately 1 × 10^13^ genome copies/mL) was injected into the vitreous humor with a Hamilton syringe (33-gauge needle). Two weeks after the virus injection, under anesthesia, 1.5 μL NMDA (20 mM, Sigma-Aldrich) was injected into the vitreous humor with a Hamilton syringe (33-gauge needle). The position and direction of the needle were well controlled to avoid injury to the lens.

### RGC enrichment.

Retinas were dissected from euthanized mice, digested with papain (Thermo Fisher Scientific 88285) containing 0.005% DNase (Worthington) at 37°C for 8 minutes, washed 3 times with HBSS, and dissociated into cell suspension by trituration in NeuroBasal medium containing 1% BSA. Cells were filtered with a 40 μm cell strainer, pelleted by centrifugation (500*g* for 5 minutes at room temperature), resuspended in NeuroBasal medium containing 1% BSA, blocked with rat anti-mouse CD16/CD32 (1:50, BD Biosciences 553141) for 5 minutes on ice, and labeled with PE-conjugated rat anti-CD90.2 (1:100, Thermo Fisher Scientific 12-0902-81) for 30 minutes on ice. After that, cells were washed twice with HBSS containing 1% BSA, pelleted by centrifugation (500*g* for 5 minutes at room temperature), and again resuspended in Neurobasal medium containing 1% BSA. Propidium iodide (PI) or DAPI was mixed with the cell suspension to label dead cells 2 minutes before cells were loaded into a Beckman Coulter MoFlo Legacy Cell Sorter. CD90.2-positive and PI or DAPI–negative cells were sorted into NeuroBasal medium containing 1% BSA with a 70 μm nozzle.

### CUTTag and qPCR.

ChIP-Seq libraries were constructed from FACS-enriched RGCs (100,000 cells for each library) using rabbit anti-H3K27me3 (1:50, Active Motif 39155) or normal rabbit IgG (1:50, Sigma-Aldrich NI01) and the CUTTag-IT Assay Kit (Active Motif) following the manufacture’s manual. Identical amounts of DNA from each library were used in qPCR to determine the enrichment of H3K23me3 in the promoter region of each gene. Two pairs of primers were designed for each gene. One pair for *Lingo3* promoter region resulted in no amplification and was excluded from data analysis. Sequences of primers used in qPCR are in Supplemental Table 5. Positive control (71020) and negative control primers (71013) were purchased from Active Motif. Fold enrichment of H3K27me3 binding was determined using the ddCt method and normalized to IgG. All qPCR experiments were done in triplicate.

### Immunofluorescence of whole-mount retinas.

Retinas were dissected from transcardially perfused mice and postfixed in 4% PFA overnight at 4°C. On the next day, retinas were postfixed in ice-cold methanol for 20 minutes, washed 3 times for 5 minutes each time with PBS, radially cut into a petal shape, and blocked with PBST (1%) containing 10% goat serum for 1 hour at room temperature. After blocking, retinas were incubated in primary antibodies against target molecules overnight at 4°C, washed 4 times for 15 minutes each time with PBST (0.3%), incubated in corresponding Alexa Fluor–conjugated secondary antibodies (1:500, Thermo Fisher Scientific) for 2 hours at room temperature, and washed 4 times for 15 minutes each time again with PBST (0.3%). All antibodies were diluted with PBST (1%) containing 10% goat serum. Retinas were flat-mounted in Fluoroshield (Sigma-Aldrich) onto microscope slides and covered by coverslips. Fluorescent images of whole-mount retinas were obtained with a Zeiss LSM 800 confocal microscope using a 20× objective.

### Analysis of RGC survival rate.

To quantify RGC survival rate, mice were transcardially perfused 2 weeks after ONC or 1 week after NMDA injection and both retinas of each mouse were dissected. Retinas were stained with guinea pig anti-Rbpms (1:100, Sigma-Aldrich ABN1376) following the steps described above (see Immunofluorescence of whole-mount retinas). Randomly, 6–9 fields were taken from the peripheral regions of each retina. For each mouse, RGC survival rate was calculated by dividing the average number of Rbpms-positive cells in 1 field in the injured retina by that in the uninjured retina. Only cells in the ganglion cell layer were counted.

### Analysis of RGC transduction efficiency.

To quantify RGC transduction efficiency, mice were transcardially perfused 2 weeks after intravitreal injection of AAV2-*shSlc6a13-EGFP*. Retinas were stained with guinea pig anti-Rbpms (1:100, PhosphoSolutions 1832-RBPMS) and chicken anti-GFP (1:100, Thermo Fisher Scientific A10262) following the steps described above (see Immunofluorescence of whole-mount retinas). Eight fields were randomly taken from the peripheral regions of each retina. For each mouse, RGC transduction efficiency was calculated by dividing the total number of GFP and Rbpms double-positive cells in all fields by the total number of Rbpms-positive cells in all fields. Only cells in the ganglion cell layer were counted.

### Immunofluorescence of retinal sections.

Fixed retinas were immersed in 30% sucrose overnight at 4°C. On the next day, retinas were embedded in OCT compound, frozen, and cut into 10 μm sections with a cryostat. Sections were transferred onto microscope slides and warmed on a slide warmer for 1 hour at 37°C. Sections on slides were rinsed once in PBS, soaked in 100°C citrate buffer (pH 6) for 15 minutes, cooled down in the buffer to room temperature, washed 2 times for 5 minutes each time with PBS, and blocked with PBST (0.3%) containing 10% goat serum for 1 hour at room temperature. After blocking, sections were incubated in primary antibodies against target molecules overnight at 4°C, washed 4 times (5, 5, 10, and 10 minutes) with PBST (0.3%), incubated in corresponding Alexa Fluor–conjugated secondary antibodies (1:500, Thermo Fisher Scientific) for 1 hour at room temperature, and washed 4 times (5, 5, 10, and 10 minutes) again with PBST (0.3%). All antibodies were diluted with PBST (0.3%) containing 10% goat serum. Sections were mounted in Fluoroshield (Sigma-Aldrich) and covered by coverslips. Fluorescent images of retinal sections were obtained with a Zeiss inverted fluorescence microscope controlled by the AxioVision software using a 20× objective.

### Analysis of H3K27me3 levels in RGCs.

To analyze H3K27me3 levels in RGCs, retinas were dissected from transcardially perfused mice 2 weeks after intravitreal injection of AAV2-*GFP*, AAV2-*Ezh2*, or AAV2-*Ezh2-Y726D* and sectioned with a cryostat. Retinal sections were stained with guinea pig anti-Rbpms (1:500, Sigma-Aldrich ABN1376) and mouse anti-H3K27me3 (1:100, Sigma-Aldrich 05-1951) following the steps described above (see Immunofluorescence of retinal sections).

To quantify H3K27me3 levels in RGCs, fluorescence intensity of H3K27me3 immunoreactivity of at least 150 Rbpms-positive cells from 10–12 nonadjacent retinal sections acquired with identical imaging configurations was analyzed for each retina. Fluorescence intensity was measured using the “outline spline” function of the AxioVision software and the background fluorescence intensity was subtracted.

### Statistics.

Statistical analysis was done with GraphPad Prism 10 and the significance level was set as *P* 0.05. Data represent mean ± SEM unless otherwise stated. For comparisons between 2 conditions, 2-tailed unpaired or paired *t* test was used. For comparisons among 3 or more conditions, 1-way ANOVA followed by Tukey’s multiple comparisons was used to determine the statistical significance. All details of statistics, including tests used, *P* values, and sample sizes, are described in figure legends. *P* values of posthoc analyses are illustrated in figures. A *P* value less than 0.05 was considered significant.

### Study approval.

Protocols for animal experiments in this study were approved by the Animal Care and Use Committee of Johns Hopkins University.

### Data availability.

Raw and processed sequencing data are available in the Gene Expression Omnibus (GSE247320). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

XWW, CML, and FQZ conceived the study and designed the project; XWW, SGY, and RYW performed the experiments. MWH, XL, and JQ analyzed the sequencing data. XWW and CZ performed data analysis. JJJ, ARK, and AJO helped with data analysis. YG helped with manuscript revision. XWW and FQZ wrote the manuscript with contributions from all authors. The order among cofirst authors was assigned based on contributions.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supporting data values

## Figures and Tables

**Figure 1:**
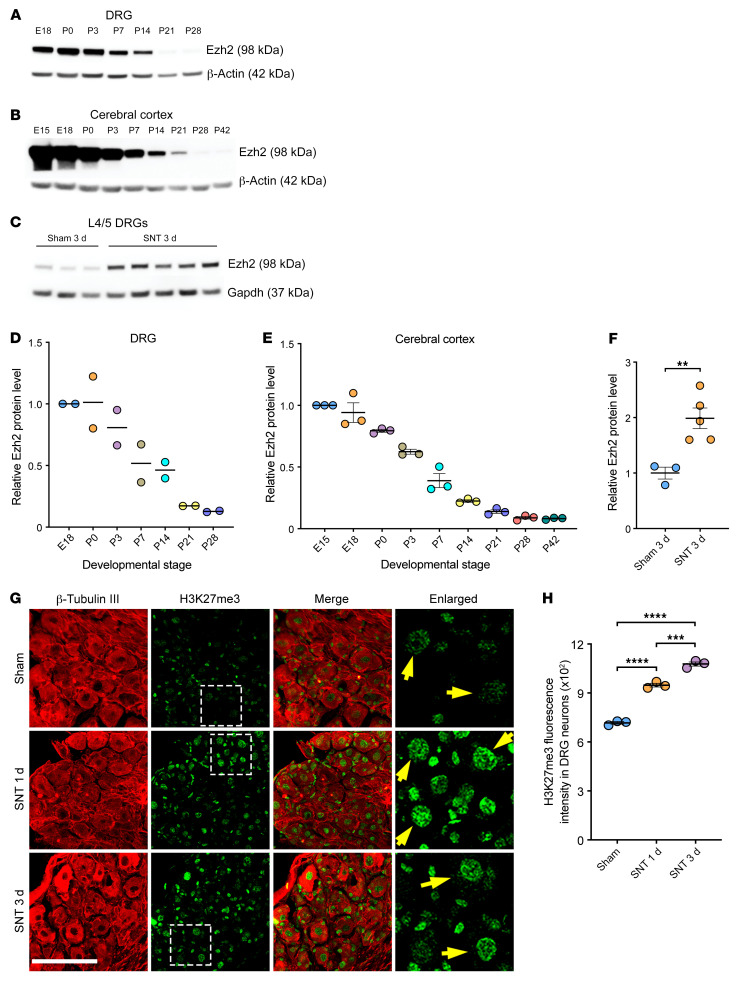
Ezh2 is developmentally downregulated in the nervous system and upregulated in DRG neurons following peripheral nerve injury. (**A** and **B**) Representative immunoblotting showing that Ezh2 is developmentally downregulated in the DRG (**A**) and cerebral cortex (**B**). (**C**) Immunoblotting showing that Ezh2 is significantly increased in L4/5 DRGs 3 days after sciatic nerve transection. (**D**) Quantification of relative protein levels of Ezh2 in **A** (*n* = 2 independent experiments). (**E**) Quantification of relative protein levels of Ezh2 in **B** (1-way ANOVA followed by Tukey’s multiple comparisons; *P* 0.0001; *n* = 3 independent experiments). (**F**) Quantification of relative protein levels of Ezh2 in **C** (unpaired, 2-tailed *t* test; *P* = 0.0092; *n* = 3 for sham, *n* = 5 for sciatic nerve transection). (**G**) Representative immunofluorescence of DRG sections showing increased H3K27me3 levels in nuclei of DRG neurons 1 or 3 days after sciatic nerve transection. DRG sections were stained with anti-H3K27me3 (green) and anti-β-tubulin III (red). The rightmost column displays enlarged images of the areas outlined in white, dashed boxes. Yellow arrows indicate H3K27me3 in nuclei of DRG neurons. Scale bars: 100 μm, 30 μm for enlarged images. (**H**) Quantification of fluorescence intensity of H3K27me3 immunoreactivity in DRG neurons in **G** (1-way ANOVA followed by Tukey’s multiple comparisons; *P* 0.0001; *n* = 3 mice for all). SNT, sciatic nerve transection. **P 0.01, ***P 0.001, ****P 0.0001.

**Figure 2:**
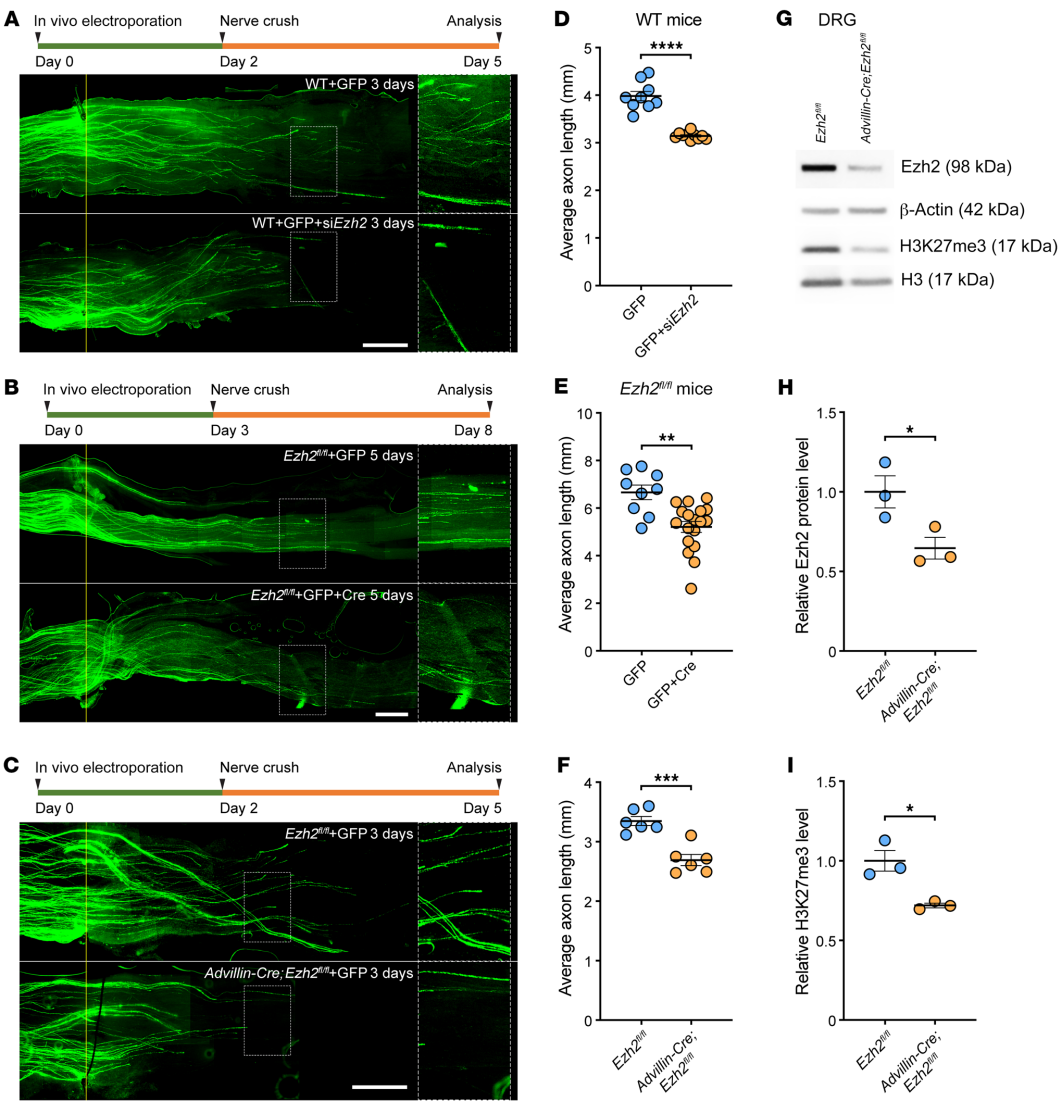
Upregulation of Ezh2 contributes to spontaneous axon regeneration of DRG neurons in vivo. (**A**–**C**) Top: Experimental timeline. Bottom: Representative images of sciatic nerves showing that *Ezh2* knockdown (**A**) or knockout (**B**) in L4/5 DRGs or sensory neuron-specific knockout of *Ezh2* (**C**) impairs spontaneous axon regeneration of DRG neurons in vivo. The right column displays enlarged images of the areas in white, dashed boxes on the left. The crush sites are aligned with the yellow line. Scale bars: 1 mm, 0.5 mm for enlarged images. (**D**) Quantification of lengths of regenerating axons in **A** (unpaired, 2-tailed *t* test; *P* 0.0001; *n* = 9 mice for control, *n* = 10 mice for *Ezh2* knockdown). (**E**) Quantification of lengths of regenerating axons in **B** (unpaired 2-tailed *t* test; *P* = 0.0011; *n* = 9 mice for control, *n* = 18 mice for *Ezh2* knockout). (**F**) Quantification of lengths of regenerating axons in **C** (unpaired 2-tailed *t* test; *P* = 0.0003; *n* = 6 mice for both). (**G**) Representative immunoblotting showing successful knockout of *Ezh2* and downregulation of H3K27me3 in DRG neurons of *Advillin-Cre;Ezh2^fl/fl^* mice. (**H**) Quantification of relative protein levels of Ezh2 in **G** (unpaired 2-tailed *t* test *P* = 0.0436; *n* = 3 independent experiments). (**I**) Quantification of relative levels of H3K27me3 in **G** (unpaired 2-tailed *t* test; *P* = 0.0137; *n* = 3 independent experiments). si*Ezh2*, siRNAs targeting *Ezh2* mRNA. *P 0.05, **P 0.01, ***P 0.001, ****P 0.0001.

**Figure 3:**
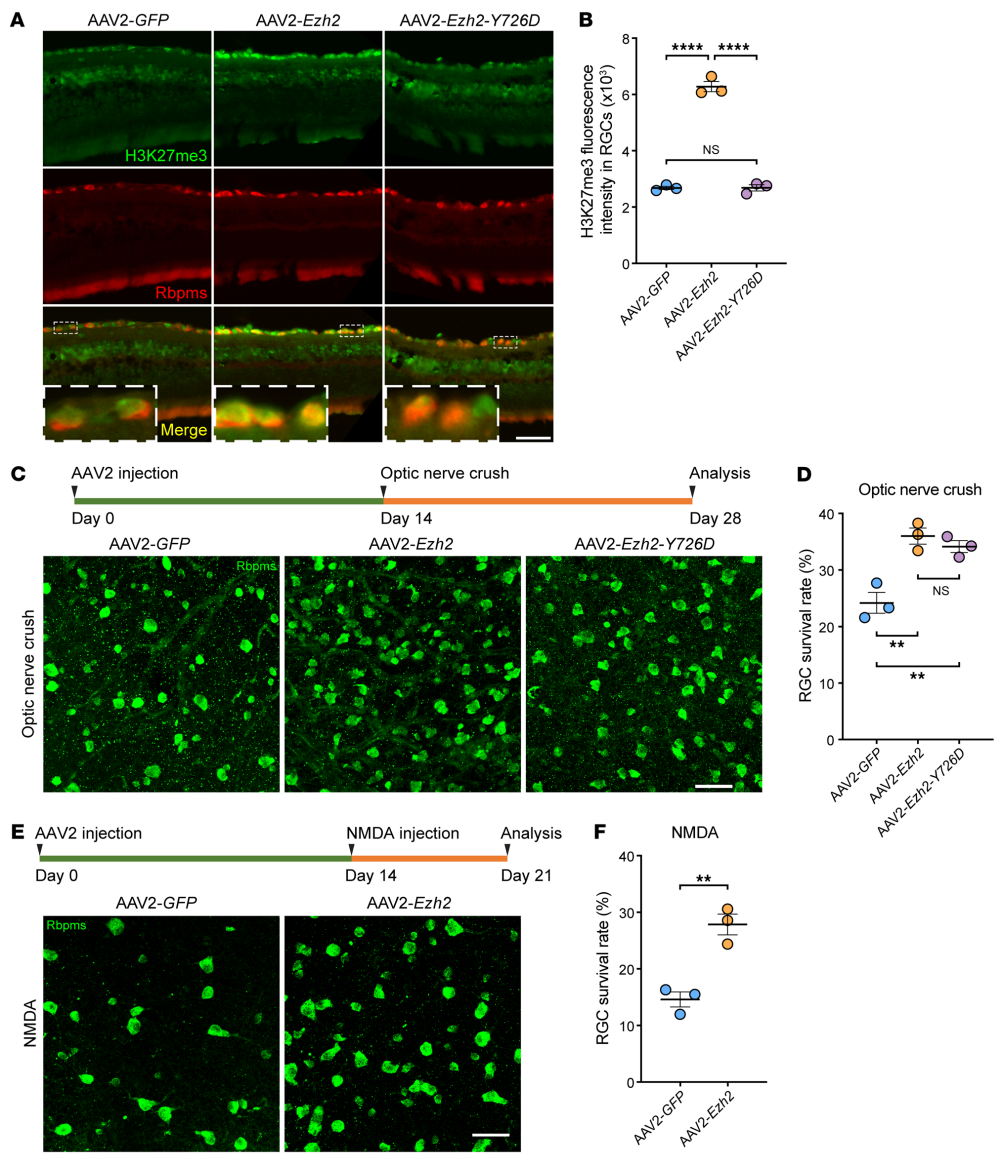
*Ezh2* overexpression enhances RGC survival after ONC or excitotoxic injury. (**A**) Representative immunofluorescence of retinal sections showing increased H3K27me3 levels in RGCs 2 weeks after intravitreal injection of AAV2-*Ezh2*, but not AAV2-*Ezh2-Y726D*. Retinal sections were stained with anti-H3K27me3 (green) and anti-Rbpms (red). Insets display enlarged images of RGCs in white, dashed boxes. Scale bars: 50 μm, 10 μm for enlarged images. (**B**) Quantification of fluorescence intensity of H3K27me3 immunoreactivity in RGCs in **A** (1-way ANOVA followed by Tukey’s multiple comparisons; *P* 0.0001; *n* = 3 mice for all; at least 150 RGCs from 10–12 nonadjacent sections were analyzed for each mouse). (**C**) Top: Experimental timeline. Bottom: Representative immunofluorescence of whole-mount retinas showing that overexpression of *Ezh2* or *Ezh2-Y726D* improves RGC survival 2 weeks after optic nerve crush. Whole-mount retinas were stained with anti-Rbpms (green). Scale bar: 50 μm. (**D**) Quantification of RGC survival rate 2 weeks after ONC in **C** (1-way ANOVA followed by Tukey’s multiple comparisons; *P* = 0.0025; *n* = 3 mice for all; 6–9 fields were analyzed for each mouse). (**E**) Top: Experimental timeline. Bottom: Representative immunofluorescence of whole-mount retinas showing that overexpression of *Ezh2* improves RGC survival 1 week after NMDA-induced excitotoxic injury. Whole-mount retinas were stained with anti-Rbpms (green). Scale bar: 50 μm. (**F**) Quantification of RGC survival rate 1 week after NMDA-induced excitotoxic injury in **E** (unpaired 2-tailed *t* test; *P* = 0.0042; *n* = 3 mice for both; 6–8 fields were analyzed for each mouse). **P 0.01, ****P 0.0001.

**Figure 4:**
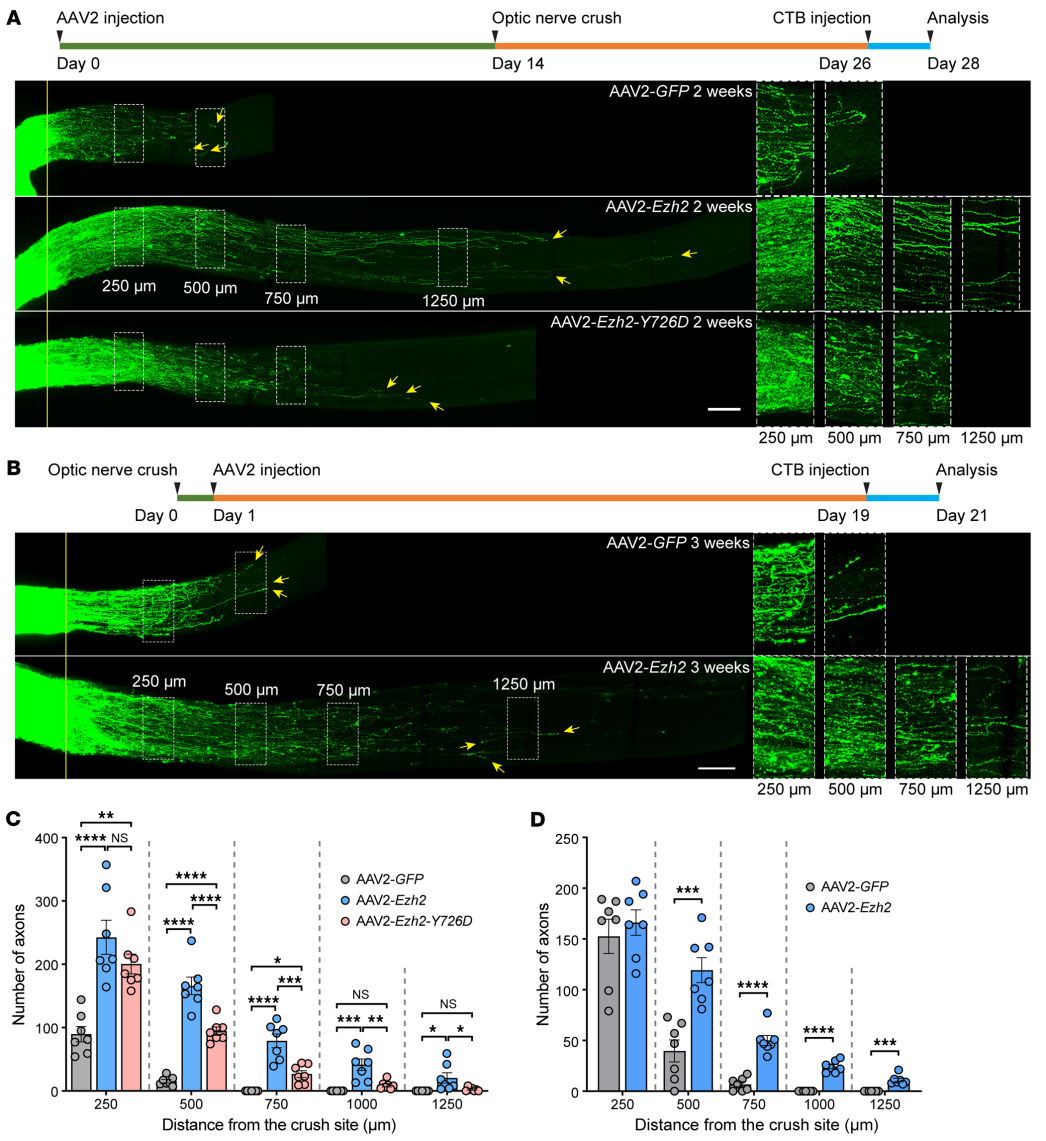
*Ezh2* overexpression enhances optic nerve regeneration via both histone methylation-dependent and -independent mechanisms. (**A** and **B**) Top: Experimental timeline. Bottom: Representative images of optic nerves showing that pre- (**A**) or postinjury (**B**) overexpression of *Ezh2* induces strong optic nerve regeneration 2 (**A**) or 3 weeks (**B**) after optic nerve crush. Preinjury overexpression of *Ezh2-Y726D* also modestly promotes optic nerve regeneration (**A**). Columns on the right display enlarged images of the areas in the white, dashed boxes on the left, showing axons at 250, 500, 750, and 1,250 μm distal to the crush sites, which are aligned with the yellow line. Yellow arrows indicate longest axons in each nerve. Scale bars: 100 μm, 50 μm for enlarged images. (**C**) Quantification of optic nerve regeneration in **A** (1-way ANOVA followed by Tukey’s multiple comparisons; *P* 0.0001 at 250, 500, 750, and 1,000 μm, *P* = 0.0126 at 1,250 μm; *n* = 7 mice for all). (**D**) Quantification of optic nerve regeneration in **B** (unpaired 2-tailed *t* test; *P* = 0.5305 at 250 μm, *P* = 0.0004 at 500 μm, *P* 0.0001 at 750 and 1,000 μm, *P* = 0.0003 at 1,250 μm; *n* = 7 mice for both). *P 0.05, **P 0.01, ***P 0.001, ****P 0.0001.

**Figure 5:**
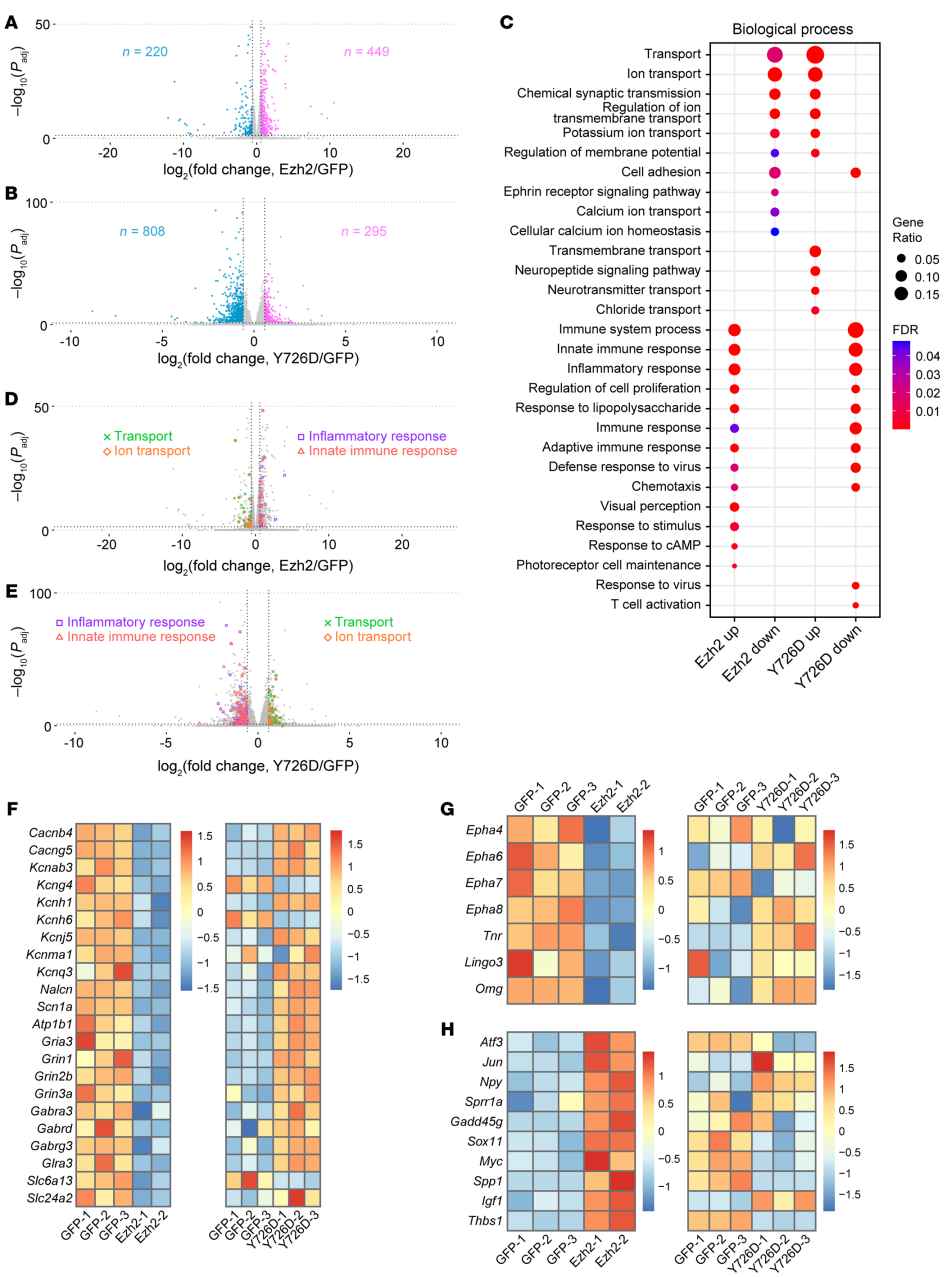
Ezh2 modifies the RGC transcriptome to regulate multiple categories of target genes. (**A** and **B**) Volcano plots showing differences in gene expression between control and *Ezh2* overexpression conditions (**A**) or between control and *Ezh2-Y726D* overexpression conditions (**B**). Note that 12 genes with –log_10_ (*P*_adj_) 50 and 3 genes with –log_10_(*P*_adj_) 100 are not plotted in **A** and **B**, respectively. (**C**) GO analysis of DEGs induced by *Ezh2* or *Ezh2-Y726D* overexpression. A subset of most significantly enriched GO terms in the biological process category are shown here. (**D** and **E**) Volcano plots described in **A** and **B** with DEGs in 4 enriched GO terms labeled. (**F** and **G**) Heatmaps of mRNA levels of neuronal excitability and synaptic transmission regulators (**F**) and axon regeneration inhibitory factors (**G**) downregulated by *Ezh2* overexpression in the control versus *Ezh2* overexpression RNA-Seq (left) and the control versus *Ezh2-Y726D* overexpression RNA-Seq (right). (**H**) Heatmaps of mRNA levels of axon regeneration positive regulators upregulated by *Ezh2* overexpression in the control versus *Ezh2* overexpression RNA-Seq (left) and the control versus *Ezh2-Y726D* overexpression RNA-Seq (right). Note that the control versus. *Ezh2* overexpression RNA-Seq and the control versus *Ezh2-Y726D* overexpression RNA-Seq were performed separately. Therefore, control (GFP) libraries in one RNA-Seq are independent of those in the other.

**Figure 6:**
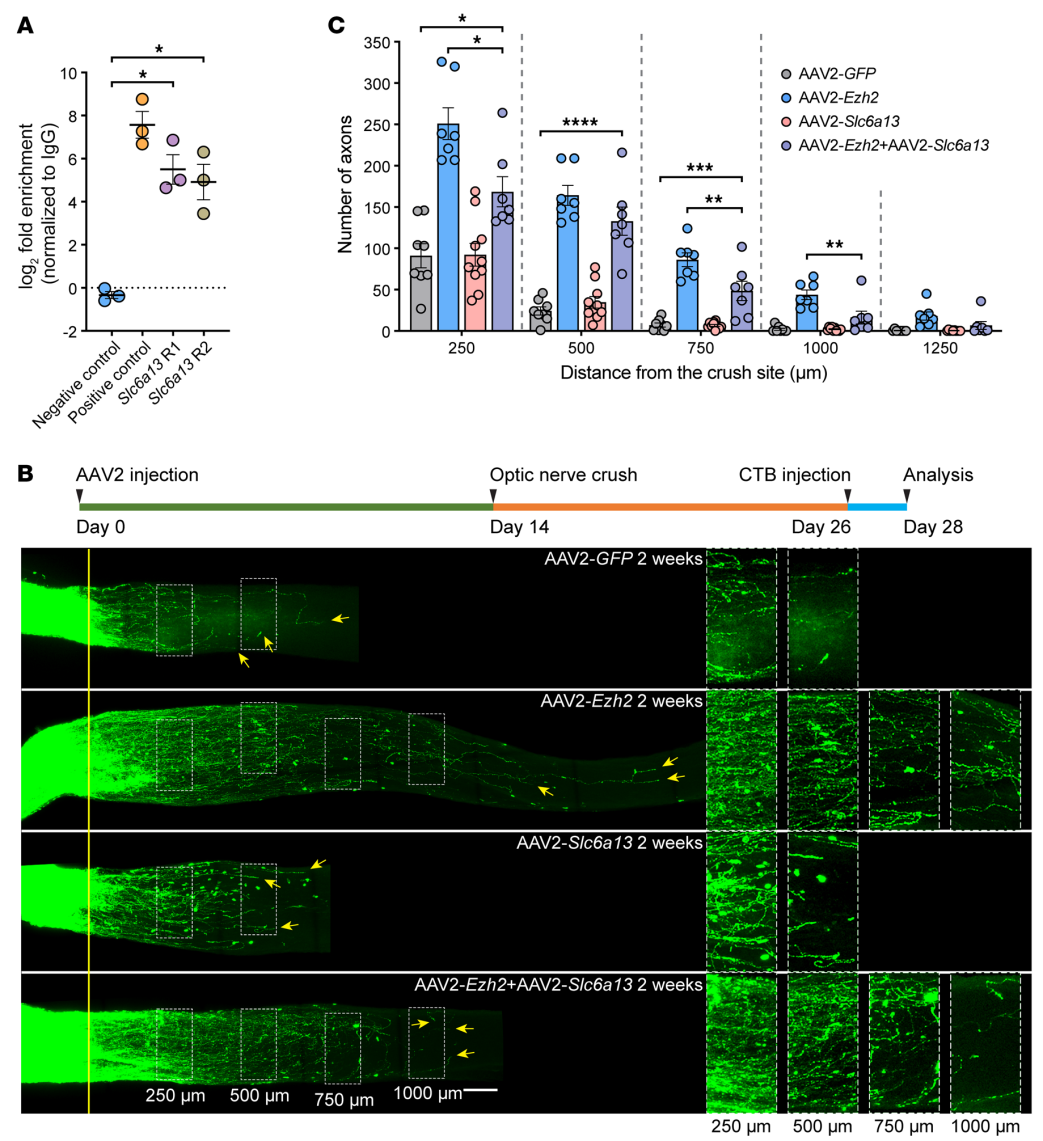
*Ezh2* overexpression enhances optic nerve regeneration by transcriptionally suppressing *Slc6a13*. (**A**) CUTTag followed by qPCR showing H3K27me3 enrichment in the promoter region of *Slc6a13* (paired 2-tailed *t* test; *P* = 0.0161 between negative control and *Slc6a13* R1, *P* = 0.0306 between negative control and *Slc6a13* R2; *n* = 3 independent experiments). (**B**) Top: Experimental timeline. Bottom: Representative images of optic nerves showing that *Slc6a13* overexpression partially blocks *Ezh2* overexpression–induced optic nerve regeneration. Columns on the right display enlarged images of the areas in the white, dashed boxes on the left, showing axons at 250, 500, 750, and 1,000 μm distal to the crush sites, which are aligned with the yellow line. Yellow arrows indicate longest axons in each nerve. Scale bars: 100 μm, 50 μm for enlarged images. (**C**) Quantification of optic nerve regeneration in **B** (1-way ANOVA followed by Tukey’s multiple comparisons; *P* 0.0001 at 250, 500, 750, and 1,000 μm, *P* = 0.0010 at 1,250 μm; *n* = 8 mice for control, *n* = 10 mice for *Slc6a13* overexpression, *n* = 7 mice for others). *P 0.05, **P 0.01, ***P 0.001, ****P 0.0001.

**Figure 7:**
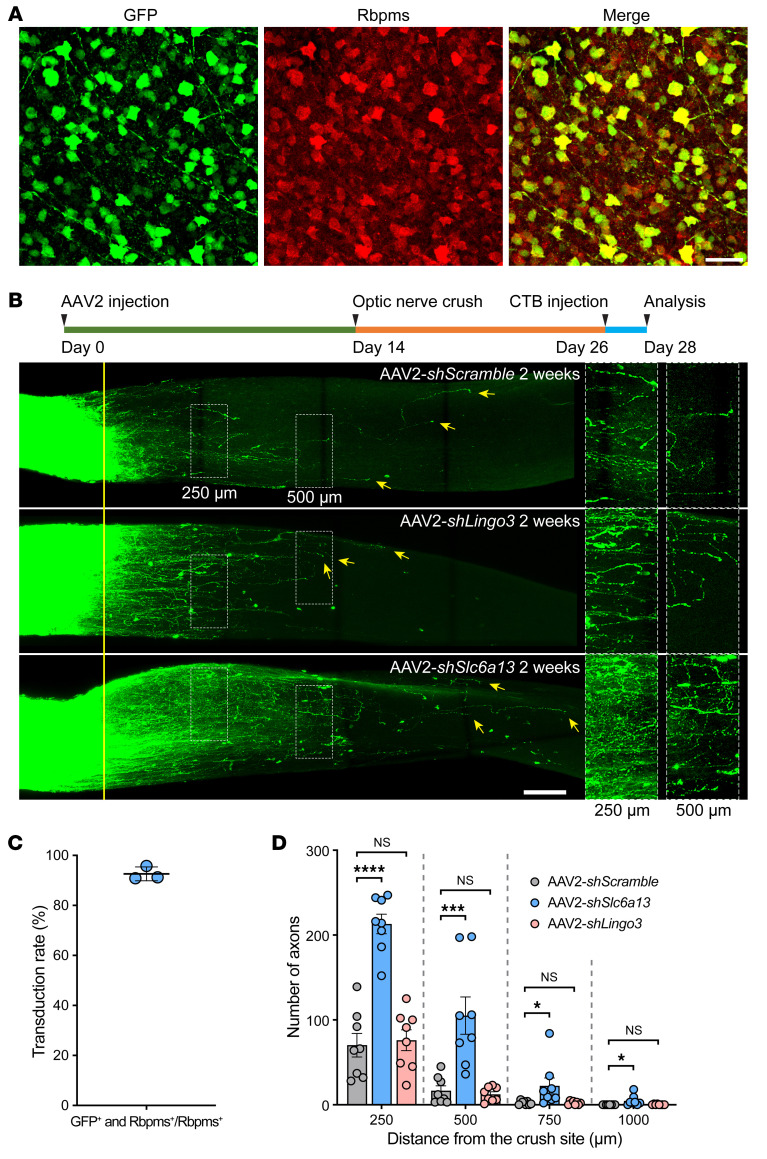
*Slc6a13* loss-of-function promotes optic nerve regeneration. (**A**) Representative immunofluorescence of whole-mount retinas showing high transduction efficiency of AAV2-*shSlc6a13-EGFP* in RGCs by intravitreal injection. Whole-mount retinas were stained with anti-GFP (green) and anti-Rbpms (red). Scale bar: 50 μm. (**B**) Top: Experimental timeline. Bottom: Representative images of optic nerves showing that knockdown of *Slc6a13*, but not *Lingo3*, modestly promotes optic nerve regeneration 2 weeks after optic nerve crush. Columns on the right display enlarged images of the areas in the white, dashed boxes on the left, showing axons at 250 and 500 μm distal to the crush sites, which are aligned with the yellow line. Yellow arrows indicate longest axons in each nerve. Scale bars: 100 μm, 50 μm for enlarged images. (**C**) Quantification of the percentage of GFP-positive RGCs in **A**. The average transduction rate was 92.65% ± 2.743% (*n* = 3 mice; 8 fields were analyzed for each mouse). Data represent mean ± SD. (**D**) Quantification of optic nerve regeneration in **B** (1-way ANOVA followed by Tukey’s multiple comparisons; *P* 0.0001 at 250 and 500 μm, *P* = 0.0248 at 750 μm, *P* = 0.0263 at 1,000 μm; *n* = 8 mice for all). *P 0.05, ***P 0.001, ****P 0.0001.

**Figure 8:**
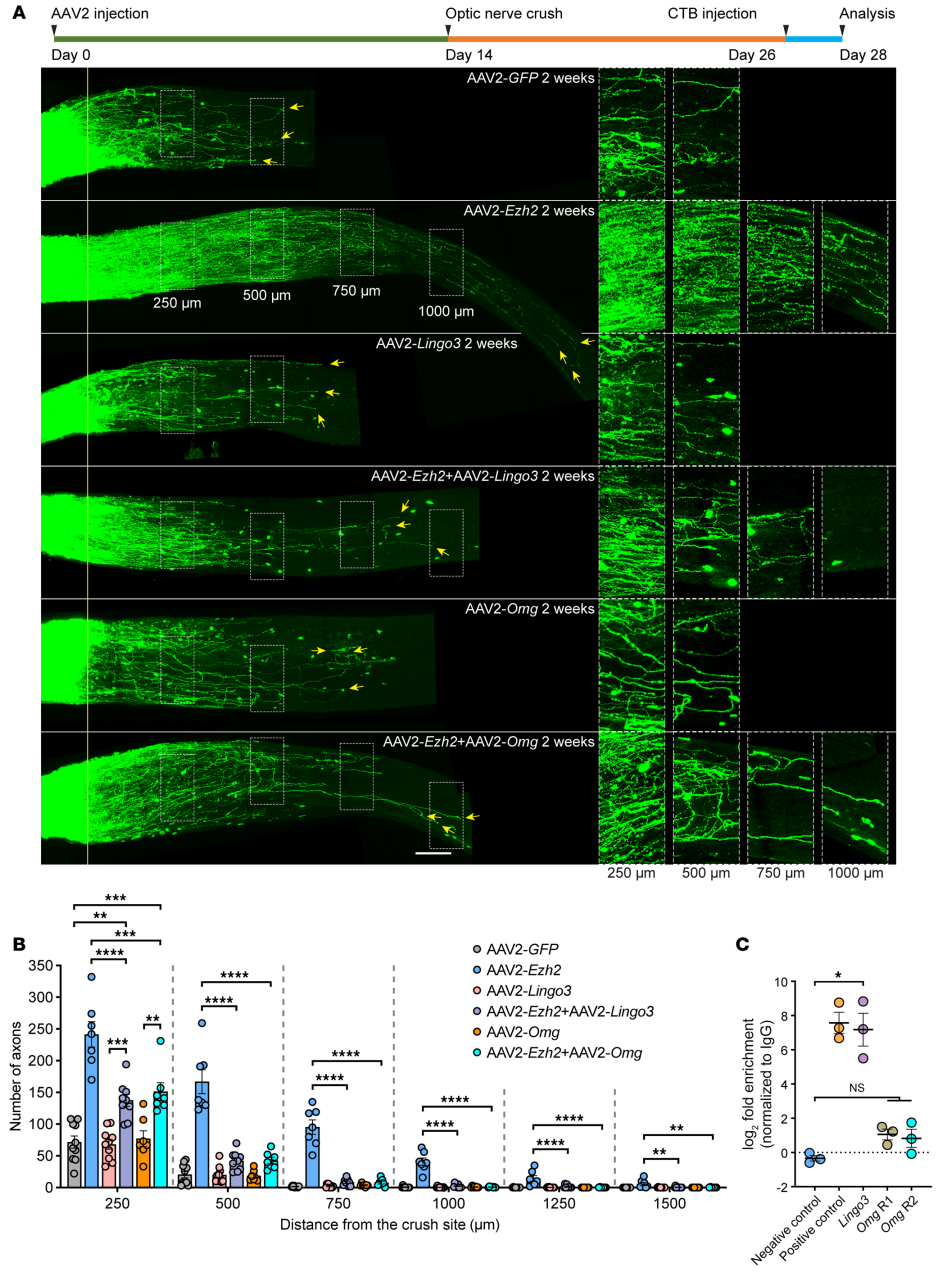
*Ezh2* overexpression enhances optic nerve regeneration by transcriptionally suppressing *Lingo3* and *Omg*. (**A**) Top: Experimental timeline. Bottom: Representative images of optic nerves showing that *Lingo3* or *Omg* overexpression almost completely blocks *Ezh2* overexpression-induced optic nerve regeneration. Columns on the right display enlarged images of the areas in white, dashed boxes on the left, showing axons at 250, 500, 750, and 1,000 μm distal to the crush sites, which are aligned with the yellow line. Yellow arrows indicate longest axons in each nerve. Scale bars: 100 μm, 50 μm for enlarged images. (**B**) Quantification of optic nerve regeneration in **A** (1-way ANOVA followed by Tukey’s multiple comparisons; *P* 0.0001 at 250, 500, 750, 1,000, and 1,250 μm, *P* = 0.0003 at 1,500 μm; *n* = 10 mice for control and *Lingo3* overexpression, *n* = 9 mice for *Ezh2* and *Lingo3* cooverexpression, *n* = 7 mice for others). (**C**) CUTTag followed by qPCR showing H3K27me3 enrichment in the promoter region of *Lingo3*, but not that of *Omg* (paired 2-tailed *t* test; *P* = 0.0197 between negative control and *Lingo3* R1, *P* = 0.1010 between negative control and *Omg* R1, *P* = 0.2329 between negative control and *Omg* R2; *n* = 3 independent experiments). Note that the negative control and positive control are identical to those in Figure 6A. *P 0.05, **P 0.01, ***P 0.001, ****P 0.0001.

**Figure 9:**
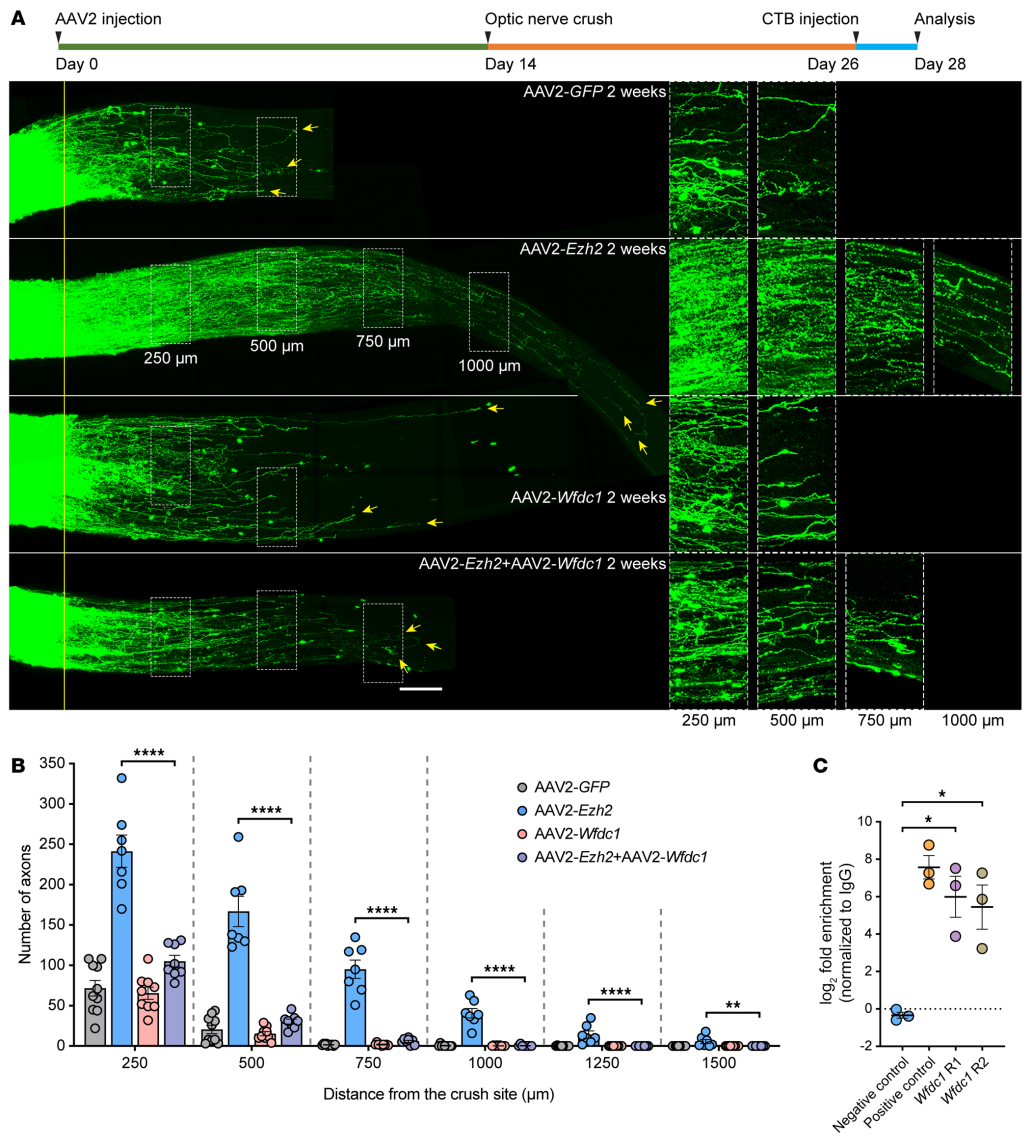
*Ezh2* overexpression enhances optic nerve regeneration by transcriptionally suppressing *Wfdc1*. (**A**) Top: Experimental timeline. Bottom: Representative images of optic nerves showing that *Wfdc1* overexpression completely blocks *Ezh2* overexpression–induced optic nerve regeneration. Columns on the right display enlarged images of the areas in the white, dashed boxes on the left, showing axons at 250, 500, 750, and 1,000 μm distal to the crush sites, which are aligned with the yellow line. Yellow arrows indicate longest axons in each nerve. Scale bars: 100 μm, 50 μm for enlarged images. (**B**) Quantification of optic nerve regeneration in **A** (1-way ANOVA followed by Tukey’s multiple comparisons; *P* 0.0001 at 250, 500, 750, 1,000, and 1,250 μm, *P* = 0.0015 at 1,500 μm; *n* = 10 mice for control, *n* = 7 mice for *Ezh2* overexpression, *n* = 9 mice for *Wfdc1* overexpression, *n* = 8 mice for *Ezh2* and *Wfdc1* cooverexpression). Note that the control and *Ezh2* overexpression conditions are identical to those in Figure 8B. (**C**) CUTTag followed by qPCR showing H3K27me3 enrichment in the promoter region of *Wfdc1* (paired 2-tailed *t* test; *P* = 0.0357 between negative control and *Wfdc1* R1, *P* = 0.0478 between negative control and *Wfdc1* R2; *n* = 3 independent experiments). Note that the negative control and positive control are identical to those in Figure 6A. *P 0.05, **P 0.01, ***P 0.001, ****P 0.0001.

# Supplementary material for: Histone methyltransferase Ezh2 coordinates mammalian axon regeneration via regulation of key regenerative pathways
**Source:** J Clin Invest. 2024 Feb 1;134(3):e163145. doi: 10.1172/JCI163145

# Full unedited gel for Figure 1A, Ezh2

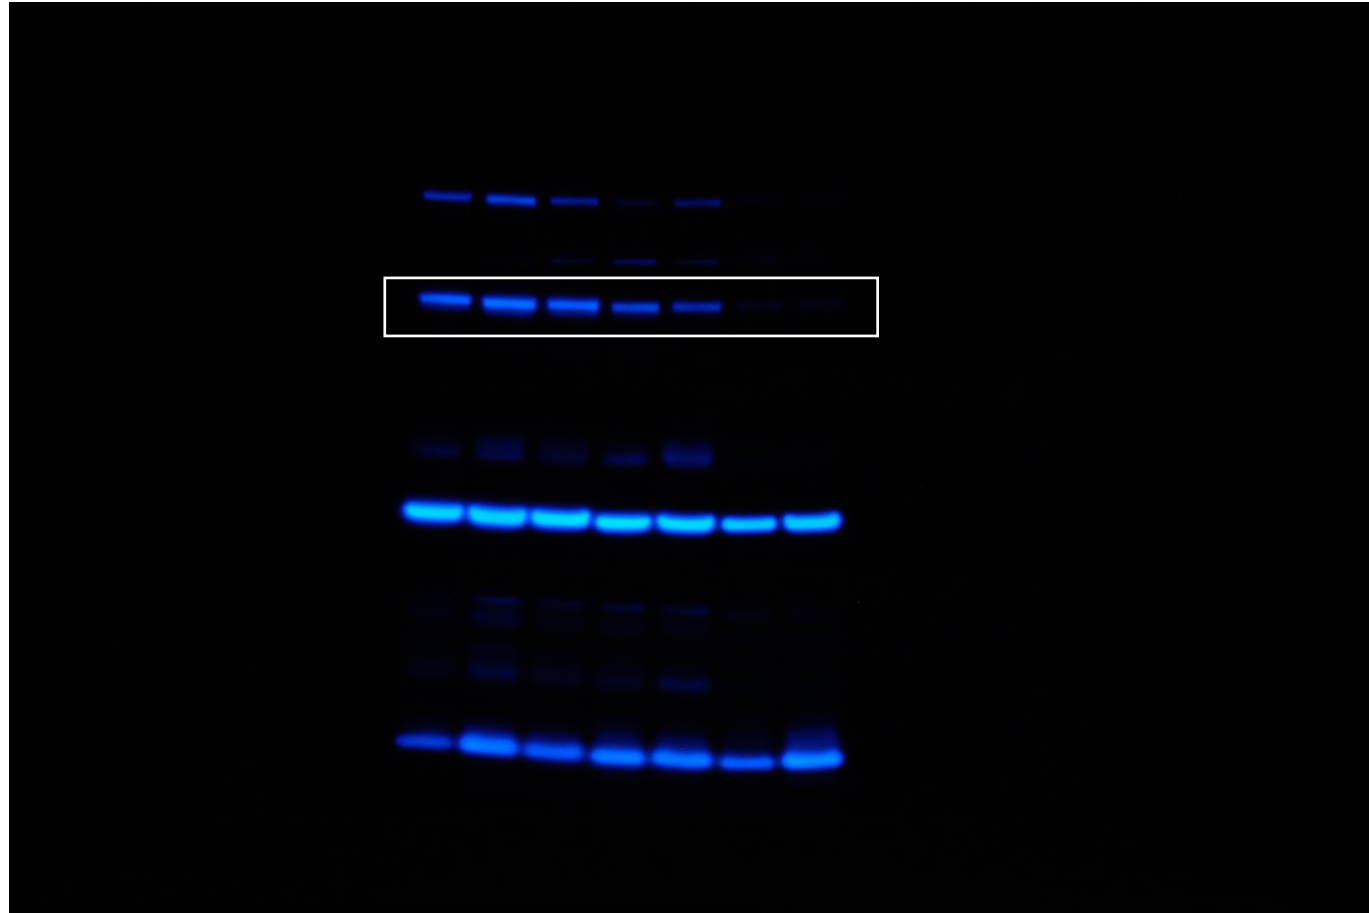

Full unedited gel for Figure 1A,  $\beta$ -actin

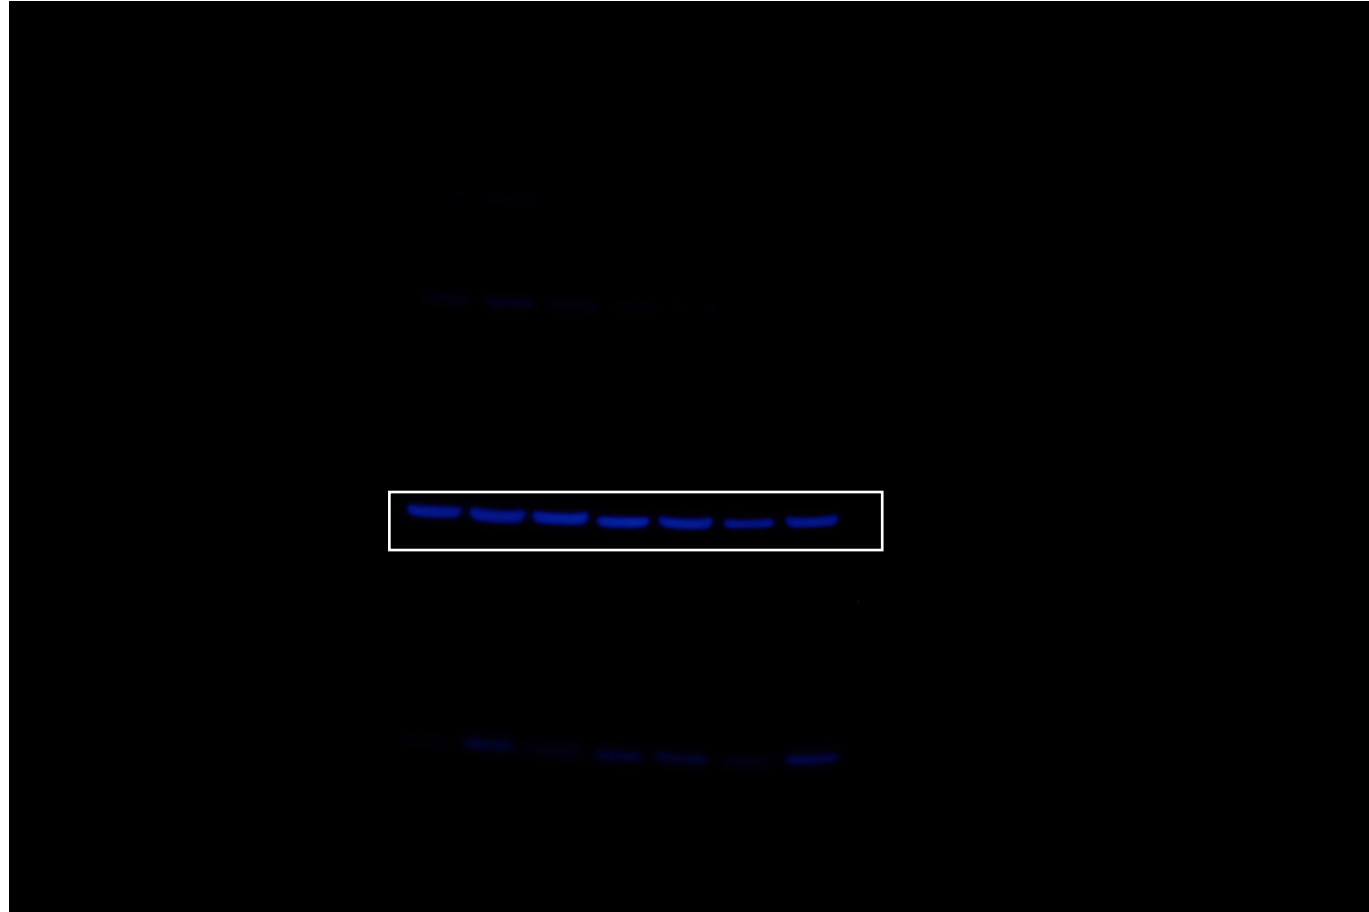

# Full unedited gel for Figure 1B, Ezh2

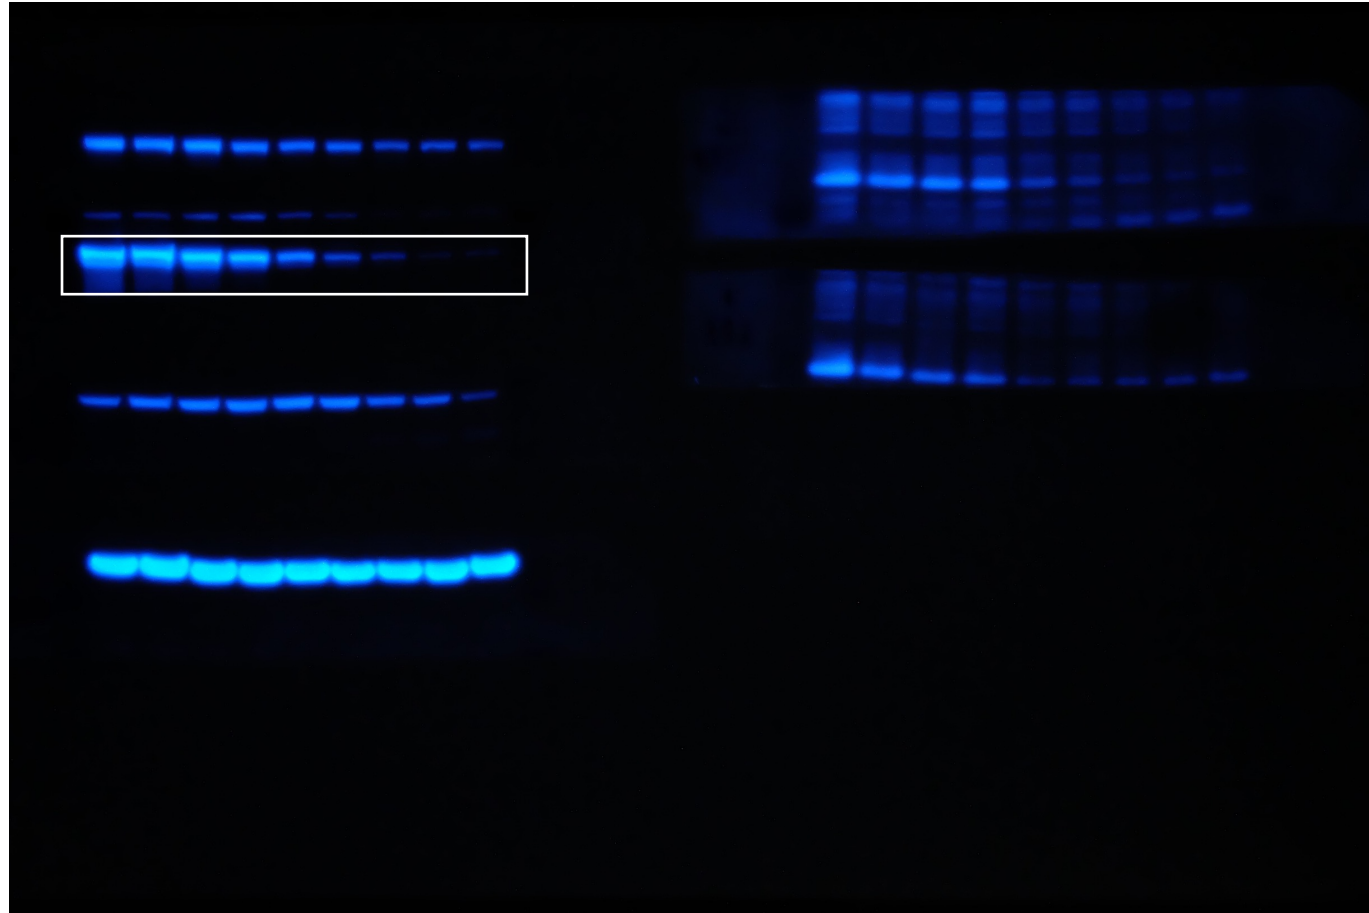

# Full unedited gel for Figure 1B, $\beta$ -actin

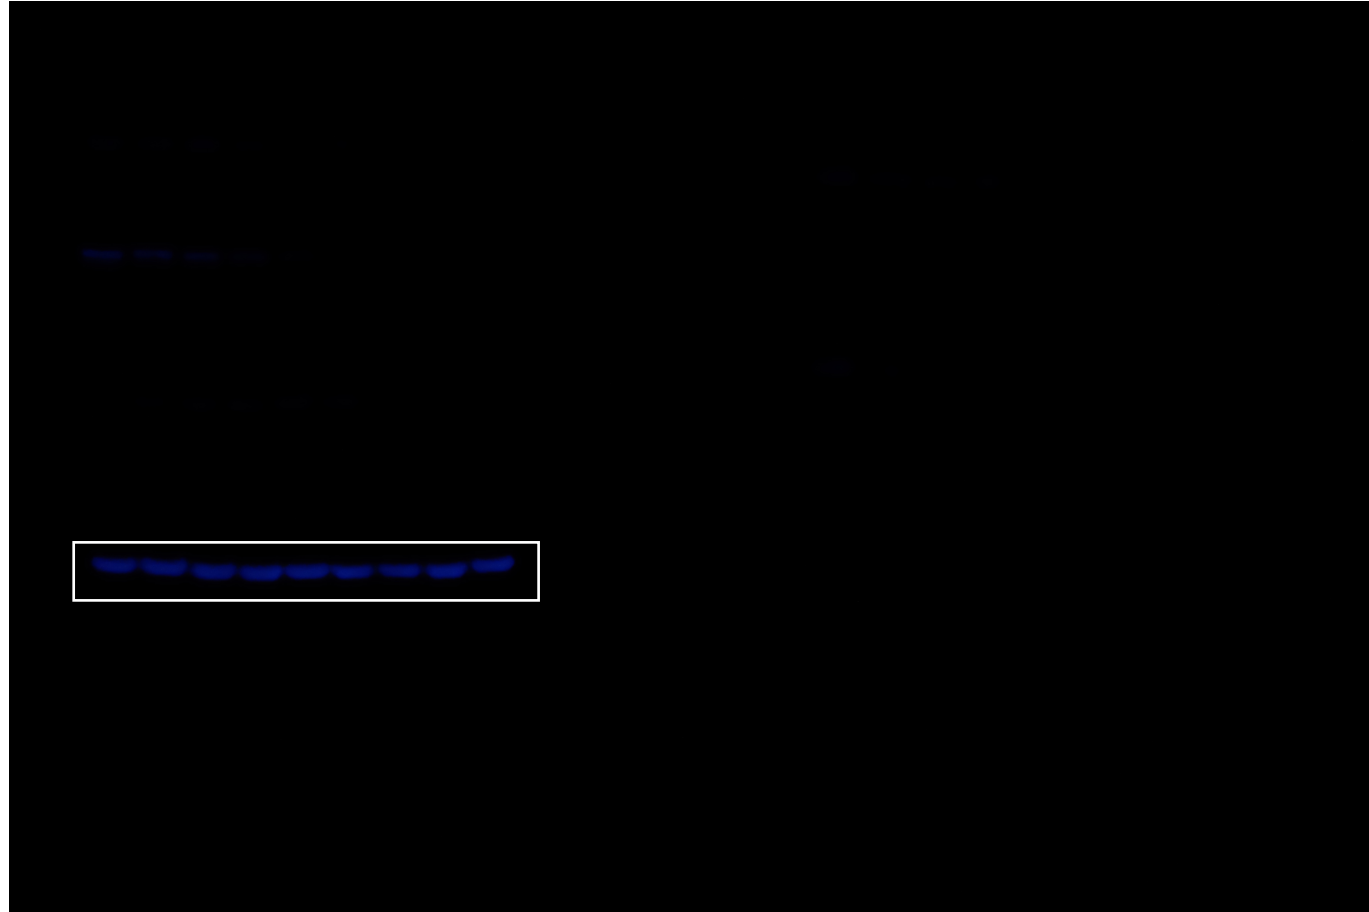

# Full unedited gel for Figure 1C, Ezh2

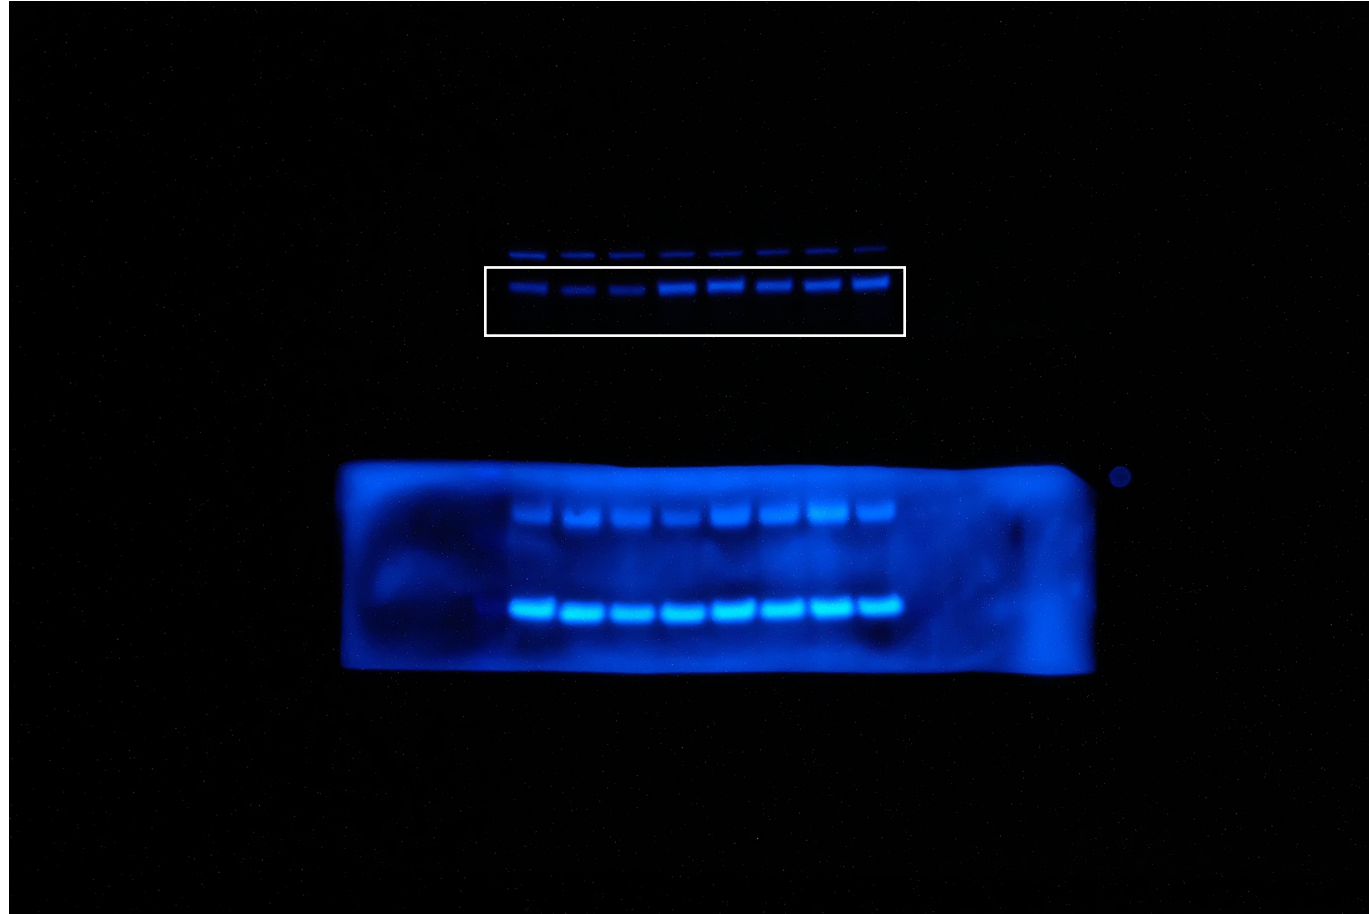

# Full unedited gel for Figure 1C, Gapdh

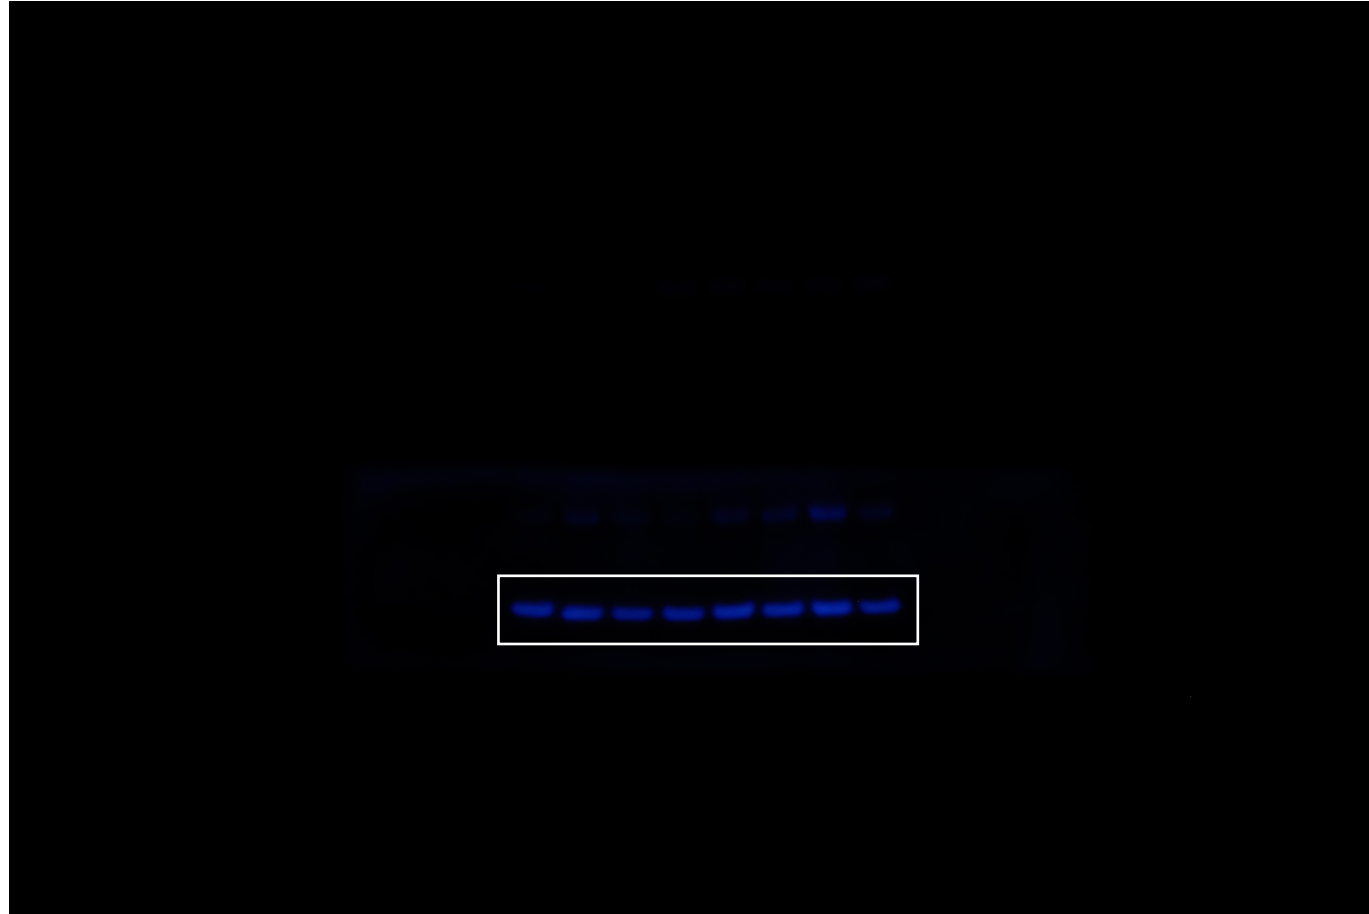

# Full unedited gel for Figure 2G, Ezh2

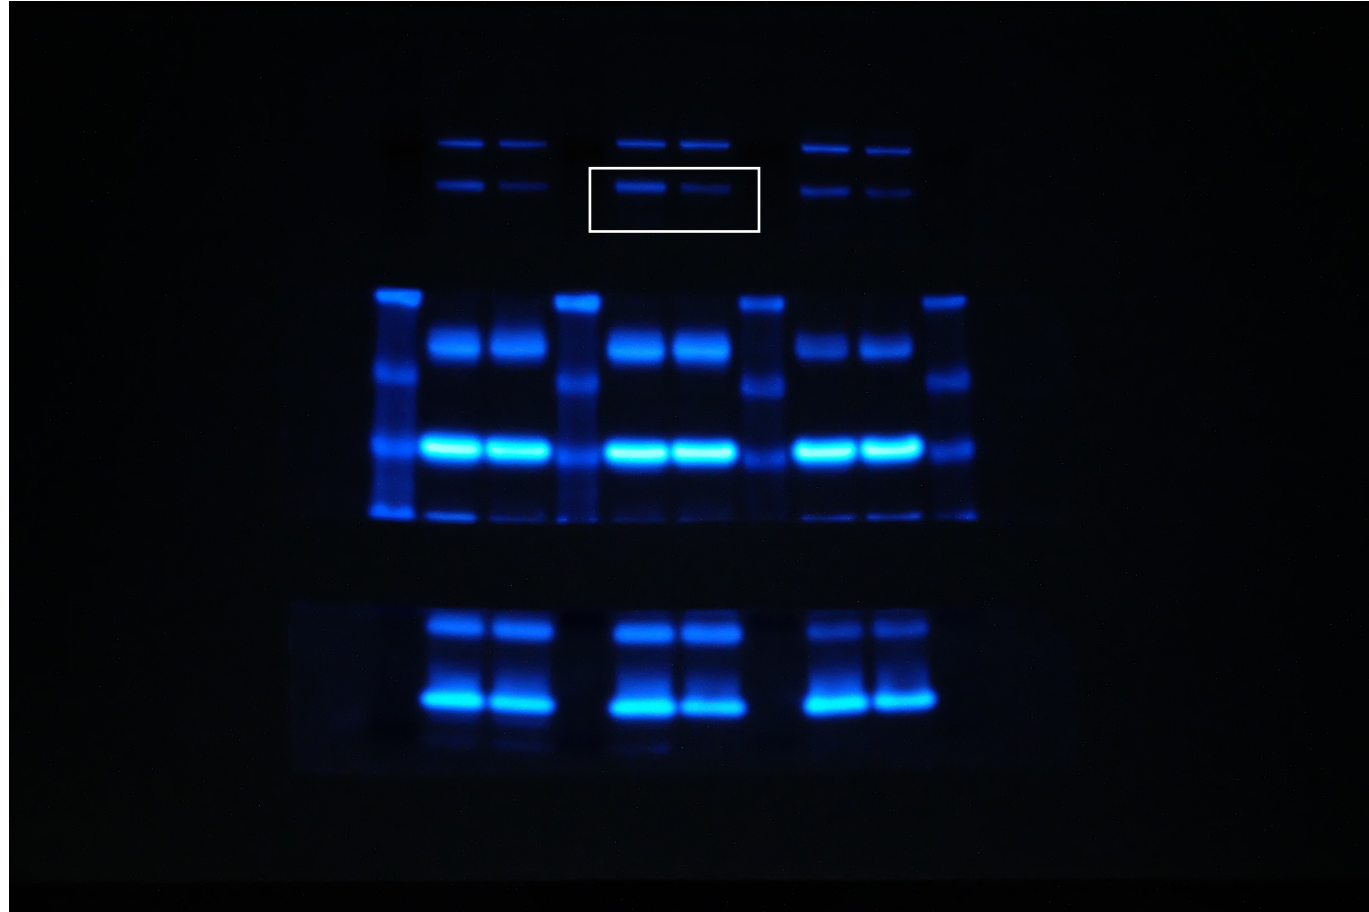

# Full unedited gel for Figure 2G, $\beta$ -actin

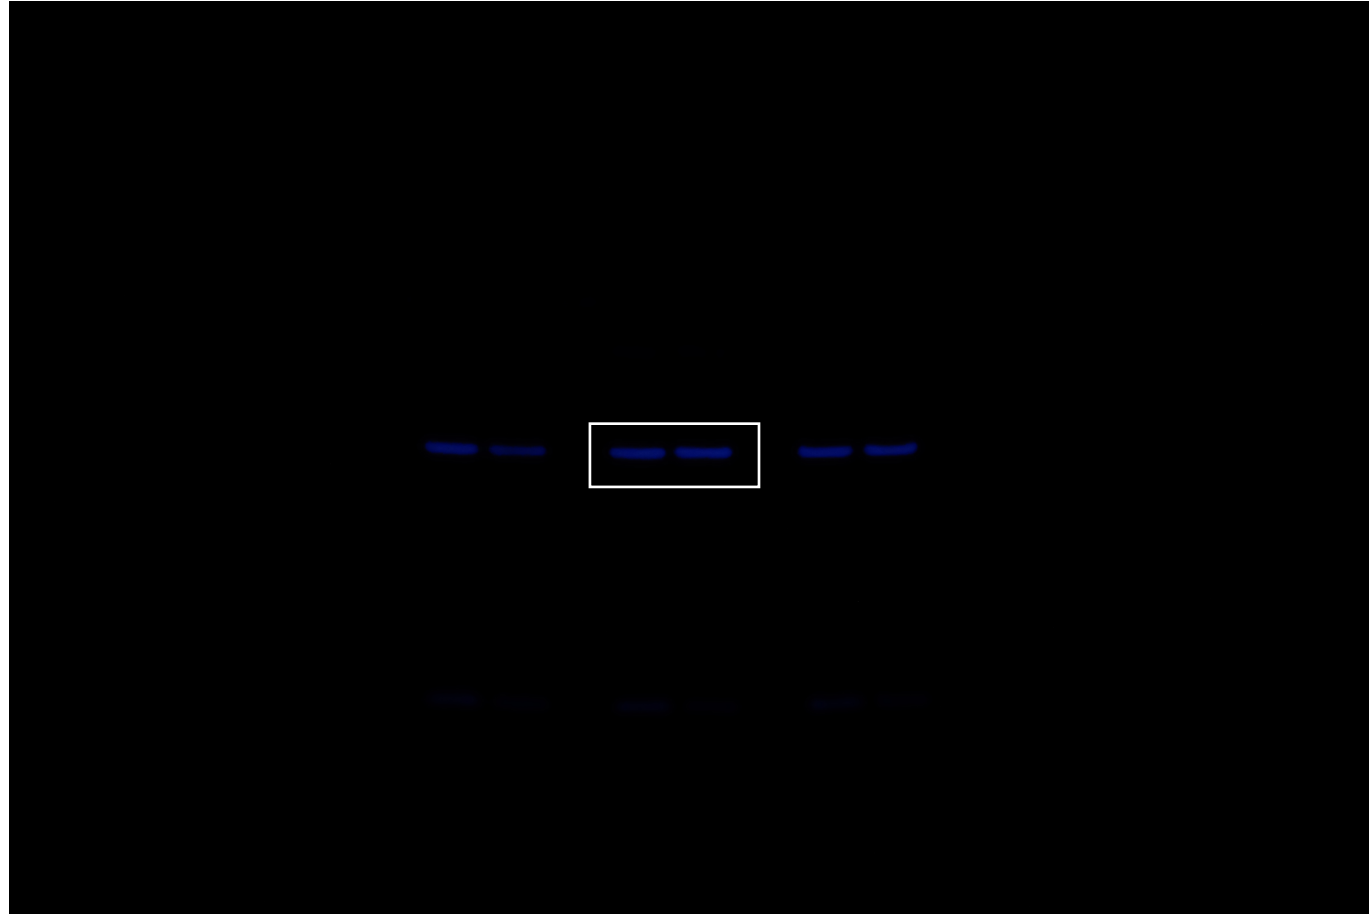

# Full unedited gel for Figure 2G, H3K27me3

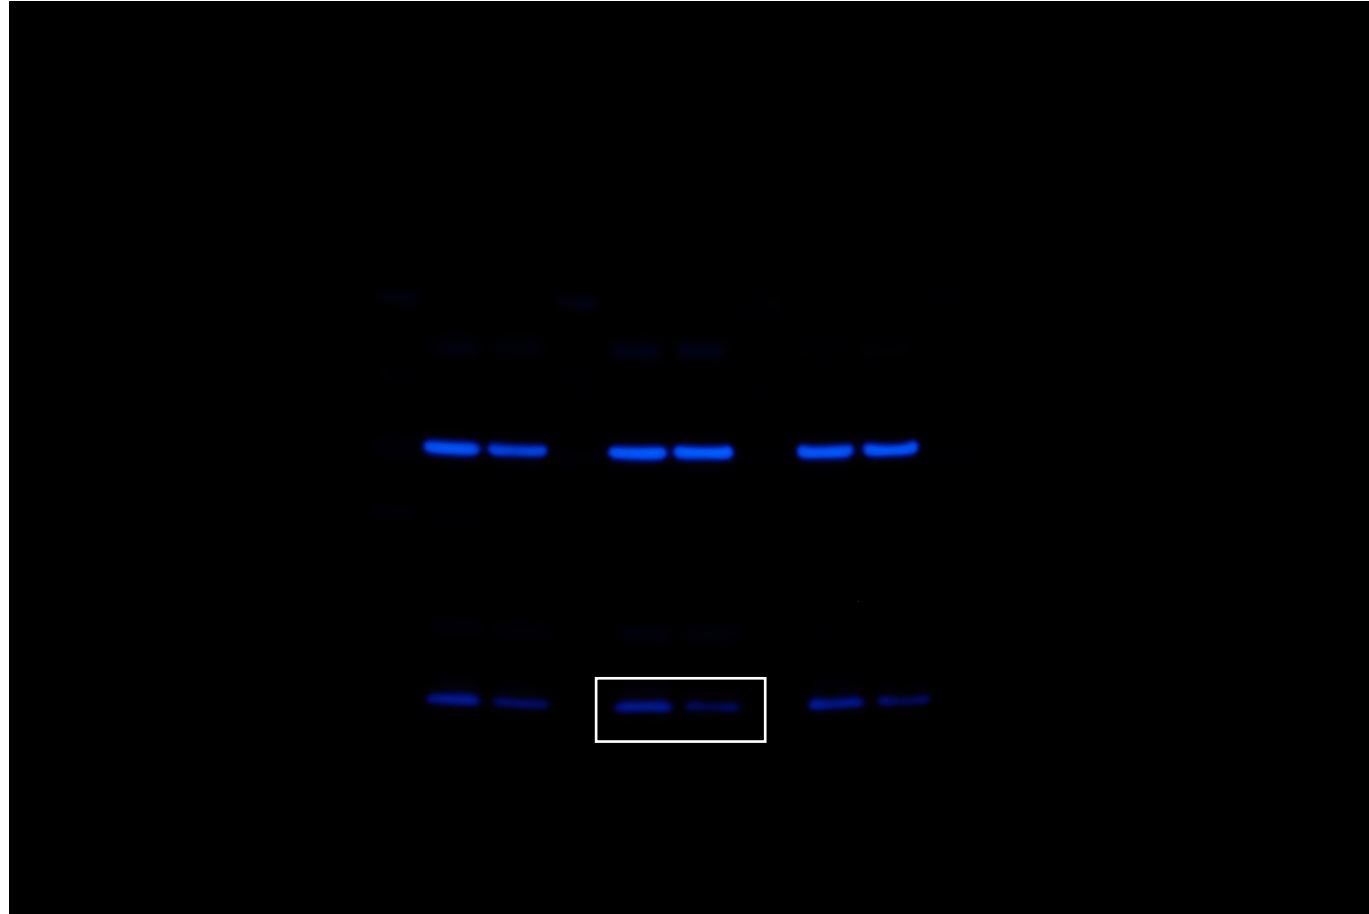

Full unedited gel for Figure 2G, H3

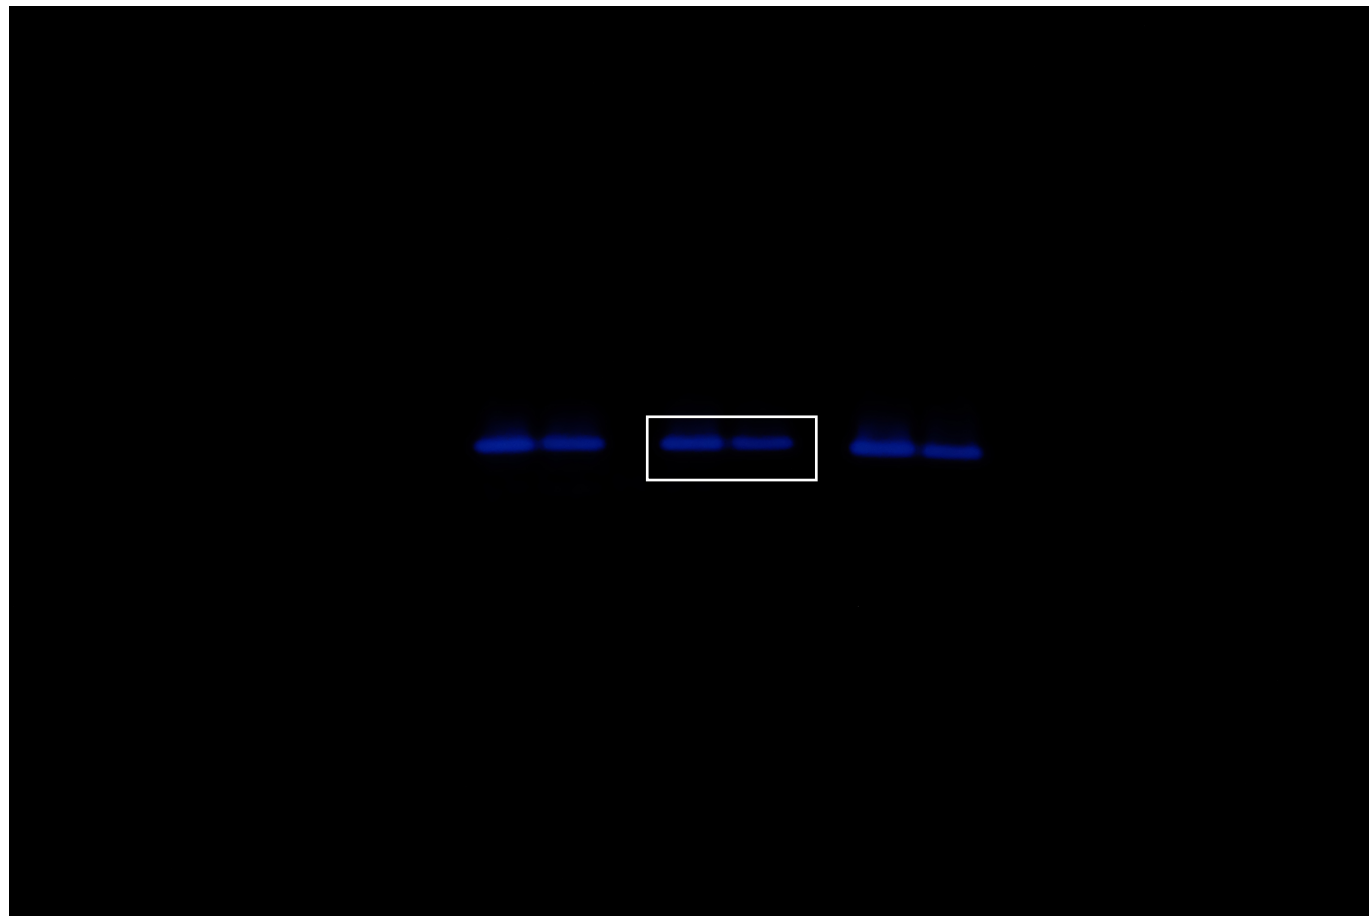

# Full unedited gel for Supplemental Figure 1A, Ezh1

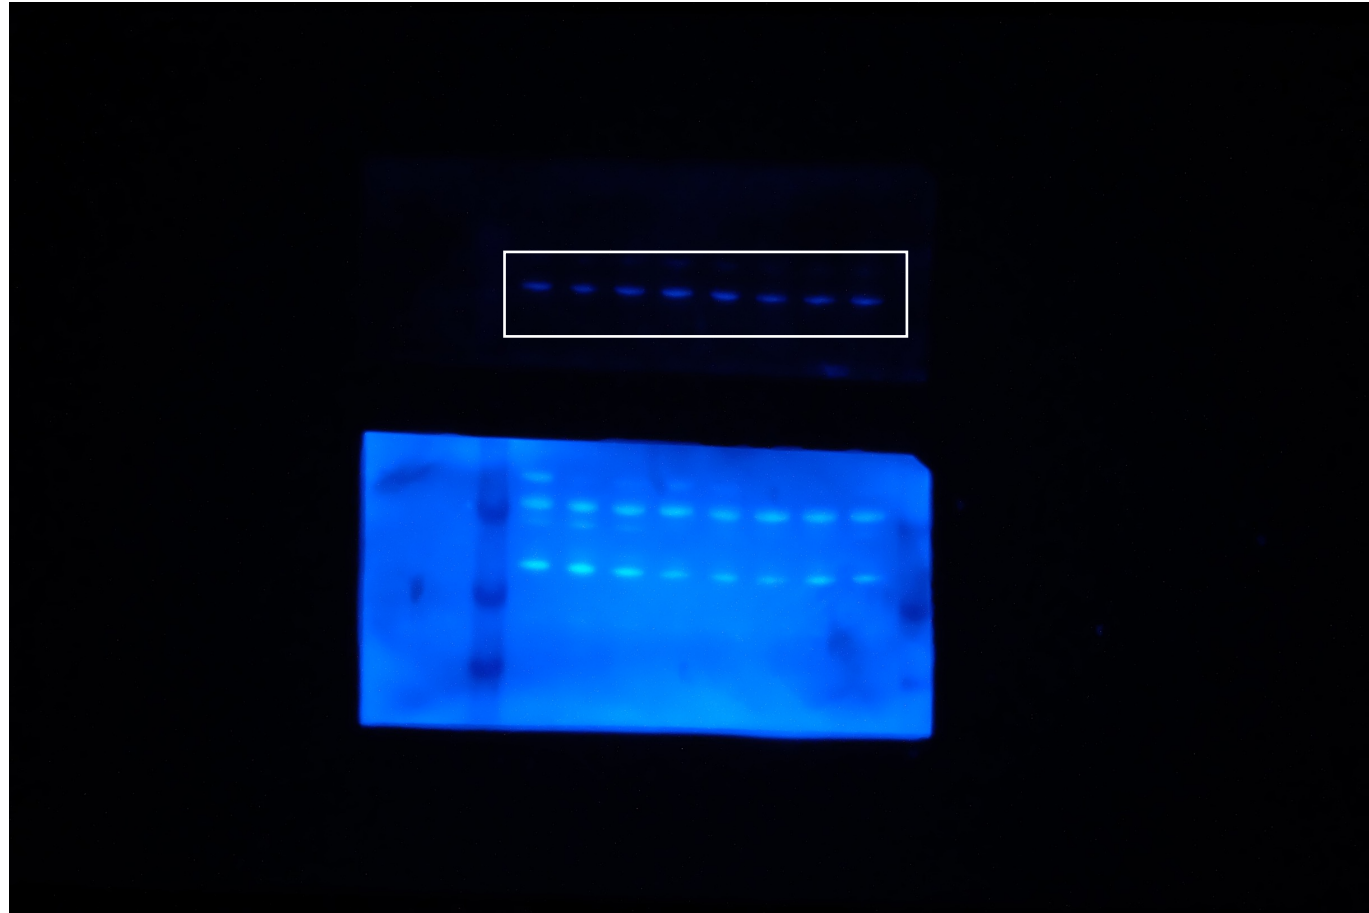

# Full unedited gel for Supplemental Figure 1A, Suz12

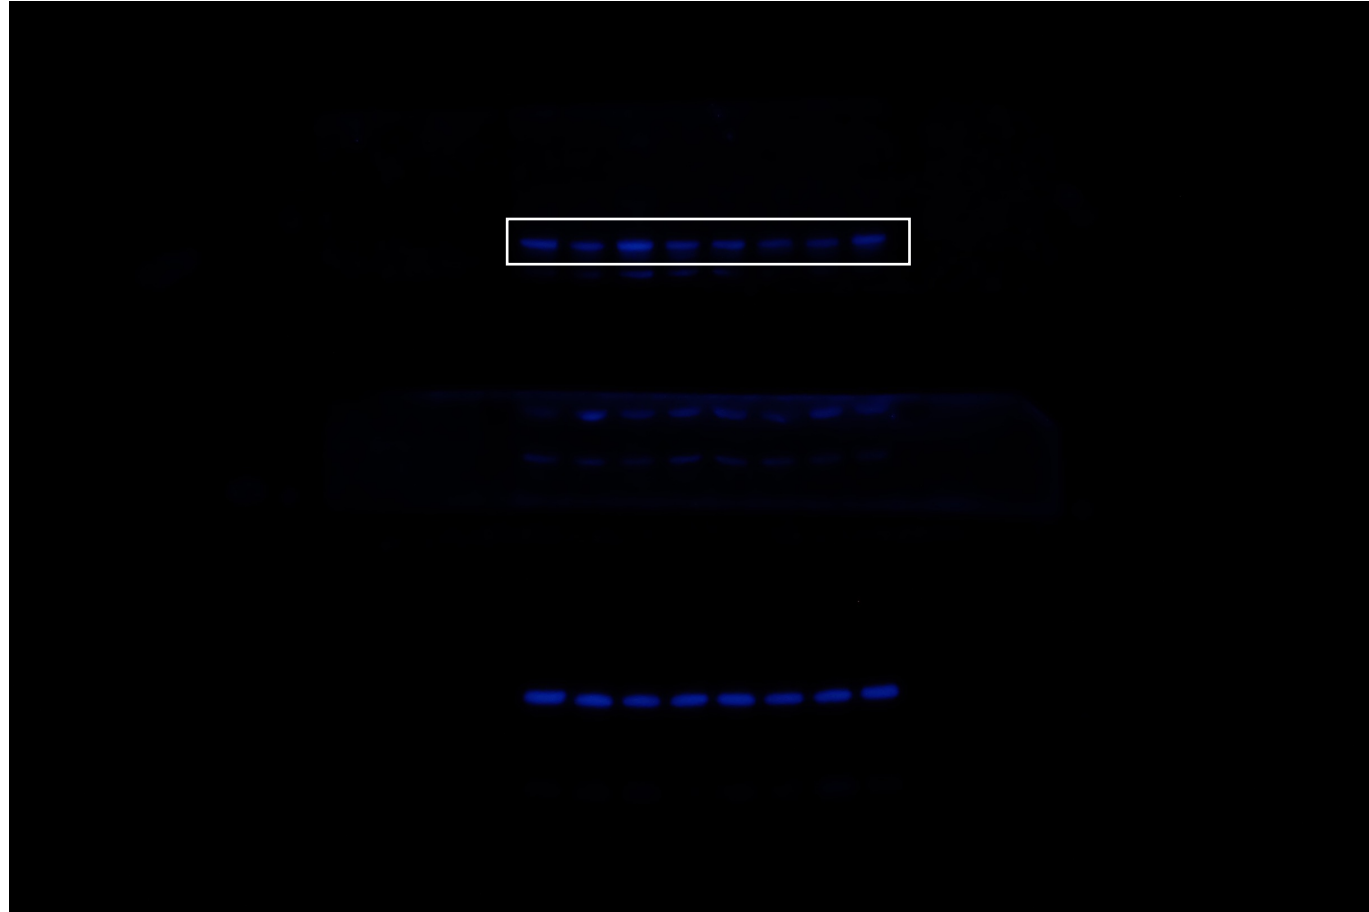

Full unedited gel for Supplemental Figure 1A, Eed

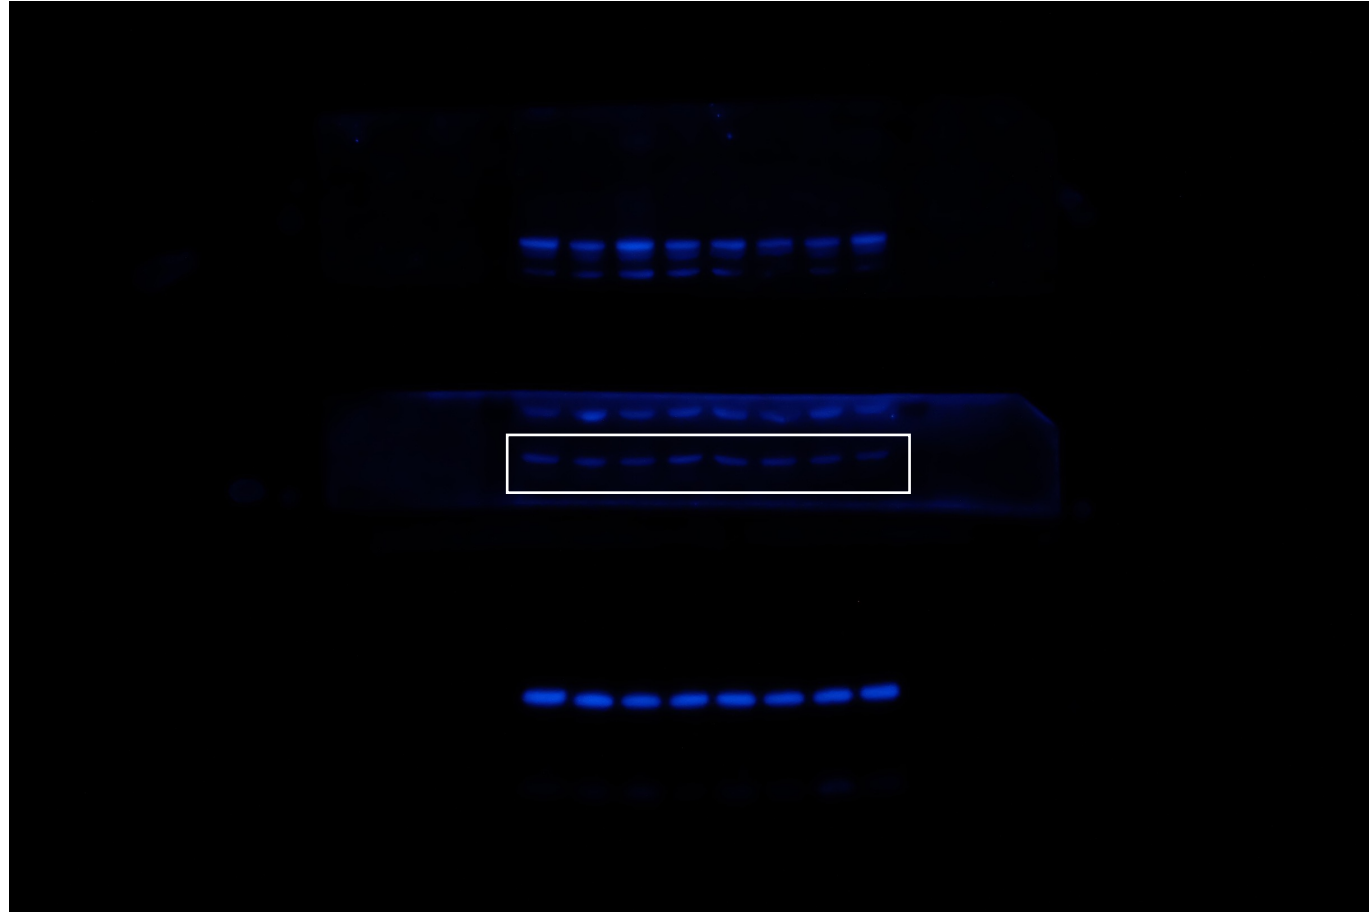

Full unedited gel for Supplemental Figure 1A,  
Rbap46/48

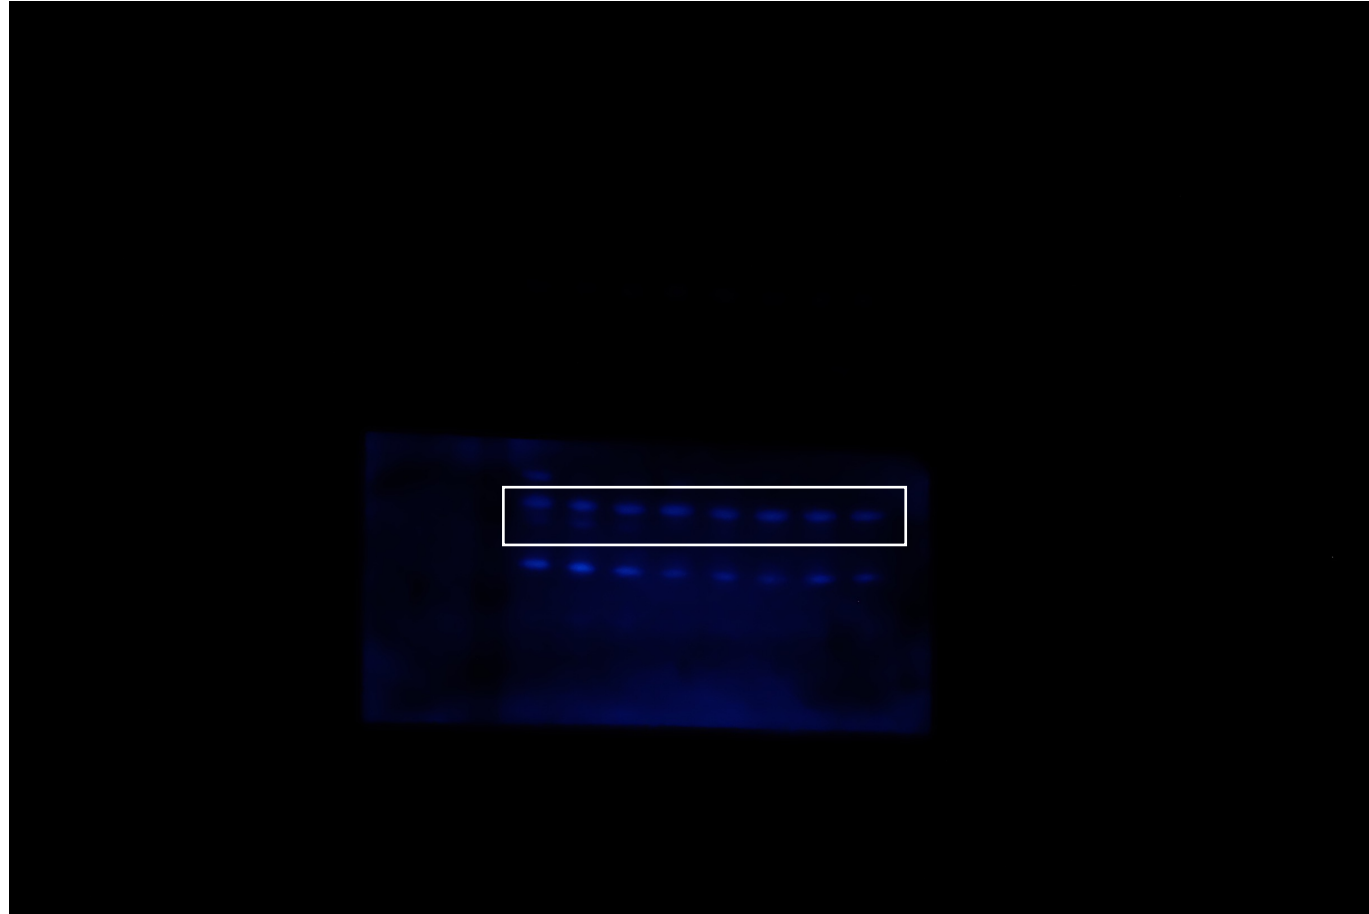

# Full unedited gel for Supplemental Figure 1, Gapdh

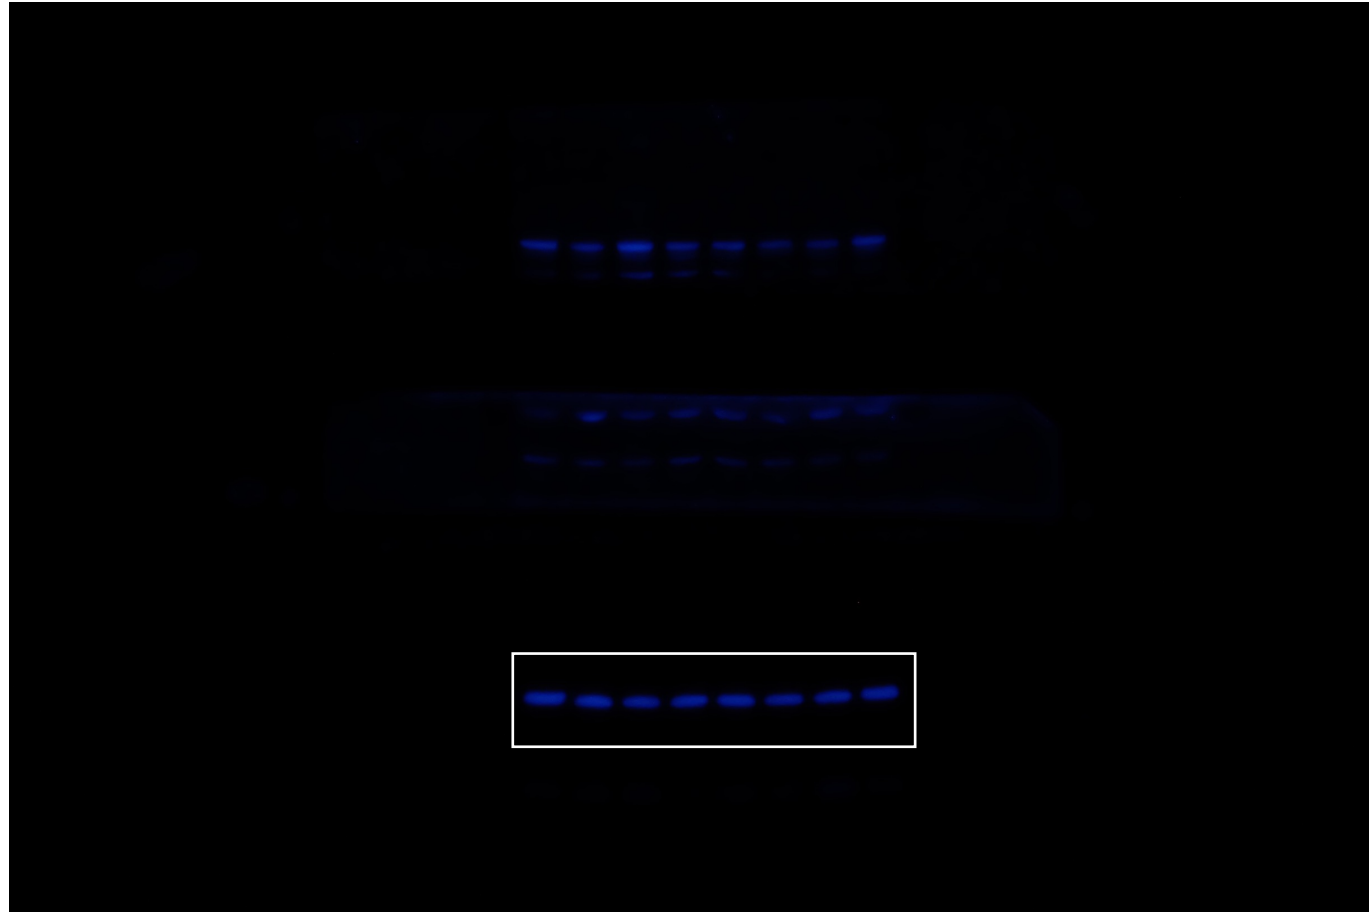

# Full unedited gel for Supplemental Figure 1F, Ezh2

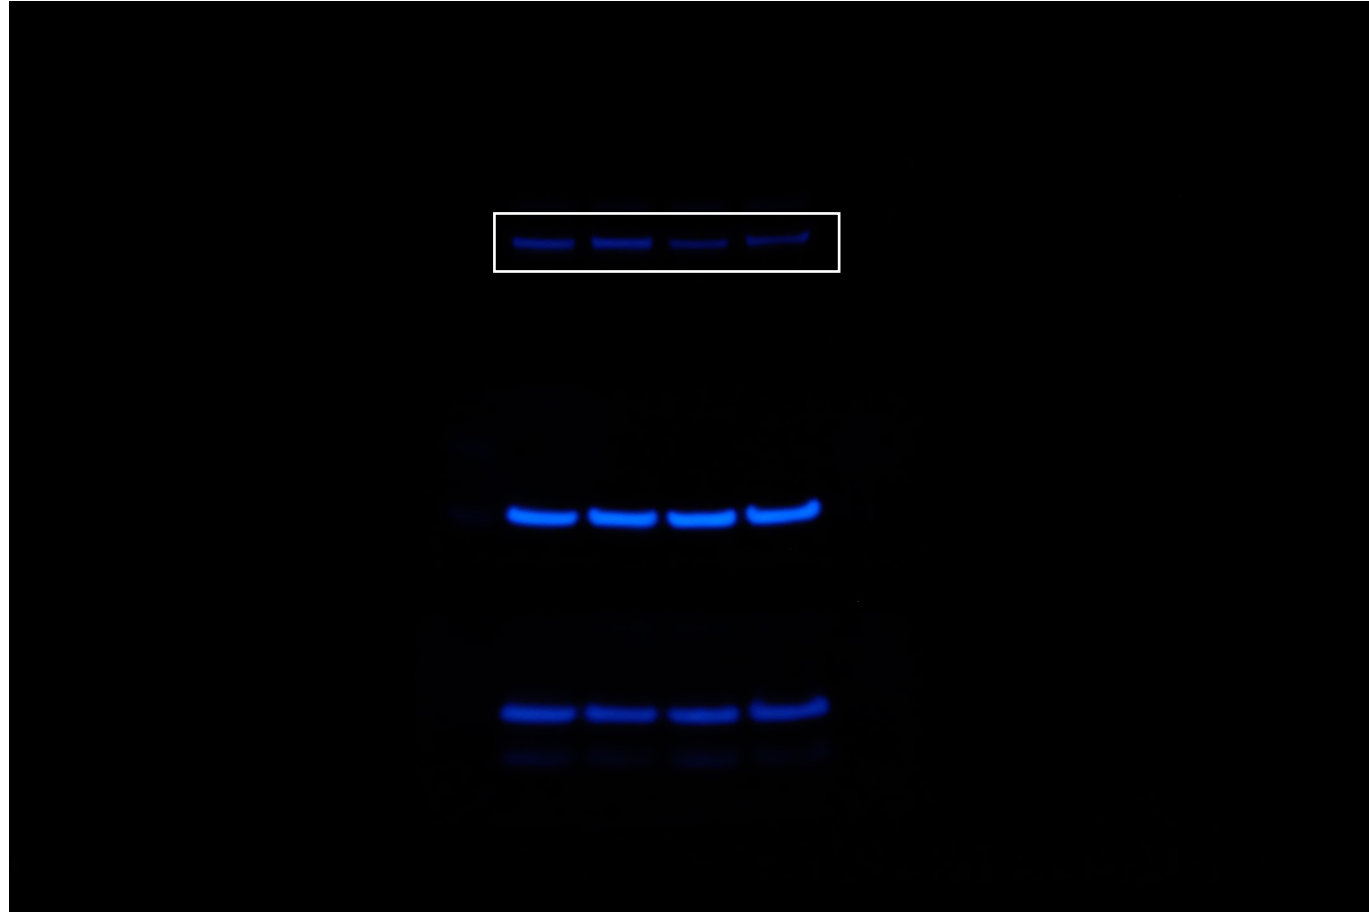

# Full unedited gel for Supplemental Figure 1F, Gapdh

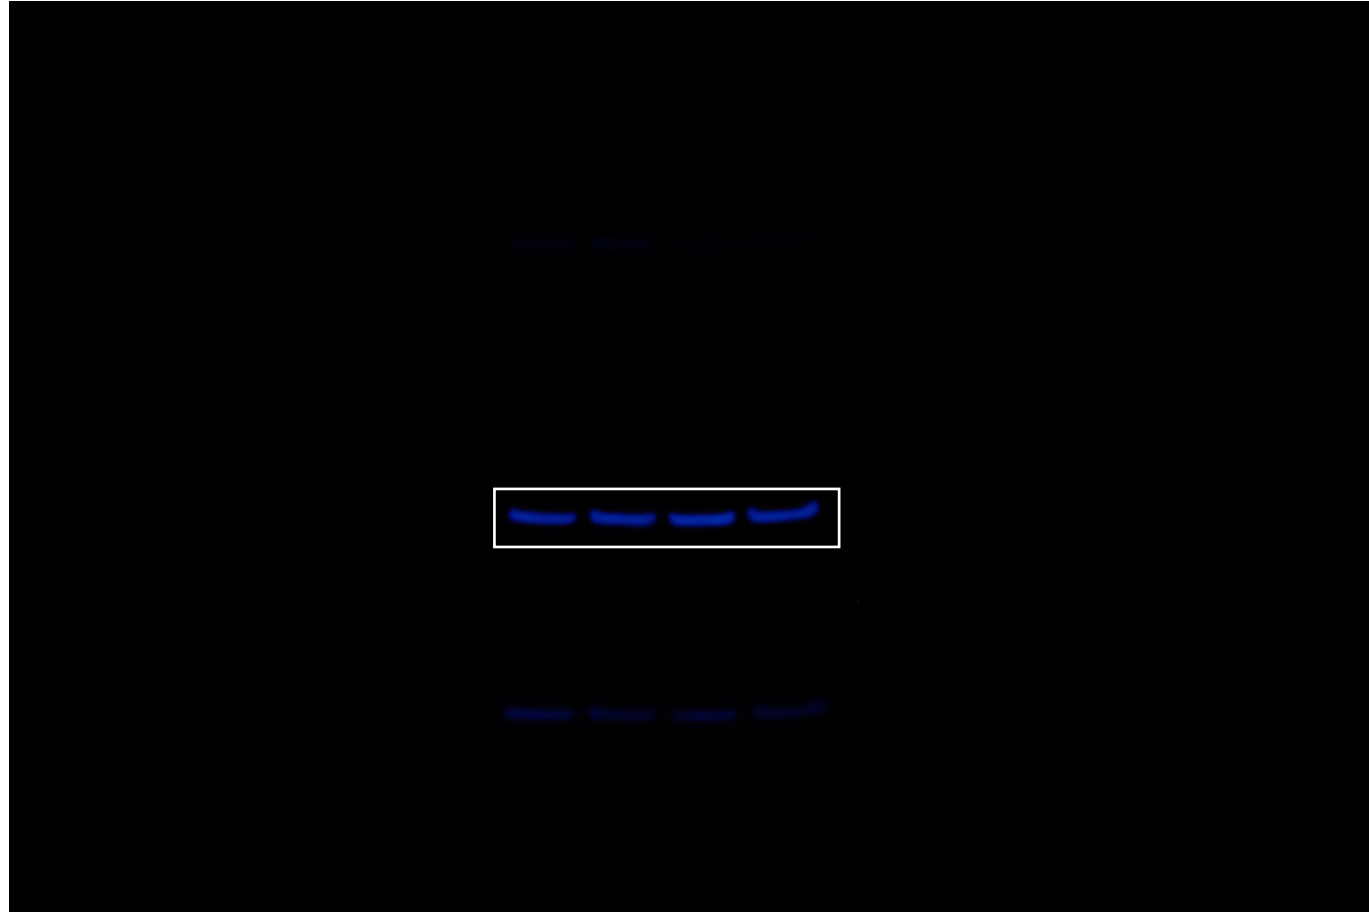

# Full unedited gel for Supplemental Figure 1G, Ezh2

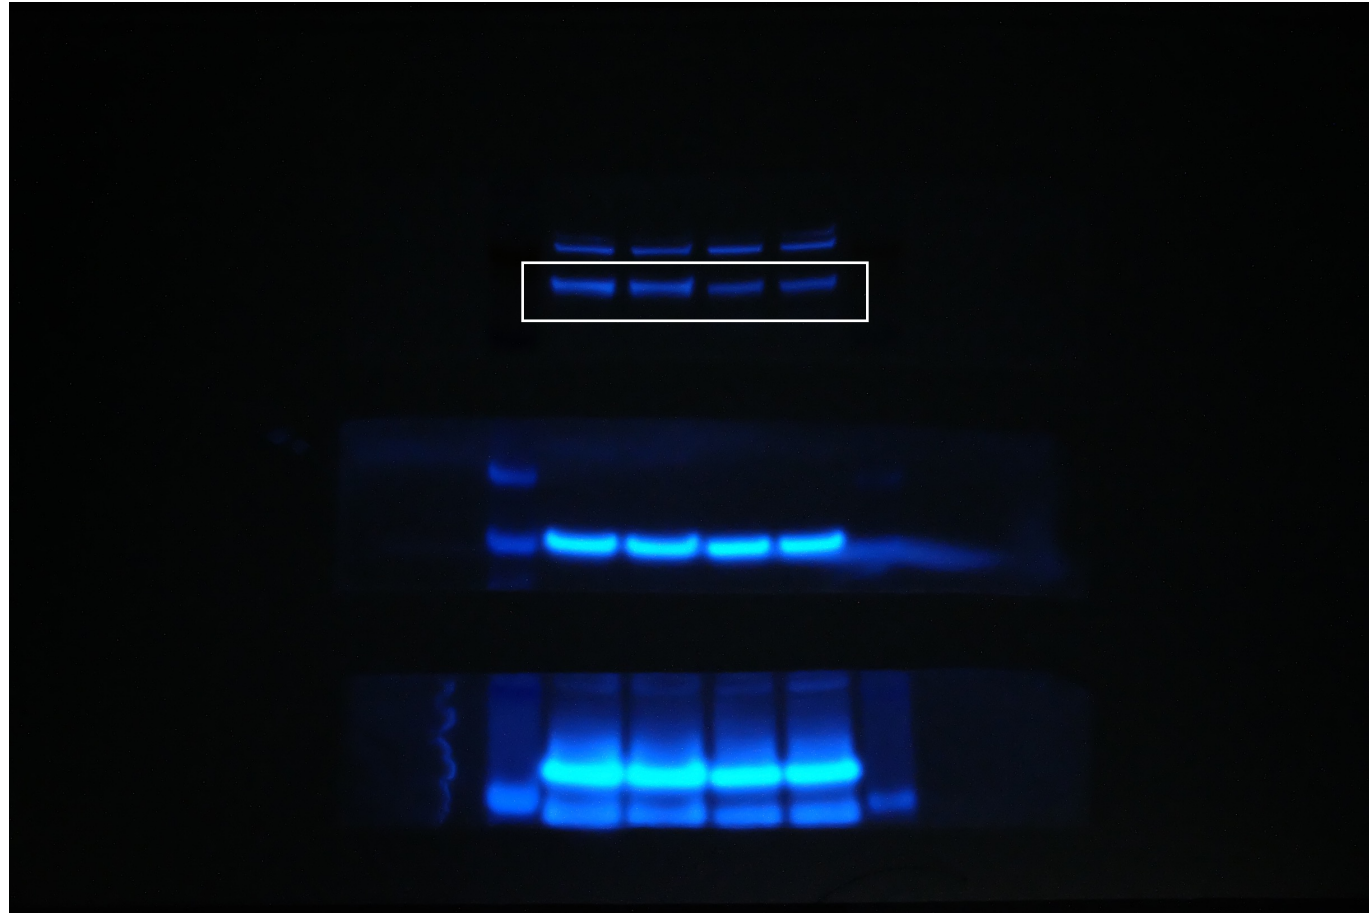

# Full unedited gel for Supplemental Figure 1G, Gapdh

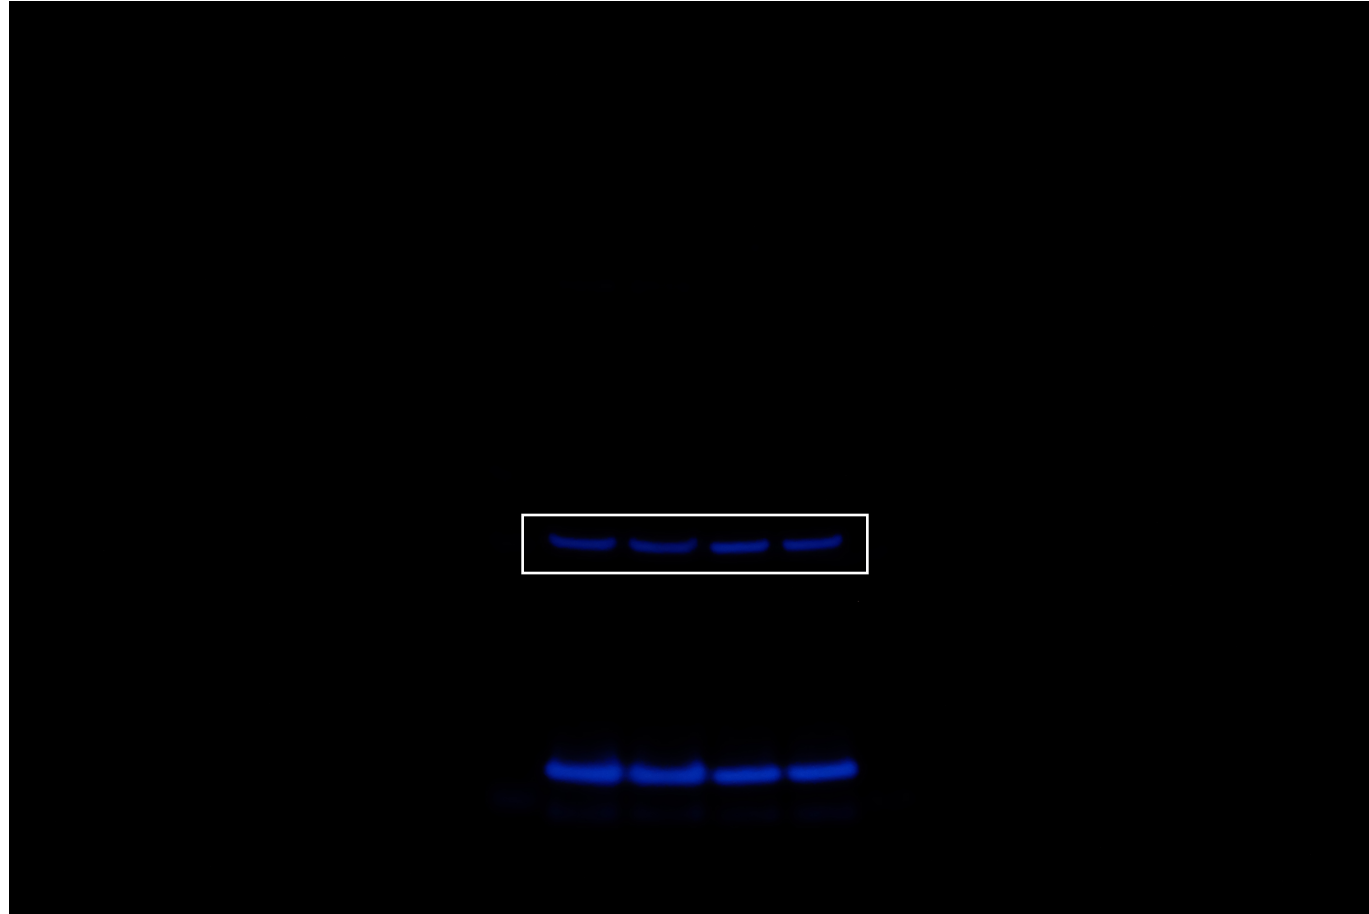

# Full unedited gel for Supplemental Figure 3A, Ezh2

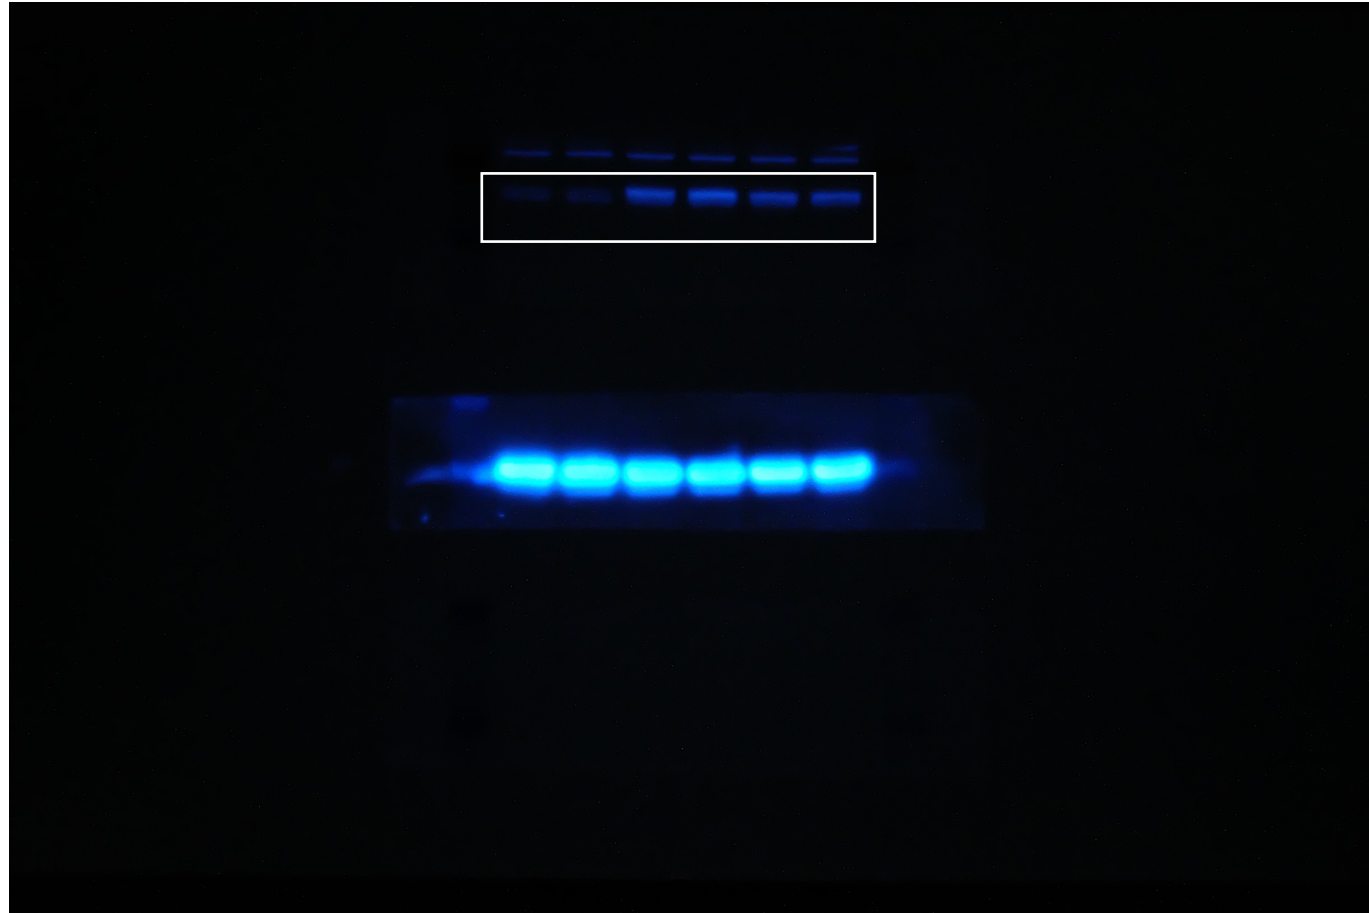

# Full unedited gel for Supplemental Figure 3A, Gapdh

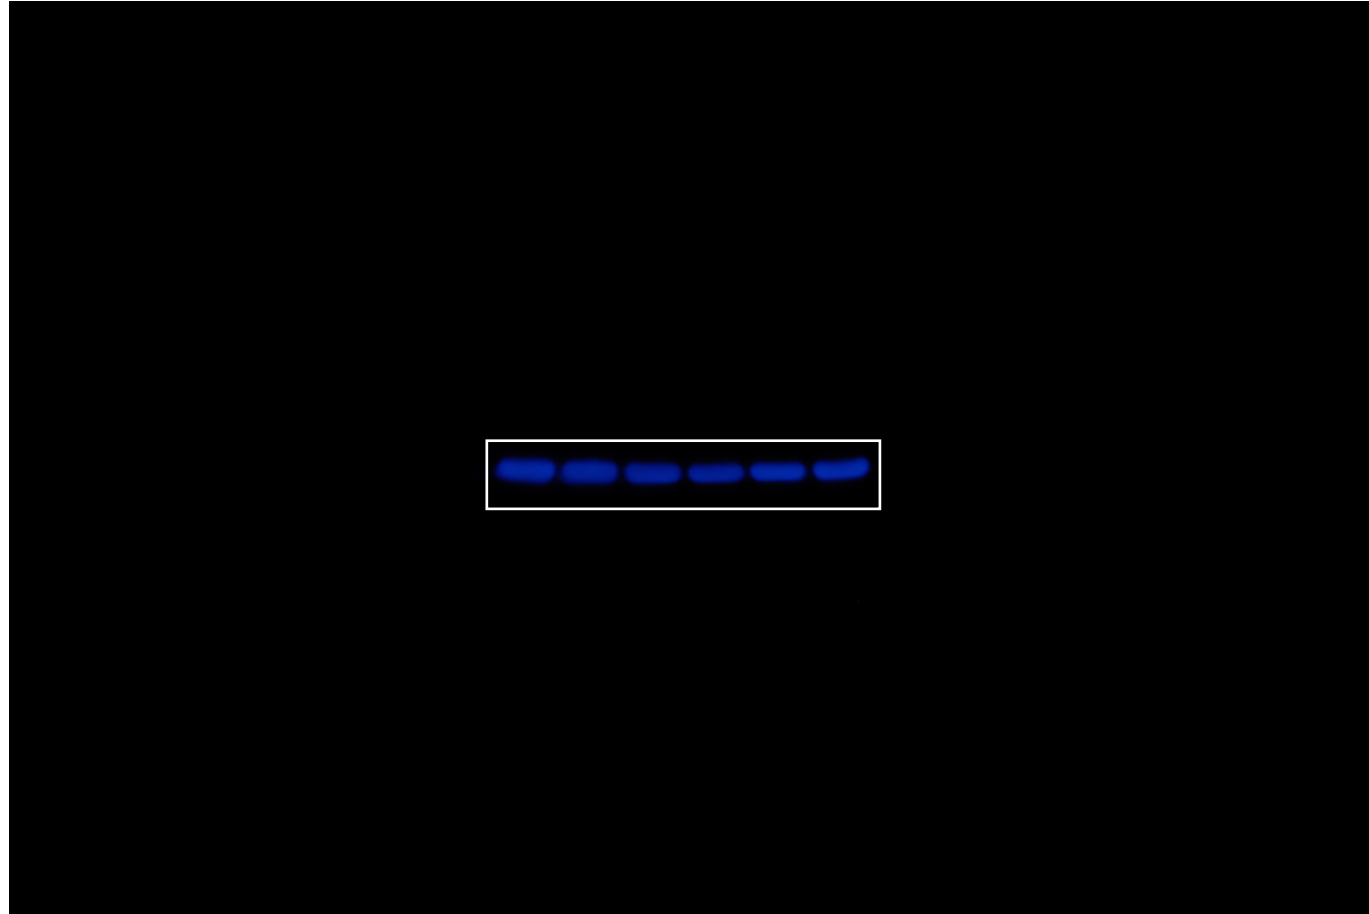

# Full unedited gel for Supplemental Figure 3B, Ezh2

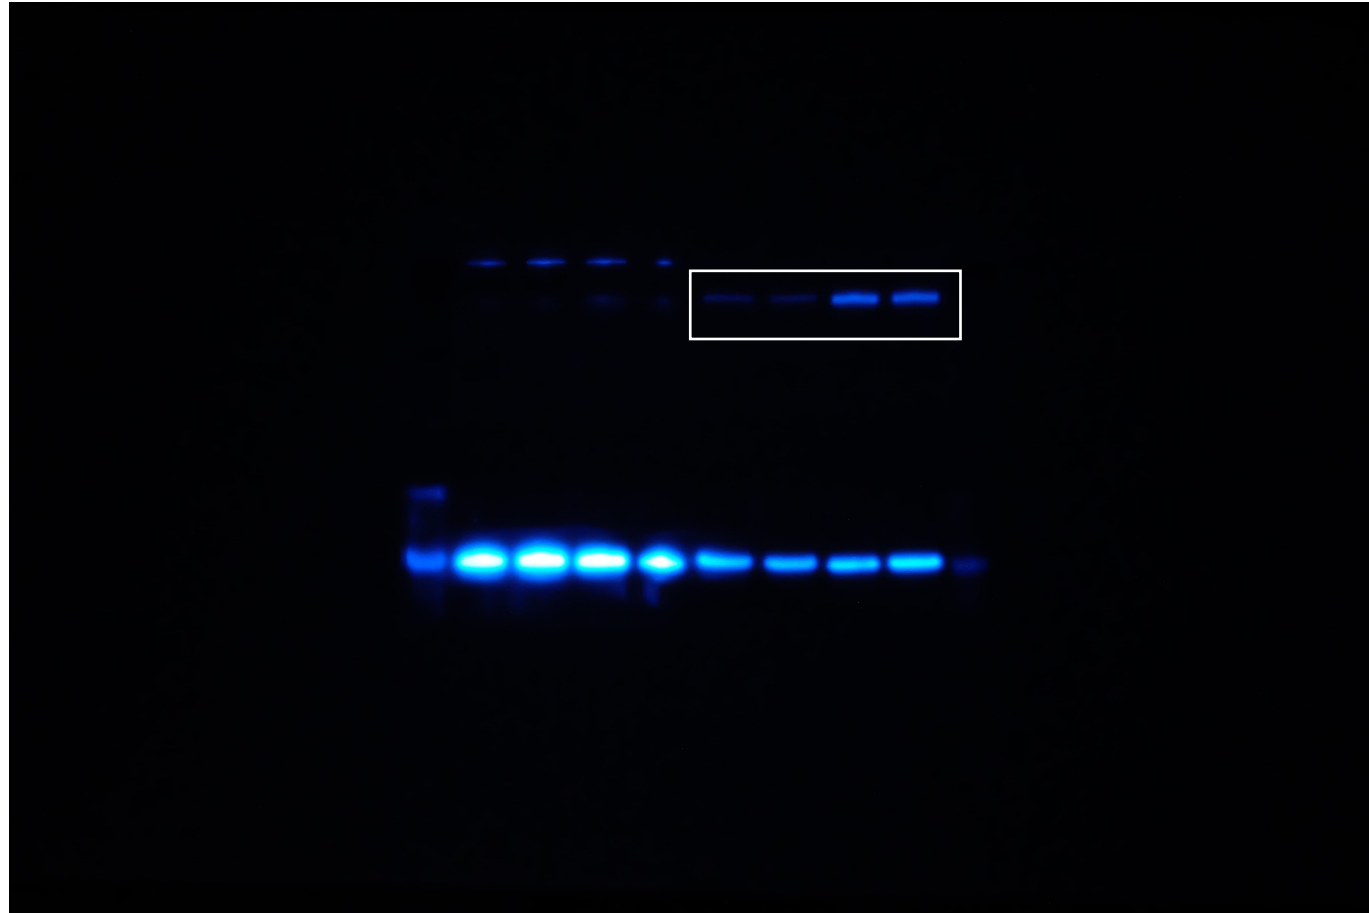

# Full unedited gel for Supplemental Figure 3B, Gapdh

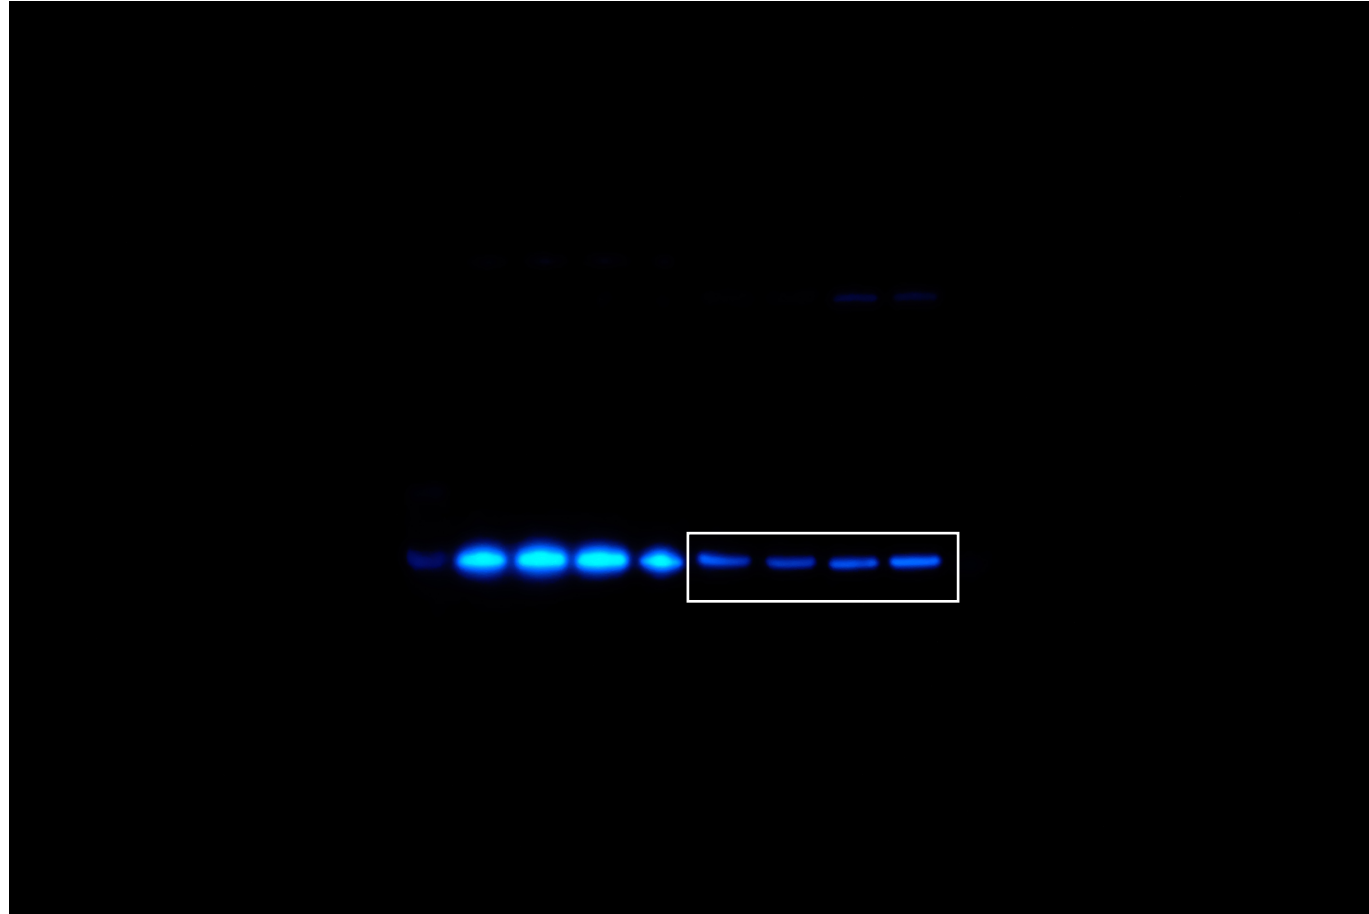

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

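The data were 1 table of read counts per gene from 6 RNA-Seq libraries of retinal cells sorted for CD90.2, 3 days after an ONC that followed the AAV2 injection by 2 weeks. Of these libraries, 3 came from mice injected with AAV2-GFP and 3 from mice injected with AAV2-Ezh2-Y726D. All columns of the table were used, and each was assigned by its name to the group and replicate number of the sample labels. RNA-Seq of Ezh2 overexpression, ATAC-Seq, CUT&Tag and bisulfite sequencing were not analysed here. Where genes regulated by Ezh2 are named, the fold changes or GO terms are those of the paper's Supplemental Tables 1 and 3.

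The authors deposited whole-number counts of reads per gene without normalization. The labels name a stranded total RNA kit, and the paper's main text does not name the aligner, the counting tool, the genome build, the annotation or any filter on reads. The paper's supplemental methods were not used here. From the deposited counts, values per library were computed as edgeR's CPM of the TMM-scaled library. All 32371 gene identifiers name a gene. Symbols for 32325 of them were taken from a gene name table, and 32342 were found in GENCODE vM21, the mouse annotation on GRCm38, from which coordinates and exonic overlap with other genes were taken. The coordinates are those of this annotation, which may not be the one used by the authors.

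The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM factors between 0.647 and 1.31, edgeR's filterByExpr filter with its default of 10 counts and a total of 15, and Benjamini-Hochberg adjustment over the 18138 genes that passed. The common biological coefficient of variation was 0.0442. Standard errors of log2 fold changes were computed as the log2 fold change divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 9 lists. They are the genes up and down in the paper's Ezh2 table, of which 448 and 217 were found among the identifiers and 4 were not, the complete gene cells of 4 GO terms, and the genes of Figure 5, F to H. None of the tested genes in these lists was at or under 3 counts in all libraries of a group. A gene at or under 3 counts in all libraries of a group was given only a bound against 3 counts. The libraries' total counts, and thus the precision of single genes, differed most among the GFP libraries, where the total without the rRNA gene CT010467.1 ran from 4460732 to 20896150.

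The named genes were chosen by a rule. They are Ezh2, every gene of Figure 5, F to H, Jun, Npy, Igf1, Crhbp, Slc6a13, Wfdc1, Neurog2, the DNA methyltransferases and demethylases Dnmt1, Dnmt3a, Dnmt3b, Tet1, Tet2 and Tet3, the PRC2 subunits Ezh1, Suz12, Eed, Rbbp4 and Rbbp7, and the 5 largest rises and 5 largest falls among DEGs whose groups did not overlap and whose mean normalized count was at least 50 in the higher group. Some further items are not reported here. CT010467.1 and the genes of the marker lists that are named apart from these were singled out after their values were seen.

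The tests, the rule for named genes, the first marker lists and most alternatives were fixed before the data were examined. These alternatives were RLE size factors, library totals, DESeq2 1.42.0, no filter, at least 10 counts in every library, the replicate number as a block, leaving out each library in turn, no fold change threshold and a fold change over 2, an estimated inter-gene correlation and fry. Further alternatives were added after the data were seen. They left out CT010467.1, used library totals without it, thinned the counts of each library to the depth of the shallowest, or removed each library's trend with GC content or with transcript length by a lowess fit with a span of 0.3. GC content and length were known for 99.9% of the genes tested.

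The marker lists cover retinal ganglion cells, amacrine cells, bipolar cells, rods, cones, Müller glia, homeostatic microglia, activated phagocytes, T cells, B cells, endothelial cells, pericytes, the interferon response, Y-linked genes and X inactivation. A second cone list and a second amacrine list were added after the first had been read. Genes at or under 3 counts in all libraries of a group were left out of the medians and spreads of these lists. This step was added after the second amacrine list had been computed, and it removed Gbx2 from that list and no gene from the others.

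The procedure was tested on simulated counts for 18138 genes with the mean proportions and TMM-scaled sizes of the 6 libraries, in which 200 genes were changed by a log2 fold change of 1 in either direction. Apart from these changes each gene had the same expected share in every library, so that the uneven share of CT010467.1 was not simulated. The simulation thus does not bear on the choice of scaling. Of the 200, 194 passed the filter, and edgeR called 165 (82.5% of the 200) and 1 unchanged gene, with a mean estimate of 1.005 relative to a true value of 1. With the replicate block 80.0% were called, and with DESeq2 73.5%. As 3 libraries against 3 allow only 10 splits of the 6 libraries, no share of splits can fall under 0.1.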

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

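The test that set rod markers beside cone markers and the comparison of immunoglobulin variable genes between libraries were chosen only after the result was seen. The signals of this part lie in genes that the paper does not discuss. The marker lists hold genes of cells of the retina or its vessels and immune cells, so that their presence in the sorted cells is not itself a finding. Each list was summarised by its median log2 fold change of Ezh2-Y726D over GFP.

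The amacrine markers were higher in Ezh2-Y726D libraries. All 8 tested markers rose, with a median of 0.65 and a range of 0.41 to 0.90, and 7 passed an adjusted P of 0.05 in edgeR's quasi-likelihood test. Gad1 went from 301 ± 18.6 to 487 ± 7.99 CPM (SD, n = 3 libraries each). The mean log2 CPM of the list was 5.08 to 5.38 in the GFP libraries and 5.85 to 5.93 in the Ezh2-Y726D libraries. With library totals the median was 1.15, above the median of 0.49 over all genes. A smaller share of retinal ganglion cells would have raised the markers of every other cell type, but rod markers (median 0.04) and Müller glia markers (-0.05) stayed near 0. A larger share of all amacrine cells would have raised genes of their subtypes by similar amounts. In the second list these moved apart, with Tac1 at 1.02, Prdm13 at 0.83 and Ebf3 at 0.52 but Th at 0.05 and Penk at -0.59. The SD of this list was 0.56, or 1.2 with Gbx2, which was near 0 counts in GFP, against 0.15 in the first list, and its median was 0.40. What stays open is that some amacrine types may have made up a larger share of the sorted cells, or that these genes were expressed more strongly per cell after Ezh2-Y726D overexpression.

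The cone markers were lower. All 8 fell, with a median of -0.66 and a range of -0.81 to -0.39, and all passed an adjusted P of 0.05 in edgeR's quasi-likelihood test. The median was -0.16 with library totals. In the paper's table of DEGs after Ezh2 overexpression, 7 of the 8 are listed and all 7 are up. The rod markers had a median of 0.04, which argues against a smaller share of all photoreceptors. A smaller share of cones and a lower expression of these genes in cones cannot be told apart. The second cone list, of other cone genes, had a median of -0.16, with Kcne2 at -0.73 and Otop3 at -0.54 but Thrb at 0.06 and Rxrg at 0.02, so that some of its genes went with either explanation.

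The bipolar markers had a median of -0.40. Of 9 markers, 8 were lower and Prkca was higher by 0.34, all at an adjusted P under 0.05 in edgeR's quasi-likelihood test. With library totals the median was 0.10, which is below the median of 0.49 over all genes. A smaller share of all bipolar cells would lower every marker, which the rise of Prkca, at 156 ± 3.01 CPM in GFP and 197 ± 3.06 CPM after Ezh2-Y726D (SD, n = 3 libraries each), argues against as the whole cause. No other explanation was tested.

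Of 66 immunoglobulin variable genes tested, 38 were DEGs, 16 higher and 22 lower. Over these 66 genes, the median Pearson correlation of log2(CPM + 0.5) was 0.709 between libraries of one group (range 0.572 to 0.826 over 6 pairs) and 0.379 between groups (range 0.249 to 0.497 over 9 pairs). The difference of 0.33 was larger than in any of 1000 random lists matched on mean expression, where it reached at most 0.16. The median within-group correlation of the random lists was 0.92, which is above every within-group pair of the immunoglobulin variable genes. The correlations are across genes, which are not independent replicates. A candidate explanation is that the libraries of one group were drawn from the same mice or the same pool of cells, since the variable genes used by plasma and B cells differ between mice. Within groups, the chi-square statistic per immunoglobulin variable gene was 3 to 10.9, against 1.53 to 3.23 per degree of freedom over all genes. Libraries of a group thus agreed less over these genes than over others. Libraries drawn from the same pool could also differ in this way where few cells carry a gene. The chi-square statistic therefore cannot decide on a shared pool of cells. A sharing of mice or cells within groups cannot be told apart from an effect of Ezh2-Y726D, because the groups would differ in both. Genes that separate the groups also raise the correlation within groups by construction. Reads shared between near-identical family members add to the uncertainty, and whether the GFP and Ezh2-Y726D libraries came from separate mice is not stated in the paper's main text.

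Tac2, Vip and Cbln4 are the protein-coding genes among the 5 largest rises chosen by the rule for named genes, which asks for groups that do not overlap and a mean of at least 50 normalized counts in the higher group. They are neither in the marker lists nor in the paper's table of DEGs after Ezh2 overexpression. Their log2 fold changes were 2.99, 2.70 and 1.70. Each stayed positive and under an adjusted P of 0.05 in edgeR or DESeq2 in every alternative fit that tested it, library totals and the thinned counts included, while Tac2 was not tested with the filter of at least 10 counts in every library. None of them shares exonic bases with another annotated gene. With 1 to 95 counts in the GFP libraries, the size of the rises is uncertain, and the log2 fold change of Tac2 was 2.45 without GFP replicate 1 and 3.55 without GFP replicate 2. Whether they belong with the amacrine markers was not tested.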

How the results depend on the processing

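The alternatives that left out CT010467.1, used library totals without it, thinned the counts, or removed trends with GC content or transcript length were chosen only after the data were seen. In each of the 6 fits that left out a library, all 15 comparisons kept their direction and their side of the threshold. Across these fits, there were 1207 to 1404 DEGs, 378 to 453 of them higher and 829 to 988 lower. The median log2 fold change ran from 0.204 to 0.247 for the genes down in the paper's Ezh2 table, from -0.568 to -0.538 for those up, from 0.428 to 0.506 for ion transport, from 0.301 to 0.356 for chemical synaptic transmission, from -1.11 to -0.952 for the inflammatory response, from -0.968 to -0.867 for the innate immune response, from 0.427 to 0.506 for Figure 5F, from 0.112 to 0.224 for Figure 5G and from -0.18 to -0.0543 for Figure 5H. The median for Figure 5H moved most in proportion, to -0.18 without Ezh2-Y726D replicate 1 and to -0.0543 without Ezh2-Y726D replicate 2. RLE size factors and no filter (1455 and 1576 DEGs) also kept all 15 comparisons.

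Scaling by library totals, which include CT010467.1, raised the median log2 fold change of genes by 0.497 against TMM. It gave 65 DEGs, 46 higher and 19 lower (29.2%, against 68.6% with TMM), 16 common DEGs and 10 opposite in sign. All 65 were DEGs with TMM in the same direction. The median for Figure 5H became 0.385. The log2 fold changes of named genes that reversed were 0.285 for Atf3, 0.412 for Dnmt1, 0.487 for Dnmt3a, 0.386 for Dnmt3b, 0.269 for Eed, 0.435 for Epha4, 0.274 for Epha7, 0.371 for Gadd45g, 0.505 for Kcnma1, 0.498 for Lingo3, 0.141 for Neurog2, 0.409 for Rbbp7, 0.40 for Sox11, 0.43 for Tet3 and 0.0507 for Wfdc1, and 28 other named genes kept their direction but no longer passed an adjusted P of 0.05. Library totals without CT010467.1 moved the median by only -0.0205 and gave 1484 DEGs, 1400 of them the same as with TMM, so that most of the change came from counting this gene in the totals.

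DESeq2 gave 282 DEGs that were higher, at least 10 counts in every library gave 268 (76.4% of its DEGs were lower), and the thinned counts gave 296. The filter tests fewer genes and the thinning uses fewer counts, while the cause of the difference with DESeq2 was not tested. With no fold change threshold, 4988 genes passed, 2525 higher and 2463 lower, with 407 common DEGs and 335 opposite in sign. With a fold change over 2, 443 passed, 134 higher and 309 lower, with 120 common DEGs and 107 opposite in sign. These follow from the thresholds. With an estimated inter-gene correlation, the medians of the genes down in the paper's Ezh2 table (0.218) and of Figure 5H (-0.108) stayed as they were while limma's camera gave adjusted P values of 0.055 and 0.119, against ranges of 3.34e-10 to 0.055 and 1.16e-05 to 0.119 over the alternatives set at the start. With fry, the median for Figure 5G (0.164) had an adjusted P of 0.0152 from limma, in a range of 0.0152 to 0.359.

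Of the 64 named genes, 45 had an adjusted P under 0.05, and 37 of these kept their direction and call in each alternative fit that tested them, apart from library totals. Tac2, Igkv17-121 and Igkv14-126, which are among the 37, were not tested with the filter of at least 10 counts in every library. The others were Eed, Epha6, Epha8, Igf1, Jun, Tet1, Tnr and Wfdc1. Several genes that did not pass the threshold changed sign. Kcnma1 was at 0.00057 with DESeq2, 0.0123 with no filter, 0.00094 with at least 10 counts in every library, 0.0474 with thinned counts and 0.0016 without the GC trend. Lingo3 was at 0.00602 with DESeq2, 0.00609 with no filter and 0.0314 with thinned counts. Rbbp4 was at -0.0108 with library totals without CT010467.1, -0.0200 with thinned counts and -0.0128 without the length trend, and Neurog2 was at 0.0448 with thinned counts. In the fits that left out a library, Kcnma1 ran from -0.0389 to 0.0361, Lingo3 from -0.0461 to 0.0819, Rbbp4 from -0.0073 to 0.0283 and Dnmt3b from -0.188 to 0.0209. In the fits named here for each gene, none of these values had an adjusted P under 0.05. Kcnma1 kept its sign and passed only without the length trend (-0.114, adjusted P = 0.0348 from edgeR's quasi-likelihood test, in a range up to 0.997 over the alternatives). Lingo3 was at 0.00459 with the replicate number as a block.

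Whether the replicate numbers of the 2 groups pair the libraries was not settled. The deviations of same-numbered libraries from their group means correlated by 0.3, 0.118 and 0.0928 across genes, so that 1 of 3 pairs was under 0.1. For libraries with different numbers, the correlations were lower, from -0.187 to 0.0602. The paper's main text names no pairing. With the replicate number as a block, 1403 DEGs were called, 421 of them higher, and 1339 were shared with the fit without the block.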

Differences from the paper's values

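The paper states that 3 genes had a -log10 adjusted P above 100 and were not drawn in its volcano plot of Ezh2-Y726D. With edgeR there were 0 such genes, while 6563 genes had an unadjusted P under 0.05. With DESeq2 there were 4. None of the other alternatives set before the data were examined came within 1.5 times of the paper's number, and with no filter there were 11.

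The paper's table lists 295 DEGs that were higher after Ezh2-Y726D overexpression, against 457 with edgeR. Within 1.5 times of the paper's number were DESeq2 with 282, at least 10 counts in every library with 268, the replicate number as a block with 421, and the fits without GFP replicate 1 (378), GFP replicate 3 (413), Ezh2-Y726D replicate 1 (417), Ezh2-Y726D replicate 2 (391) and Ezh2-Y726D replicate 3 (422). RLE size factors (446), library totals (46), no filter (518), the fit without GFP replicate 2 (453), no fold change threshold (2525) and a fold change over 2 (134) were not. The thinned counts, an alternative chosen after seeing the values, gave 296. Of the paper's 1103 DEGs, 1099 were tested with edgeR and had the same sign, 1082 were DEGs and 21 were not. Of the edgeR DEGs, 373 are not in the paper's table, 174 of them higher. DESeq2 called 1041 of the paper's DEGs. The median absolute difference of log2 fold changes from the paper's was 0.013 with edgeR and 0.0018 with DESeq2.

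For Ighv1-42 the log2 fold change was 2.70, against the paper's 2.11. With DESeq2 it was 2.11, and none of the other alternatives set before the data were examined closed the gap. Leaving out 1 library moved it from 1.65 without GFP replicate 1 to 3.41 without GFP replicate 3. The thinned counts, an alternative chosen after seeing the values, gave 2.14 for Ighv1-42. Without Igkv14-126, which had 0 counts in one group, 25 of the 26 named genes with a log2 fold change in the paper's table had a value within its standard error of the paper's.

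The paper states that Ezh2-Y726D did not lower the genes of Figure 5G. Here Epha7 was lower by its adjusted P alone, with a log2 fold change of -0.23 (adjusted P = 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not reach the fold change of a DEG, and the paper's table of DEGs after Ezh2-Y726D overexpression does not list it. At the thresholds of a DEG, Epha7 thus does not differ from the paper. Epha7 stayed lower at an adjusted P under 0.05 in each of the other alternatives apart from library totals. With library totals its log2 fold change was 0.27 (adjusted P = 0.585 from the same edgeR test), against a median of 0.49 over all genes.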

Other observations

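The tests of CT010467.1, GC content and transcript length, and the counts of other splits of the libraries for the gene lists, were chosen only after the result was seen.

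Immune genes were lower after Ezh2-Y726D overexpression beyond the genes that the paper names. All 12 interferon response genes fell, with a median of -0.82 and a range of -1.25 to -0.47, and all 12 T cell markers fell. Of 12 activated phagocyte markers, 11 fell and Lpl rose by 0.36, with a median of -0.74. This list shares 9 genes with the genes up in the paper's Ezh2 table, and holds Gpnmb and Spp1, which are reported above. With library totals, the medians were -0.32 for the interferon response and -0.24 for phagocytes, against 0.49 over all genes. Fewer microglia as the whole cause would have lowered homeostatic microglia markers together. Their median was -0.31, and they moved apart, with P2ry12 at 0.33 and Sall1 at 0.61 but C1qa at -0.84 and Aif1 at -1.04. That median was 0.20 with library totals. Fewer blood vessel cells would have lowered endothelial and pericyte markers, and whether they contributed cannot be told apart. The median of the endothelial markers was -0.11 and the genes went both ways, with Esam at -0.79 and Pecam1 at -0.33 but Flt1 at 0.10 and Cldn5 at 0.04, while all 7 pericyte markers were lower with a median of -0.38. With library totals, the endothelial and pericyte medians were 0.36 and 0.12. The 7 B cell markers had a median of -0.42, of which the abundant Igkc, at 128 CPM in GFP, changed by -0.02, and the median was -0.01 with library totals. A smaller share of T cells, which carry CD90.2, may have contributed, as the T cell markers had a median of -0.78 and a range of -0.97 to -0.54 (-0.27 with library totals). Cd4 and Lck, the most abundant of them, were at 26.8 and 27.0 CPM in GFP. An effect of Ezh2-Y726D on immune genes or on infiltrating cells remains open as well.

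The rise of ion transport and synaptic genes went with a rise of amacrine markers, whose median of 0.65 was above the 0.47 of the ion transport set. A larger share of some amacrine types in the sorted cells, which was left open above, may therefore account for part of it. Retinal ganglion cell markers had a median of -0.07 (0.43 with library totals), with Slc17a6 at 0.03, Nefl at -0.07 and Thy1, which encodes CD90, at 0.13. A lower share of all non-neuronal cells would have raised them by as much as the ion transport set and lowered the Müller glia markers, among them Glul at 2973 CPM in GFP, whose median was -0.05 (0.46 with library totals). Rbpms, at 15.4 CPM in GFP, was far below Glul, so that the libraries held much RNA of other retinal cells. A direct effect of Ezh2-Y726D on these genes stays open.

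Most of the DEGs remained after each of several technical differences was removed. Total counts of the groups overlapped only through GFP replicate 1. Without CT010467.1, the median total was 5745352 in the GFP libraries and 19834652 in the Ezh2-Y726D libraries. After the counts were thinned to nearly equal totals, 879 of the 1455 DEGs remained, where fewer counts also lower the power. Without CT010467.1, which shares 73.9% of its exonic bases with other rRNA annotations, 1436 remained, after removal of the GC trend 1386, and after removal of the length trend 1352, each with the same direction. Y-linked genes had a median of 0.09 (0.59 with library totals). All 4 were higher, and their mean log2 CPM, which was predicted to overlap between groups without a difference in sex, did not, with 5.54 to 5.60 in GFP and 5.62 to 5.70 in Ezh2-Y726D libraries, although none of the 4 passed an adjusted P of 0.05 in edgeR's quasi-likelihood test. Xist, which cells of female mice would bring, had at most 3 counts in each of the 6 libraries, which argues against unequal numbers of female mice. The small rise of the Y-linked genes was not explained. Among the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many DEGs, and the other 9 gave 0. For 8 of the 9 gene lists, 1 of 10 splits gave a median as large. For the positive regulators of Figure 5H, 3 of 10 did. As 10 splits cannot give a share under 0.1, chance is not excluded by these counts alone. Batches of library preparation are not named in the labels.

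Wfdc1 was lower after Ezh2-Y726D, from 6.32 ± 0.635 to 4.82 ± 0.0912 CPM (SD, n = 3 libraries each), with a log2 fold change of -0.45 (standard error 0.13, adjusted P = 0.00921 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without GFP replicate 1 it was -0.304 (adjusted P = 0.281), and with DESeq2 the adjusted P was 0.138. Neurog2 changed by -0.35 without passing the threshold, and by -0.446 to -0.0707 with 1 library left out. Of the other PRC2 subunits, Eed changed by -0.23 (adjusted P = 0.0198 from the same edgeR test, and 0.0795, 0.0842 and 0.103 without GFP replicate 1, GFP replicate 2 and Ezh2-Y726D replicate 1), and Ezh1, Suz12, Rbbp4 and Rbbp7 by 0.07, 0.07, 0.01 and -0.10 without passing it. No explanation of these changes was tested.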
